# p53 restoration in small cell lung cancer identifies a latent cyclophilin-dependent necrosis mechanism

**DOI:** 10.1038/s41467-023-40161-9

**Published:** 2023-07-21

**Authors:** Jonuelle Acosta, Qinglan Li, Nelson F. Freeburg, Nivitha Murali, Alexandra Indeglia, Grant P. Grothusen, Michelle Cicchini, Hung Mai, Amy C. Gladstein, Keren M. Adler, Katherine R. Doerig, Jinyang Li, Miguel Ruiz-Torres, Kimberly L. Manning, Ben Z. Stanger, Luca Busino, Maureen Murphy, Liling Wan, David M. Feldser

**Keywords:** Small-cell lung cancer, Tumour-suppressor proteins, Cell death

## Abstract

The p53 tumor suppressor regulates multiple context-dependent tumor suppressive programs. Although p53 is mutated in ~90% of small cell lung cancer (SCLC) tumors, how p53 mediates tumor suppression in this context is unknown. Here, using a mouse model of SCLC in which endogenous p53 expression can be conditionally and temporally regulated, we show that SCLC tumors maintain a requirement for p53 inactivation. However, we identify tumor subtype heterogeneity between SCLC tumors such that p53 reactivation induces senescence in a subset of tumors, while in others, p53 induces necrosis. We pinpoint cyclophilins as critical determinants of a p53-induced transcriptional program that is specific to SCLC tumors and cell lines poised to undergo p53-mediated necrosis. Importantly, inhibition of cyclophilin isomerase activity, or genetic ablation of specific cyclophilin genes, suppresses p53-mediated necrosis by limiting p53 transcriptional output without impacting p53 chromatin binding. Our study demonstrates that intertumoral heterogeneity in SCLC influences the biological response to p53 restoration, describes a cyclophilin-dependent mechanism of p53-regulated cell death, and uncovers putative mechanisms for the treatment of this most-recalcitrant tumor type.

## Abstract (web summary)

p53 inactivation is nearly universal in small-cell lung cancer (SCLC), but its tumor suppressive role in this cancer type is poorly understood. Here the authors show that intertumoral heterogeneity in SCLC influences the biological mechanisms of p53-mediated tumor suppression and identify a role for cyclophilins in p53-dependent necrotic cell death.

## Introduction

Small cell lung cancer (SCLC) is the most lethal subtype of lung cancer and comprises ~15% of all lung cancer cases^1,2^. The long-standing standard of care treatment for SCLC has been platinum-based chemotherapy, which leads to significant tumor shrinkage in up to 80% of patients^3^. However, most patients later present with a recurrence of disease and succumb to treatment-resistant tumors and metastases. Recent studies have unveiled that SCLC is not a homogeneous disease and is instead comprised of four distinct molecular subtypes based on expression of lineage-defining transcription factors: *ASCL1* (SCLC-A), *NEUROD1* (SCLC-N), *POU2F3* (SCLC-P), or *YAP1* (SCLC-Y)^4^. These molecular subtypes have also been associated with distinct subtype-specific therapeutic vulnerabilities that can be used in combination with traditional chemotherapeutic treatment to prevent disease recurrence and enhance survival^5–9^. Cell types of origin influence tumor evolution and metastatic progression, further contributing to intertumoral SCLC heterogeneity^10^. These insights highlight the need to better understand how SCLC heterogeneity influences etiology of the disease, which includes the near-universal persistent selective requirement for key cancer driving mutations^11^.

Together with the retinoblastoma (Rb) tumor suppressor, p53 is inactivated in the vast majority (>90%) of SCLC cases^11^. p53 is a pleiotropic tumor suppressor gene that responds to a wide array of genotoxic and cellular stresses to effectuate diverse tumor suppressive programs such as activation of apoptosis and senescence, as well as metabolic programs that may be essential for tumor suppression^12,13^. Identifying the contexts in which p53 induces one tumor suppressive program over another remains a challenge, but may hold the key to establishing novel, contextual, therapeutic strategies. Mouse models of cancer that allow for the conditional restoration of p53 function after tumor formation have identified tissue-dependent contexts where p53 preferentially activates cytostatic or cytotoxic programs^14^. In spontaneous models of B or T-cell lymphoma, p53 restoration induces canonical caspase-dependent apoptosis and rapid tumor regression^15,16^. In contrast, restoration of p53 in soft tissue sarcomas and hepatocellular carcinoma induces senescence which is followed by immune-mediated tumor clearance^16,17^. Similarly, p53 restoration in a model of Kras-driven lung adenocarcinoma also induces a senescence response followed by immune-mediated clearance, but only in advanced tumor lesions^18–20^. These studies demonstrate that p53 controls distinct tumor suppressive programs in specific cancer types, highlight the need to better understand how p53 mediates tumor suppression in distinct contexts, and illustrate the power of gene-reactivation strategies to elucidate latent mechanisms of tumor suppression.

Here we uncover multiple cancer cell autonomous roles of p53 that are selectively-activated in distinct SCLCs. We demonstrate that p53 can drive a canonical senescence program in a subset of SCLC while inducing a non-canonical form of necrotic cell death in others. This cell death program is associated with a distinct transcriptional output after p53 reactivation that was unexpectedly dependent on select members of the cyclophilin family of peptidyl proline isomerases. Importantly, without affecting DNA binding directly, cyclophilin inhibition selectively limited p53-target gene expression specifically in SCLCs that are fated to undergo necrotic cell death after p53 restoration. Additionally, we present evidence that distinct SCLC tumor subtypes may underlie the divergent cell fates that occur after p53 restoration.

## Results

### p53 restoration limits growth and metastatic spread of autochthonous SCLC

To gain insight into the requirement of sustained p53 inactivation in SCLC, we employed a *Trp53*^XTR^ allele that we developed to turn off p53 expression during tumor development and then restore p53 expression in established, autochthonous cancers in the mouse^21^. *Rb1*^flox/flox^;*Trp53*^flox/flox^;*Rbl2*^flox/flox^ (*RPR2*) mice form the basis of a model of SCLC that recapitulates the salient genetic and histopathological features of this disease^22^. In *RPR2* mice, transduction of lung epithelial cells with adenoviral vectors expressing Cre recombinase deletes *Rb1*, *Trp53*, and *Rbl2*, which results in multiclonal, aggressive SCLC after ~28 weeks^22,23^. We replaced the *p53*^*flox*^ allele in the *RPR2* model with the *p53*^XTR^ allele to generate an *Rb1*^*flox/flox*^; *Trp53*^*XTR/XTR*^; *Rbl2*^*flox/flox*^ SCLC mouse model (*RP*^*XTR*^*R2*). *Trp53*^XTR^ allows for Cre-dependent inversion of an integrated gene trap to inactivate *p53* gene expression (*p53*^*TR*^)— a state that is marked by expression of EGFP that is integrated into the gene trap. Once tumors are established, *p53* gene expression can be restored via a FlpO-dependent deletion of the gene trap (*p53*^*R*^) (Fig. 1a). To control FlpO recombinase activity, we incorporated a *Rosa26*^*FlpO-ER*^ allele into the *RP*^*XTR*^*R2* model^24^. We endotracheally delivered adenoviral CMV-Cre (Ad:CMV-Cre) to a cohort of *RPR2* and *RP*^*XTR*^*R2* mice to induce the simultaneous inactivation of endogenous *Rb1*, *Trp53*, and *Rbl2* (Fig.1b). The resultant *RPR2* and *RP*^*TR*^*R2* tumors were indistinguishable in size, overall burden, and histological appearance (Fig. 1c–e). All tumors had small round cells with hyperchromatic nuclei, high nuclear:cytoplasm ratios, and expressed neuroendocrine markers (*e.g*. ASCL1, CGRP, UCHL1), consistent with established features of SCLC (Fig. 1c)^25^.

**Fig. 1:**
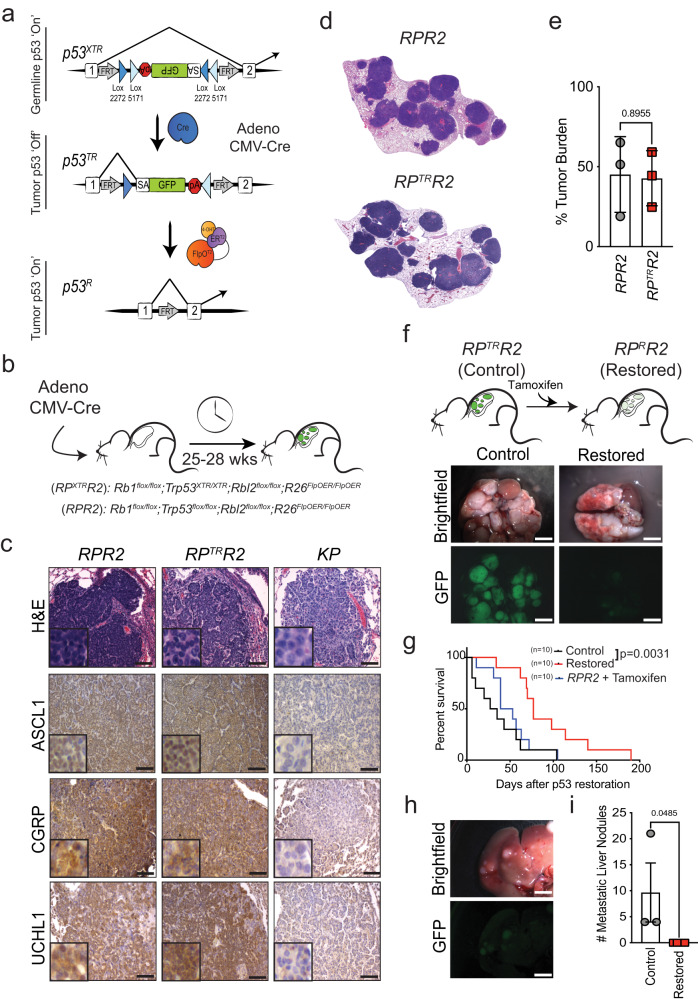
p53 restoration limits SCLC growth and metastasis in vivo. **a** Schematic of the *p53*^*XTR*^ allele. Top, *p53*^*XTR*^ (expressed): XTR gene trap cassette consists of a splice acceptor (SA), enhanced Green Fluorescent Protein (GFP), and the polyadenylation transcriptional terminator (pA). Stable inversion is achieved by the use of two pairs of mutually incompatible mutant *loxP* sites (Lox2272 and Lox5171) arranged in the ‘double-floxed’ configuration. Middle, *p53*^*TR*^ (trapped): inhalation of Cre-expressing adenoviral vectors induces permanent gene trap inversion and conversion to the *p53*^*TR*^ allele inactivating *Trp53* expression. Transcripts are spliced from exon 1 to the GFP reporter. Bottom, *p53*^*R*^ (restored): the *Rosa26*^*FlpO-ERT2*^ allele enables tamoxifen-dependent conversion of trapped *p53*^*TR*^ to its restored *p53*^*R*^ allelic state via excision of the gene trap. **b** *RPR2* and *RP*^*XTR*^*R2* mice were infected with 1.0 × 10^8^ p.f.u of Ad:CMV-Cre to initiate tumor formation. Between 25–28 weeks after tumor initiation, mice were treated with vehicle or tamoxifen, as described. **c** H&E and IHC for the neuroendocrine markers, ASCL1, CGRP, and UCHL1 in *RPR2*, *RP*^*TR*^*R2* and *KP* mice. Scale bars: 25 μm for H&E, 25 μm for IHC; insets are magnified 5×. **d** Representative scans of tumor-bearing lobes from *RPR2* or *RP*^*TR*^*R2* mice. **e** Tumor burden 25–28 weeks after tumor initiation. *RP*^*TR*^*R2* and *RPR2*, *n* = 3 mice. Statistical significance was determined by two-tailed Student’s *t*-test. Error bars represent mean ± s.d. **f** Brightfield and fluorescent micrographs of lungs from *RP*^*TR*^*R2* mice treated with vehicle (Control) or tamoxifen (Restored). Scale bars: 4.4 mm (**g**) Kaplan-Meier survival analysis. *RP*^*TR*^*R2*, *n* = 10 mice per treatment group (Control or Restored); *RPR2*, *n* = 10 mice. Statistical significance determined by Mantel-Cox log rank test. **h** Brightfield and fluorescent micrographs of metastatic liver nodules from control *RP*^*TR*^*R2* mice. Scale bars: 4.4 mm (**i**) Quantification of metastatic liver nodules in control (*n* = 3 mice) and restored (*n* = 3 mice) after 9–16 days of tamoxifen treatment. Error bars represent mean ± SEM. Statistical significance determined by one-tailed Student’s *t-*test. Source data are provided as a Source Data file.

To determine the impact of restoring p53 expression in SCLC, we administered tamoxifen starting 25–28 weeks after tumor initiation (Fig. 1f). Consistent with the design of the *Trp53*^XTR^ allele, *RP*^*TR*^*R2* tumors expressed EGFP, whereas tumors from tamoxifen-treated animals (*RP*^*R*^*R2*) lost EGFP expression (Fig. 1f). Reactivation of p53 expression significantly enhanced overall survival in *RP*^*R*^*R2* animals compared to vehicle control-treated *RP*^*TR*^ *R2* cohorts or tamoxifen-treated *RPR2* cohorts (Fig. 1g). Moreover, metastatic nodules in the liver, a common site of metastatic spread in human SCLC, were significantly fewer in *RP*^*R*^*R2* animals (Fig. 1h, i)^26^. Notably, *RP*^*R*^*R2* animals eventually succumbed to SCLC burden, but these tumors were GFP+, indicating that p53 restoration failed in a subset of cells which then expanded over time (Supplementary Fig. 1). Nevertheless, the extended survival after p53 restoration suggested that p53 limits SCLC growth or disease progression.

### p53 restoration induces either senescence or necrosis in SCLC in vivo

To determine how p53 restoration influences tumor maintenance, we tracked tumor size over time using micro computed tomography (μCT). We observed that the mice with restored p53 expression had significantly less total volume of lung tumors relative to control animals after two weeks of restoration (Fig. 2a). In control mice, individual tumors all increased in volume over the two-week observation period (1.3 to 378% growth). However, p53 restoration had a heterogenous effect on individual tumors, where approximately half had limited growth relative to controls (3.6 to 98% growth), and the remainder regressed relative to their starting size (7.2% to 59.5% reduction) (Fig. 2b). These data suggest that SCLC may have significant intertumor heterogeneity that impacts the potency of tumor suppression and/or the selection of specific tumor suppressive programs induced by p53 restoration.

**Fig. 2:**
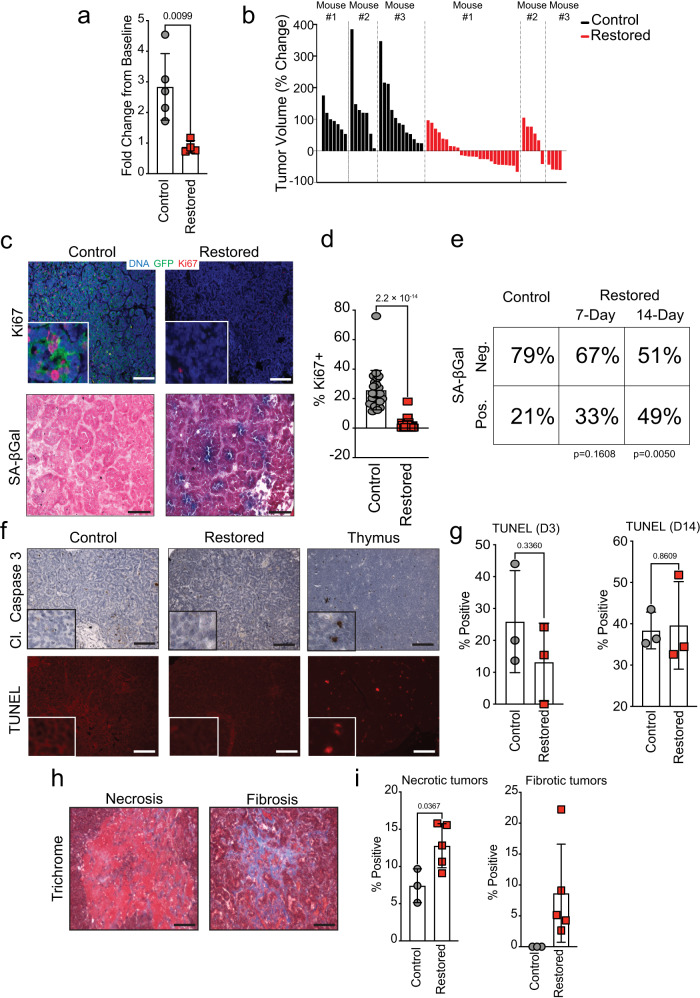
p53 restoration induces either senescence or necrosis in SCLC in vivo. **a** Tumor burden analysis from µCT scans. Fold change from baseline measurements. Control includes *RPR2* (*n* = 3) and *RP*^*TR*^*R2* (*n* = 2) mice. Restored *RP*^*R*^*R2* (*n* = 5) mice after 11–14 days of treatment. Statistical significance determined by two-tailed Student’s *t*-test. Error bars represent mean ± s.d. **b** Waterfall plot of individual tumor volume plotted as percentage change from baseline in control (*n* = 3 *RP*^*TR*^*R2*) and restored (*n* = 3 *RP*^*R*^*R2*) mice. **c** Photomicrographs for GFP and Ki67 immunofluorescence and SA-β-Gal stained *RP*^*TR*^*R2* tumors 7 days after vehicle (Control) or tamoxifen (Restored) treatment. Scale bars: 25 μm for SA-β-Gal, 50 μm for IF; insets are magnified 5×. **d** Quantification of Ki67 staining in control (*n* = 23) and restored (*n* = 35) tumors from (**c**). Statistical significance determined by two-tailed Student’s *t-*test. Error bars represent mean ± s.d. **e** Contingency analysis of SA-β-Gal staining from (**c**); *n* = 61 tumors from 7 Control mice; *n* = 63 tumors from 4 Restored mice at *t* = 7 days; *n* = 41 tumors from 4 Restored at *t* = 14 days. Statistical significance determined by two-tailed Fisher’s exact test. **f** Photomicrographs for cleaved Caspase-3 IHC or TUNEL stained *RP*^*TR*^*R2* tumors. Scale bars: 25 μm for IHC, 50 μm for TUNEL; insets are magnified 5×. **g** Quantification of TUNEL staining from (**f**) 3 or 14 days after tamoxifen treatment; *n* = 3 mice for all treatment groups. Statistical significance was determined by two-tailed Student’s *t*-test. Error bars represent mean ± s.d. **h** Representative photomicrographs for necrosis or fibrosis positive *RP*^*TR*^*R2* tumors from trichrome stained tissue sections. Scale bars, 25 μm. **i** Quantification of trichrome staining from (**h**) after 14 days of tamoxifen treatment. *n* = 3 mice for control mice; *n* = 5 mice for restored mice. Statistical significance determined by two-tailed Student’s *t*-test. Error bars represent mean ± s.d. Source data are provided as a Source Data file.

Canonical p53-controlled tumor suppressive programs are senescence and apoptosis. Both of these fates have previously been observed in cancer models with reversible p53 inactivation^15–19^. Consistently, we found that p53 reactivation induces a significant decrease in cell proliferation across all tumors but leads to the progressive accumulation of senescence-associated-β-galactosidase (SA-β-Gal) activity in only a subset (Fig. 2c–e). However, p53 reactivation did not increase markers of apoptosis after 3 or 14 days, despite significant tumor regression (Fig. 2f, g). Instead, we found a preponderance of necrotic and fibrotic areas in a subset of SCLC tumors two weeks after p53 reactivation (Fig. 2h, i). These findings suggest the possibility of intertumor heterogeneity wherein p53 reactivation leads to the induction of reduced proliferation with features of cellular senescence in some tumors and necrotic form of cell death in others.

### p53 induces a form of cyclophilin-dependent necrosis in SCLC

To better understand the distinct tumor suppressive programs induced by p53 in SCLC, we generated cancer cell lines from individual tumors from *RP*^*TR*^*R2* mice prior to p53 restoration (Fig. 3a). Consistent with their SCLC origin, all cell lines initially expressed the neuroendocrine marker ASCL1 and lacked expression of RB (Supplementary Fig. 2a, b). Exposure of these cells to 4-hydroxytamoxifen (4-OHT) to activate FlpO-ER activity led to the conversion of the *Trp53*^*TR*^ allele to the *Trp53*^*R*^ state (Supplementary Fig. 2c). Likewise, EGFP reporter gene expression was diminished in concordance with the emergence of p53 protein expression and expression of the canonical p53-target gene p21 (Fig. 3b, Supplementary Fig. 2d). Consistent with other p53-deficient cancer models, all SCLC tumor-derived cell lines had high levels of the *p19*^Arf^ tumor suppressor, a negative regulator of the p53-targeting ubiquitin ligase, *Mdm2* (Supplementary Fig. 2e)^27^. Most importantly, and consistent with our in vivo findings, p53 reactivation induced two disparate effects across distinct cell lines (Fig. 3c, Supplementary Fig. 3). A subset (4 of 8, 50%) of the cell lines remained viable after p53 reactivation (hereafter “Type V”) but halted the cell cycle and induced SA-β-Gal activity (Fig. 3f–h, Supplementary Fig. 4a, b). In contrast, the remaining subset of cell lines (4 of 8, 50%) underwent a sudden cell lysis (necrosis) approximately 3 to 5 days after p53 reactivation (hereafter “Type D”) (Fig. 3c–e, Supplementary Movie 1). Cell death was not induced by tamoxifen treatment per se, or differences in p53 expression between cell lines (Supplementary Fig. 4c, d). Similar to in vivo observations, we detected no markers of apoptosis in any of the Type D or Type V cell lines at *‘early’* (24 h) or ‘*late’* (72 h) timepoints (Fig. 3i, j, Supplementary Fig. 4e). Furthermore, over expression of the anti-apoptotic protein, Bcl2, did not block p53-mediated necrosis in Type D cells, supporting the notion that p53 is inducing a non-apoptotic form of cell death (Supplementary Fig. 4f–i).

**Fig. 3:**
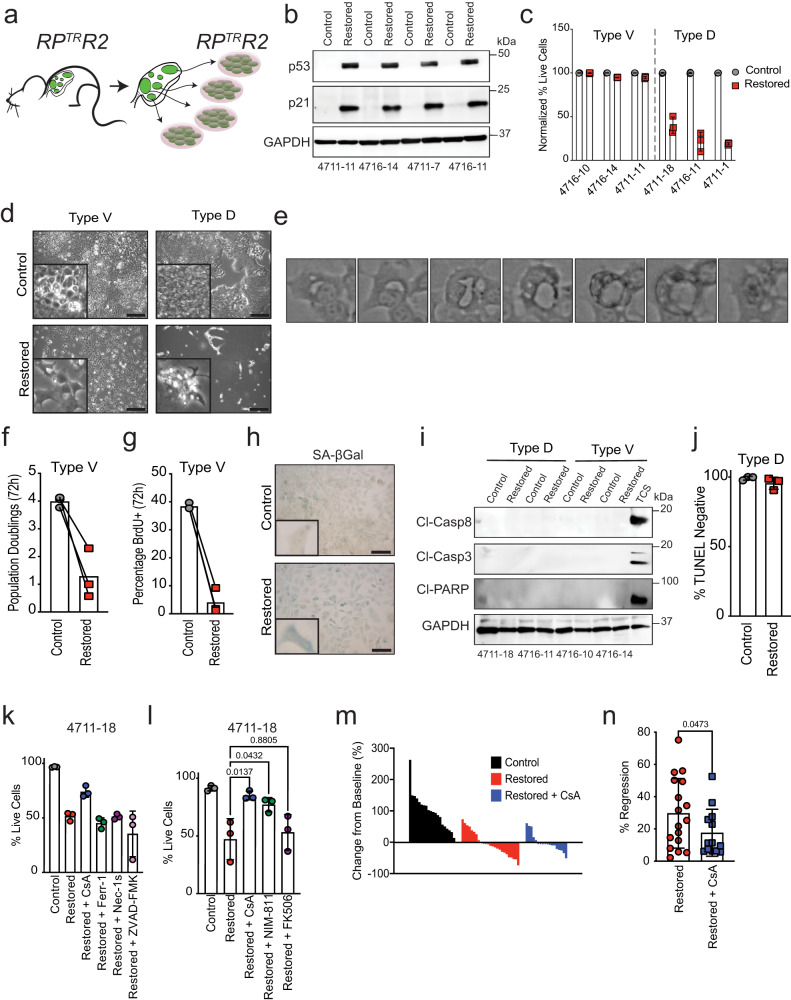
p53 reactivation induces cellular senescence or cyclophilin-dependent death. **a** RP^TR^R2 mice were infected with 1.0 × 10^8^ p.f.u of Ad:CMV-Cre to initiate tumor formation. Between 25–28 weeks after tumor initiation, tumors were excised for cancer cell line establishment. **b** Immunoblot analysis of RP^TR^R2 cell lines (*n* = 4) for p53 and p21 expression 24hrs after 4-OHT treatment. GAPDH is a loading control. **c** Flow cytometry-assisted cell viability assay in representative Type V (4711-11, 4716-10, 4716-14) and Type D (4711-1, 4711-18, 4716-11) cells 5 days after 4-OHT treatment. Live cell percentage determined by quantification of DAPI negative population; *n* = 3 technical replicates for all cell lines and treatment groups. Error bars represent mean ± s.d. **d** Brightfield photomicrographs from Type V and Type D cell lines after 5 days of 4-OHT treatment. Scale bars, 250 μm. **e** Time lapse video of a Type D cell dying after p53 reactivation. Video accounts for 72-hour time span between 24 and 96 h after p53 restoration. **f** Quantification of cell population doublings 72 h after 4-OHT treatment. Each symbol represents the mean of *n* = 3 technical replicates per Type V cell line (4711-11, 4716-10, 4716-14). **g** Quantification of BrdU+ cells 72 h after 4-OHT treatment. Symbols represent independent Type V cell lines (*n* = 3; 4711-11, 4716-10, 4716-14). **h** Brightfield photomicrographs of SA-β-Gal stained Type V cells representative of three independent Type V cell lines. Scale bars, 25 μm; insets are magnified 5×. **i** Immunoblot analysis for apoptosis markers in Type V (4716-10, 4716-14) and Type D (4711-18, 4716-11) cells 4 days after 4-OHT treatment. Positive control (TCS) treated with TNF-α (1 μg/mL), Smac mimetic (SM-164; 100 nM), and cyclohexamide (10 μg/mL) for 8 h. GAPDH is loading control. **j** Quantification of flow cytometry-assisted TUNEL staining in Type D (*n* = 3) cells. Symbols represent independent Type D cell lines (4711-1, 4711-18, 4716-11). Each symbol represents the mean of *n* = 3 technical replicates per Type D cell line. Error bars represent mean ± s.d. **k** Type D (4711-18) cells were treated with 4-OHT and specific cell death inhibitors for 72 h. Percentage of live cells (DAPI-) were determined using flow cytometry. Each symbol represents a technical replicate (*n* = 3). Statistical significance was determined by two-tailed Student’s *t-*test. Error bars represent mean ± s.d. Experiment was conducted in *n* = 2 independent Type D cell lines. **l** Type D (4711-18) cell line was treated with 4-OHT and cyclophilin (CsA, NIM-811) or FKBP (FK506) inhibitors for 72 h. Percentage of live cells (DAPI-) were determined using flow cytometry. Each symbol represents mean of technical replicates (*n* = 3). Statistical significance was determined by one-way ANOVA followed by Dunnett’s multiple comparison test. Error bars represent mean ± s.d. Data represent *n* = 3 independent experiments. **m** Individual tumor volume analysis using µCT. Waterfall plot percentage change from baseline in control (*n* = 3), restored (*n* = 3), and restored + CsA (*n* = 5) mice after 15 days of treatment. **n** Quantification of percentage regression of tumors in (**m**). *n* = 17 regressing tumors from *n* = 3 mice treated with tamoxifen; *n* = 13 regressing tumors from *n* = 3 mice treated with tamoxifen and CsA. Error bars represent mean ± s.d. Statistical significance determined by one-tailed Student’s *t*-test. Source data are provided as a Source Data file.

To gain insight into the mechanism of cell death induced by p53 reactivation in SCLC, we treated Type D cells with pharmacological inhibitors of apoptosis (ZVAD-FMK), ferroptosis (Ferrostatin-1), necropstosis (Necrostatin-1s), and cyclophilin-dependent death (Cyclosporin A). Surprisingly, only Cyclosporin A (CsA) treatment protected all Type D cell lines from p53-mediated cell death (Fig. 3k, Supplementary Fig. 4j, k). CsA is most notable for its ability to suppress T cell function by forcing a neo-protein-protein interaction with calcineurin and cyclophilin, which blocks downstream NFAT signaling^28–30^. FK506 is another small molecule that forces a distinct neo-protein-protein interaction of FKBP12 with calcineurin which also blocks NFAT signaling^29,31,32^. To distinguish whether this p53-mediated death requires NFAT activation or an alternative activity of cyclophilins themselves, we treated cells with a cyclophilin-specific inhibitor that does not affect calcineurin/NFAT signaling (NIM-811) or FK506 which blocks calcineurin/NFAT but not cyclophilin activity. NIM-811, but not FK506, blocked cell death similarly to CsA, confirming that cyclophilins are key effectors of p53-induced death in Type D cells (Fig. 3l, Supplementary Fig. 4l). Finally, to establish the role of cyclophilins in p53-mediated tumor regression in vivo, we tracked individual autochthonously arising tumors in live mice over time using µCT during daily CsA (15 mg/kg) treatments. CsA treatment unveiled a subset of cyclosporine-sensitive tumors that were significantly compromised in their ability to regress in response to p53 reactivation (Fig. 3m, n). Taken together, these data suggest that p53 induces a form of cell death dependent on cyclophilins in SCLC, and that inhibition of cyclophilins can limit p53-mediated tumor cell death in vitro and in vivo.

We next investigated the relationship of p53-mediated senescence and p53-mediated necrosis programs in SCLC. While p53-mediated necrosis is blocked in Type D cells treated with CsA, the cells do not express significant levels of SA-βgal activity, despite being fully arrested (Supplementary Fig. 5). Interestingly, Nutlin-3a treatment, which enhances p53 stability upon its restoration, promoted cell death induction in both Type V and Type D cells, which could be blunted by CsA treatment in each SCLC type (Supplementary Fig. 6). Taken together, these findings highlight that both SCLC subtypes are capable of inducing cyclophilin-mediated death after p53 restoration but that Type V SCLC requires deregulated control of p53 expression to do so.

### Immune infiltration is not necessary for induction of p53-mediated necrosis

Senescence following p53 reactivation is sometimes associated with immune mediated tumor cell clearance^17,20^. To establish the extent to which immune infiltration promotes tumor regression, we profiled immune cells by flow cytometry in SCLC tumors after p53 restoration. Although widespread immune infiltration into SCLC tumors after p53 reactivation was not prominent, there was a significant increase in macrophages (CD45+, F4/80+) after p53 restoration (Supplementary Figs. 7,  8a). However, these macrophages were not localized within senescent tumors but instead were predominantly found within tumors that had large necrotic and/or fibrotic regions after p53 reactivation. This suggests that these cells are likely infiltrating SCLC tumors to repair damaged tissue and clear dead cells, instead of directly culling senescent tumor cells (Supplementary Fig. 8b). Finally, we transplanted Type D SCLC cell lines into immunocompromised (NCr-Foxn1Nu) nude mice. p53 reactivation in tumor-bearing mice induced tumor regression and necrosis in each of four independent Type D cell lines indicating that the adaptive immune system plays a minimal role in p53-mediated Type D cell death (Supplementary Fig. 8c–g). Taken together, with in vitro cell culture observations indicating that Type D cells self-destruct in the absence of any immune cells, these data suggest that the immune system is not required to trigger p53-mediated Type D cell death in vivo.

### Cyclophilins A and E are key effectors of p53-mediated necrosis in SCLC

CsA limits mitochondrial permeability transition pore (mPTP)-induced necrosis by limiting binding of p53 with cyclophilin D (encoded by *Ppif*), which disrupts mitochondria membrane permeability and induces necrosis during tissue ischemia^33^. To establish the role of specific cyclophilin(s) in p53-mediated necrosis in Type D cells, we generated LentiCRISPRv2-mCherry vectors that individually target cyclophilin family members known to interact with CsA (*Ppia, Ppib, Ppic, Ppid, Ppie, Ppif, Ppig, Ppih*)^34^. These vectors facilitate positive-enrichment assays, where knockout of critical death effectors will lead to enrichment of mCherry-positive cells after p53 reactivation (Fig. 4a, Supplementary Figs. 9,  10). We discovered that only sgRNAs targeting *Ppia* and *Ppie* were significantly enriched upon p53 reactivation, and that the enrichment was specific to Type D cells (Fig. 4b–e, Supplementary Fig. 11a, b). Moreover, the combined expression of sgRNAs targeting *Ppia and Ppie* suppressed p53-mediated cell death cooperatively and to a similar extent as sgRNAs targeting p53 itself (Fig. 4f, Supplementary Fig. 11c). No other sgRNA, including those targeting *Ppif*, were enriched (Fig. 4b, Supplementary Fig. 11d). While p53 interactions with cyclophilin D were minimally present in both Type V and Type D SCLC (Supplementary Fig. 12), we could not establish prominent p53 localization to the mitochondria or detect evidence for a unique impact on mitochondria physiology after p53 restoration in Type D SCLC cell lines (Supplementary Fig. 13). These data suggest that although CsA potently blocks p53-mediated cell death in Type D SCLC, the mechanism is distinct from mPTP-induced necrosis, and instead involves specific activities associated with cyclophilin A (CypA) and cyclophilin E (CypE).

**Fig. 4:**
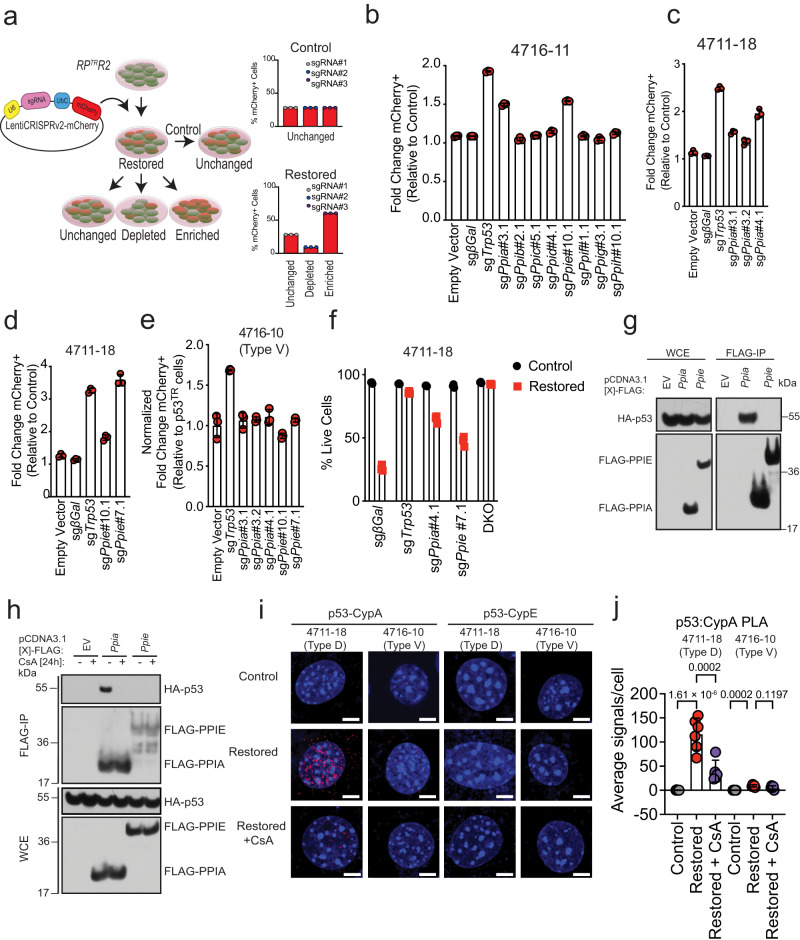
p53-mediated Type D cell death is dependent on specific cyclophilin proteins. **a** Schematic of LentiCRISPRv2-mCherry transduction of Type D cells for positive selection assay. Type V cells are infected with mCherry-expressing lentiviral vectors expressing Cas9 and sgRNAs targeting specific cell death mediators or cyclophilins. Baseline mCherry expression is measured in viable (DAPI-) control cells using flow cytometry. Upon p53 restoration, changes in the proportion of mCherry-positive cells quantified in live (DAPI-) cells. Data plotted as fold change mCherry+ population relative to Control (vehicle treated) cells. **b** Fold change in the proportion of mCherry-positive cells 4 days after 4-OHT treatment in representative Type D (4716-11) cell line expressing sgRNAs targeting distinct cyclophilins. Empty Vector, β-Gal, and a p53 targeting sgRNA used as controls. Each symbol represents a technical replicate (*n* = 3). Error bars represent mean ± s.d. Experiment was conducted in *n* = 2 independent Type D cell lines. **c**, **d** Validation of results in (**b**) using an independent Type D (4711-18) cell line and additional sgRNAs targeting exons 3 and 4 of the *Ppia* gene (**c**) or exons 7 and 10 of the *Ppie* gene (**d**). Each symbol represents a technical replicate (*n* = 3).Error bars represent mean ± s.d. **e** Fold change in the proportion of mCherry-positive cells 4 days after 4-OHT treatment in Type V (4716-10) cell line expressing sgRNAs targeting cyclophilin A and cyclophilin E. Empty Vector, β-Gal, and a p53 targeting sgRNAs used as controls. Each symbol represents a technical replicate (*n* = 3). Error bars represent mean ± s.d. Experiment was conducted twice, with similar results. **f** Flow cytometry-assisted cell viability assay in Type D (4711-18) cell line expressing sgRNAs targeting cyclophilin A, cyclophilin E, or both, 5 days after 4-OHT treatment. Live cell percentage determined by quantification of DAPI negative population. β-Gal, and a p53 targeting sgRNA used as controls. Each symbol represents a technical replicate (*n* = 3). Error bars represent mean ± s.d. Experiment was conducted in *n* = 2 independent Type D cell lines. DKO double-knockout. **g** Immunoblot analysis for PPIA, PPIE and p53 expression from whole cell extract (WCE) or immunoprecipitated FLAG-IP samples from HEK293T cells overexpressing FLAG-*Ppia* or FLAG-*Ppie*, and HA-*Trp53*. **h** Immunoblot analysis for PPIA, PPIE and p53 expression 24 h after CsA treatment from whole cell extracts (WCE) or immunoprecipitated (FLAG-IP) samples from HEK293T cells overexpressing FLAG-*Ppia* or FLAG-*Ppie*, and HA-*Trp53*. **i** Type D (4711-18) cells and Type V (4716-10) were treated with 4-OHT and CsA for 48 h and p53-Cyclophilin A (CypA) or p53-Cyclophilin E (CypE) interactions were assessed using proximity ligation assay. Representative insets are shown for each condition. Scale bars: 6 μm. **j** Quantification of the average number of PLA signals per cell shown in (**i**). Values are expressed as mean ± s.d. *n* = 3–6 random fields of view (>100 cells). Statistical significance was determined by one-way ANOVA followed by Tukey’s multiple comparisons test. Source data are provided as a Source Data file.

How CypA and CypE regulate p53 function is not understood and cannot easily be explained by expression of either protein in Type D or Type V cells (Supplementary Fig. 14). CypA has been shown to physically interact with p53 to affect p53 target gene selection^35^. We performed co-immunoprecipitation experiments using FLAG-PPIA or FLAG- PPIE, and HA-p53. Consistently, CypA strongly interacted with p53 (Fig. 4g). However, we observed no interaction between CypE and p53 (Fig. 4g). To elucidate whether CsA modulates p53-cyclophilin interactions, we co-immunoprecipitated FLAG-PPIA or FLAG- PPIE, and HA-p53 in the presence or absence of CsA. Strikingly, the CypA-p53 interaction was completely inhibited by CsA treatment (Fig. 4h). We validated the endogenous occurrence of a Cyclophilin-p53 interaction using proximity ligation assays. Consistent with the co-immunoprecipitation experiments, CypA interacted with p53 whereas CypE did not. The CypA-p53 interaction occurred predominantly in Type D cells but also to a lesser extent (~10-fold less) in Type V cells. Moreover, regardless of cell type, CsA treatment abrogated CypA-p53 interactions (Fig. 4i, j). Interestingly, the CypA-p53 interactions were predominantly localized to the nucleus with some interactions occurring in perinuclear regions (Supplementary Movie 2). These data suggest that CypA could be directly modulating p53 function in the nucleus and that disrupting the CypA-p53 interaction with CsA compromises the ability of p53 to induce cell death in Type D SCLC.

### Type V and Type D cells have features of distinct molecular subtypes of human SCLC

Cellular context influences p53 function to induce distinct tumor suppressive programs^36–40^. Thus, we conducted RNA-sequencing in Type D and Type V SCLC cells to gain insight into context-specific differences that may differentially regulate p53 function. Principal component analysis (PCA) revealed that Type V or Type D class is the primary distinguishing feature among all samples, making up >47% of the variation in the data (Fig. 5a). Secondly, p53 restoration status made up >12% of the variation in the data (Control versus Restored). To further characterize the baseline transcriptional differences (Control vs Control) between Type D and Type V SCLC cells, we conducted differential gene expression and gene set enrichment analysis (GSEA)^41,42^. While only 109 genes were significantly enriched in Type D cells and 57 genes significantly enriched in Type V cells (Fig. 5b), multiple gene sets distinguished Type V and Type D cells. Notably, Type D cells were enriched for metabolic gene signatures, whereas Type V cells were enriched for gene signatures regulating epithelial mesenchymal transition, Wnt and hedgehog signaling, and inflammatory processes (Fig. 5c). Human SCLC is a highly heterogeneous disease that has recently been stratified into four molecular subtypes based on expression of lineage defining factors: ASCL1 (SCLC-A), NEUROD1 (SCLC-N), YAP1 (SCLC-Y), POU2F3 (SCLC-P)^4^. As such, we determined whether Type D and Type V cells were enriched for human SCLC-subtype-specific gene signatures^43^. We generated gene signatures associated with Type D and Type V cells based on differentially regulated genes identified above (Fig. 5b) and used SCLC-CellMiner to compare each signature to human SCLC cell line gene expression datasets^44^. SCLC-A human cells are significantly enriched for the Type D signature, whereas SCLC-N human cells are enriched for the Type V signature (Fig. 5d, e). These gene expression correlations suggest that Type D and Type V SCLC are defined by basal gene expression related to two molecular subtypes of human SCLC.

**Fig. 5:**
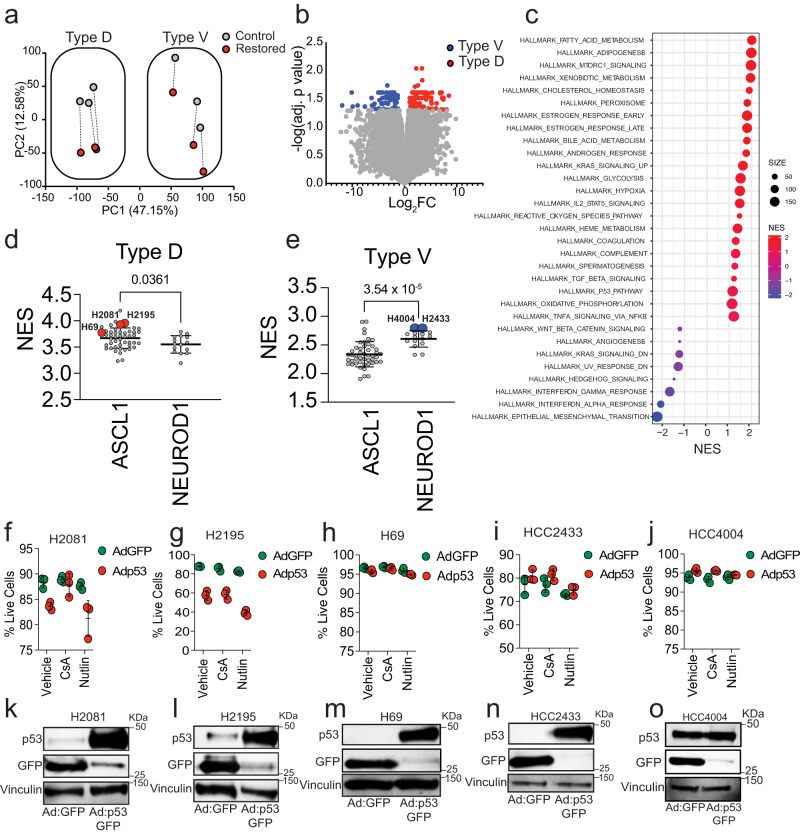
Type V and Type D cells have features of distinct SCLC subtypes. **a** Principal component analysis of Type D (4711-1, 4711-18, 4716-11) and Type V (4711-11, 4716-10, 4716-14) cell lines 72 h after treatment with vehicle (Control) or 4-OHT (Restored). **b** Volcano plots of RNA-sequencing data in untreated Type D and Type V cells. Colored dots represent genes that are differentially enriched (log_2_ fold-change greater-than 1 and false discovery rate (FDR)-adjusted *P*-value less-than 0.05) in Type D (*n* = 109 genes, red) or Type V (*n* = 57 genes, blue) cells. **c** Bubble plot representation of all GSEA hallmark gene sets with an FDR-adjusted *P-*value lower than 0.25 in untreated Type D (red) or Type V cells (blue). Normalized enrichment score (NES) plotted and the “SIZE” of each dot represents the number of genes within the gene set. **d**, **e** Dot plots indicating normalized enrichment scores of ‘Type D’ (**d**) and ‘Type V’ (**e**) gene signatures in human SCLC-ASCL1 (*n* = 47) and SCLC-NEUROD1 (*n* = 15) cell lines. Single sample GSEA analysis was performed to quantify enrichment of specific gene signatures in gene expression datasets from human SCLC cell lines obtained using CellMiner-SCLC (Tlemsani et al. 2020). Error bars represent mean ± s.d. Statistical significance was determined by two-tailed Student’s *t*-test. Highlighted cell lines were used in downstream analysis. **f**–**j** Flow cytometry-assisted cell viability assay in human SCLC (H2081, H2915, H69, HCC2433, HCC4004) cell lines infected with either Ad:GFP, Ad:p53-GFP, CsA and/or Nutlin for 48–72 h. Each symbol represents a technical replicate (*n* = 3). Error bars represent mean ± s.d. **k**–**o** Immunoblot analysis of p53 and GFP in human SCLC cell lines used in (**f**–**j**). Vinculin is loading control. Source data are provided as a Source Data file.

To gain functional insight into the context-dependent role of p53 in human SCLC, we used adenoviral vectors to re-introduce wild-type p53 into a panel of five human SCLC cell lines (Fig. 5d–o). H2081 and H2195 cells are both ASCL1-high and highly enriched for the Type D signature. Similar to mouse Type D cell lines, expression of p53 reduced their viability (Fig. 5f, g, k, l). In H2081 cells, the loss in cell viability due to p53 re-expression was limited by treatment with CsA; CsA treatment in H2195 cells, however, had no effect. In contrast, re-expression of p53 in HCC4004, HCC2433, and H69 had no measurable impact on their viability (Fig. 5h–j, 5m–o). Interestingly, H69 cells were ASCL1-high but were poorly enriched for the Type D signature, whereas HCC4004 and HCC2433 were significantly enriched for the Type V-signature. While additional studies need to be conducted to further understand the role of SCLC subtype in the response to p53 in human SCLC, our findings suggest that intertumoral heterogeneity in both mouse and human SCLC influences the tumor suppressive programs induced by p53 with at least a subset of human SCLC vulnerable to p53-mediated, cyclophilin-dependent cell death.

### SCLC heterogeneity does not dictate p53 binding

To examine p53 DNA binding patterns, we conducted chromatin immunoprecipitation (ChIP)-sequencing 48 h after p53 reactivation in Type D and Type V cells. As a proof of principle, we observed high p53 ChIP-signal (Restored) and very low noise (Control) at the prototypical p53 target gene, *Cdkn1a* (Supplementary Fig. 15a). Across the genome, the location of p53 binding was largely similar across all SCLC cell lines; however, Type V cells had a significantly higher degree of p53 binding at most sites (Supplementary Fig. 15b–15d). Differential peak calling analysis identified 1032 peaks in Type V cells which corresponded to 508 differentially bound genes (Type V DBGs). Only 3 peaks had significantly higher binding in Type D cells, each of which corresponded to a specific gene (Type D DBGs) (Supplementary Fig. 15e). However, differential peak calling between Type D and Type V cells did not reflect distinct changes in gene expression after p53 restoration. In fact, 434 out 508 Type V DBGs were not differentially expressed at all after p53 restoration in Type V or Type D cells. Moreover, for those 74 Type V DBGs that were differentially expressed after p53 restoration, the vast majority were also similarly up- or down-regulated in Type D cells (Supplementary Fig. 15f–15h). Expression of the 3 Type D DBGs was likewise not distinctly up- or down-regulated by p53 in Type D or Type V cells (Supplementary Fig. 15i). These data suggest that differential p53 binding is not a robust predictor of the distinct physiological programs orchestrated by p53 in Type D and Type V SCLC, and that p53 binds to promoter-proximal sequences within a similar repertoire of genes in both Type D and Type V cells.

### p53 induces a distinct transcriptional program in type D SCLC that is cyclophilin-dependent

We conducted differential gene expression analysis between control and p53-restored Type D and Type V cells to determine whether p53 regulated distinct transcriptional programs in each. We identified 764 genes that were differentially expressed (*p* < 0.05 and log_2_ fold change ≥1) after p53 reactivation in Type D cells and 250 genes that were differentially expressed in Type V cells 72 h after p53 restoration (Supplementary Fig. 16a, b). Importantly, *Trp53* transcript abundance and the induction of p53 Hallmark Genes were similarly up-regulated after p53 restoration, suggesting that regulation of the *Trp53* gene per se or p53’s regulation of canonical target genes were not responsible for disparate cell fates after p53 restoration in Type D and Type V cells (Supplementary Fig. 16c, d). Taking the union of the p53-regulated genes identified in Type D and Type V cells, we performed unbiased hierarchical-clustering analysis in control and p53-restored samples. The genes clustered into 6 distinct gene expression modules (Supplementary Data 1). Generally, the expression patterns of all genes in each Module moved in the same direction after p53 restoration in both cell types regardless of whether the gene was identified in Type V or Type D samples (Fig. 6a, Modules 1–4, and 6). However, the 102 genes in Module 5 were disproportionally elevated in Type D cells after p53 restoration compared to a negligible induction in Type V cells (Fig. 6a). Interestingly, the 102 genes fell into multiple gene ontology (GO) and functional enrichment categories associated with regulation of cell death processes (Supplementary Fig. 16e–j, Supplementary Data 1). These data suggest that p53 may be distinctly regulating a small subset of genes to induce distinct tumor suppressive programs in Type D SCLC.

**Fig. 6:**
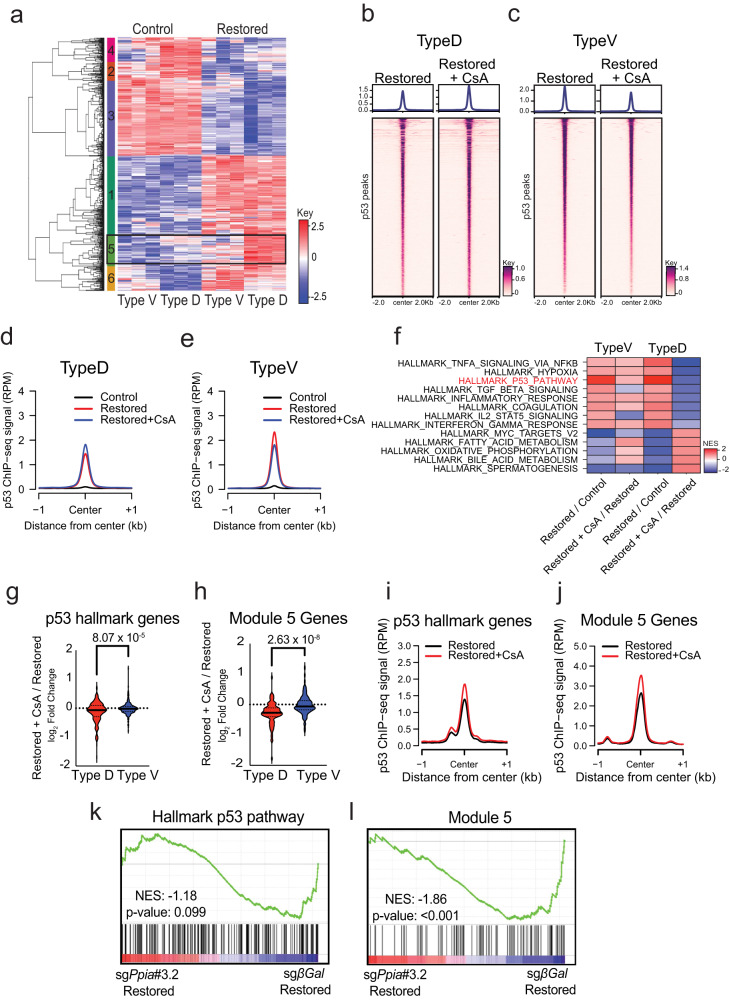
p53 controls a distinct transcriptional program in Type D SCLC that is dependent on cyclophilin activity. **a** Heatmap representation of the union of differentially expressed genes identified in (Supplementary Fig. 16a, b) for Type D (4711-1, 4711-18, 4716-11) and Type V (4711-11, 4716-10, 4716-14) cells. Unbiased hierarchical clustering identifies 6 modules associated with distinct patterns of gene expression. The color key represents gene expression levels with darker colors representing higher (red) or lower (blue) gene expression. **b**, **c** Heatmap representation of ChIP-seq analysis for p53 bound peaks 48hrs after 4-OHT and CsA treatment in Type D (4711-1, 4711-18, 4716-11) (**b**) and Type V (**c**) (4711-11, 4716-10, 4716-14) cells. Heatmaps are centered on p53-bound peaks across a ± 2 kb window. **d**, **e** Metagene analysis of p53 ChIP-seq signal between Control, Restored and Restored + CsA in Type D (*n* = 3) (**d**) and Type V (*n* = 3) cells (**e**). Data are centered on p53-bound peaks across a ± 1 kb window. **f** Heatmap representation of GSEA hallmark gene sets with an FDR-adjusted *P-*value lower than 0.25 from the comparisons listed in the labels along the *y*-axis. The color key represents normalized enrichment score (NES). **g**, **h** Violin plots indicating log_2_ fold-change expression of canonical p53 targets from the GSEA gene set ‘HALLMARK_P53_PATHWAY’ (**g**) or Module 5 genes (**h**) in Restored and Restored + CsA Type D (*n* = 3) and Type V (*n* = 3) cells. Statistical significance determined by two-tailed Student’s *t*-test. **i**, **j** Comparison of p53 ChIP-seq signal between Restored and Restored + CsA Type D (*n* = 3) cells for p53 hallmark genes (**i**) and Module 5 genes (**j**). Data are centered on p53-bound peaks across a ± 1 kb window. **k**, **l** GSEA of “HALLMARK_P53_PATHWAY” (**k**) and Module 5 genes (**l**) in Type D (4711-1, 4711-18, 4716-11) cells expressing sgRNAs targeting β-Gal or *Ppia* 72 h after 4-OHT treatment. Nominal *p*-value calculated by permutation test using GSEA software. No adjustments were made since only one geneset was tested. Source data are provided as a Source Data file.

That cyclophilin activity is required for p53-mediated Type D SCLC cell death and that p53 interacts with CypA in a CsA dependent manner led us to hypothesize that cyclophilins may be required for p53-dependent transcription in this context. Thus, we conducted ChIP- and RNA- sequencing experiments after p53 restoration while treating SCLC cells with CsA. Surprisingly, CsA treatment did not significantly influence p53 binding across the genome in Type D or Type V cells (Fig. 6b–e). Moreover, CsA treatment did not alter gene expression prior to p53 restoration in any cell line, including expression of cyclophilin family members (Supplementary Fig. 17a–c). To explore the effect of CsA on p53-induced gene expression, we conducted GSEA and compared how CsA modulated p53 transcriptional output between Type D and Type V cells. Strikingly, CsA treatment abolished the enrichment of Hallmark p53 Pathway genes in Type D cells after p53 restoration. However, the effect of CsA on Hallmark p53 Pathway genes in Type V cells had the reverse effect, slightly promoting expression of these genes after p53 restoration (Fig. 6b–f). Consistently, after p53 restoration, the average change in expression for each gene in the Hallmark p53 Pathway was significantly diminished in Type D cells in the presence of CsA treatment. However, the addition of CsA to Type V cells had no effect (Fig. 6g). Given that Module 5 genes were predominantly induced by p53 restoration specifically in Type D cells (Fig. 6a, and Supplementary Fig. 16i), we determined the extent to which CsA treatment influenced p53-mediated transcription of these genes. Strikingly, CsA abolished the induction of Module 5 genes in Type D cells (Fig. 6h). Despite the failure of p53 to induce canonical target gene expression generally and most potently at Module 5 loci in the presence of CsA in Type D cells, p53 bound equally well, if not slightly better, to promoter proximal regions within these genes (Fig. 6i, j, Supplementary Fig. 17d, e).

Although long-term CypE KO was not possible, we could isolate Type D cells where CypA levels were significantly reduced (though not absent) after CRISPR-mediated gene targeting (Supplementary Fig. 11a, b, Supplementary Fig. 18a). Therefore, we conducted RNA-sequencing experiments in Type D cells after selections of a non-targeting or *Ppia*-targeting sgRNA. 

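RNA of 18 samples was sequenced. They came from 3 Type D cell lines (4711-1, 4711-18 and 4716-11), which had been selected for an sgRNA targeting β-Gal (sgBgal), for sgPpia#3.2, which cuts exon 3 of Ppia, or for sgPpia#4.1, which cuts exon 4. Each was treated for 3 days with vehicle (Control) or with 500 nM 4-OHT, which restores p53 in these cells (Restored). This gave 6 conditions with 3 samples each, and the cell line was the replicate. The names 4711-1 and 4711-18 share their first number, and the paper's text does not state whether these lines came from the same mouse. The authors deposited expression values as TPM for 25239 genes. TPM values sum to the same total in every sample, so the absolute sequencing depth is unknown. The steps between low values gave the depth of the samples relative to the shallowest, which ranged from 1 to 1.77 with a median of 1.31. In Control cells the median relative depth was 1.28 with sgBgal, 1.71 with sgPpia#3.2 and 1.56 with sgPpia#4.1. In Restored cells it was 1.03, 1.31 and 1.08 in the same order. From the deposited values, log2(TPM + 1) was tested with limma for the 12828 genes with at least 1 TPM in at least 3 samples, with 1 mean per condition. Samples of the same cell line deviated together from the means of their conditions. The correlation of these deviations across genes, which are not independent replicates, was 0.73 on average over 45 pairs of samples from the same line (lowest 0.58) and -0.36 over 90 pairs of samples from different lines and conditions. The negative value follows from the positive one, because the deviations of the 3 lines sum to 0 in each condition. Because of the correlation within lines, each test was repeated with the cell line as a replicate block.

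Ppia encodes CypA and is the gene that the sgRNAs target. In Ppia, exact matches to the guides lie on chromosome 11 of GRCm38. They are at positions 6418237 to 6418256 in exon 3 for sgPpia#3.2 and 6419125 to 6419144 in exon 4 for sgPpia#4.1. Outside Ppia, sgPpia#3.2 had exact matches followed by NGG at 19 loci and sgPpia#4.1 at 11 loci, all with an annotated pseudogene. In Control cells Ppia was at 2709 ± 137 TPM (SD, n = 3 cell lines) with sgBgal, 979 ± 287 TPM with sgPpia#3.2 and 1783 ± 147 TPM with sgPpia#4.1. In Restored cells it was at 2114 ± 591, 958 ± 243 and 1544.5 ± 309 TPM in the same order. Each Ppia sgRNA gave a lower value than sgBgal in 3 of 3 cell lines before and after restoration. In Restored cells the log2 difference per line ran from -1.24 to -1.01 with sgPpia#3.2 and from -0.63 to -0.30 with sgPpia#4.1. In Control cells it ran from -1.97 to -1.24 and from -0.66 to -0.55. The adjusted values that follow are over all 12828 genes tested, whereas Ppia was the gene targeted. They are therefore strict for Ppia alone, and a high value does not show that its RNA was unchanged. In Restored cells the log2 fold change was -1.13 with sgPpia#3.2 (standard error 0.26, limma adjusted p = 1) and -0.44 with sgPpia#4.1 (adjusted p = 1). In Control cells it was -1.51 (limma adjusted p = 0.472) and -0.61 (adjusted p = 1). The replicate block moved these results most, to adjusted p-values of 0.0431 in Restored and 0.00153 in Control cells for sgPpia#3.2, while those for sgPpia#4.1 were 0.969 and 1. A two-sided exact permutation test gave p = 0.1, the smallest that 3 samples against 3 allow, for sgPpia#3.2 in both states and for sgPpia#4.1 in Control cells, and p = 0.3 for sgPpia#4.1 in Restored cells. Trp53 was between 5.45 and 8.41 TPM in the Control samples and between 181 and 236 TPM in the Restored samples.

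**Figure D1:**
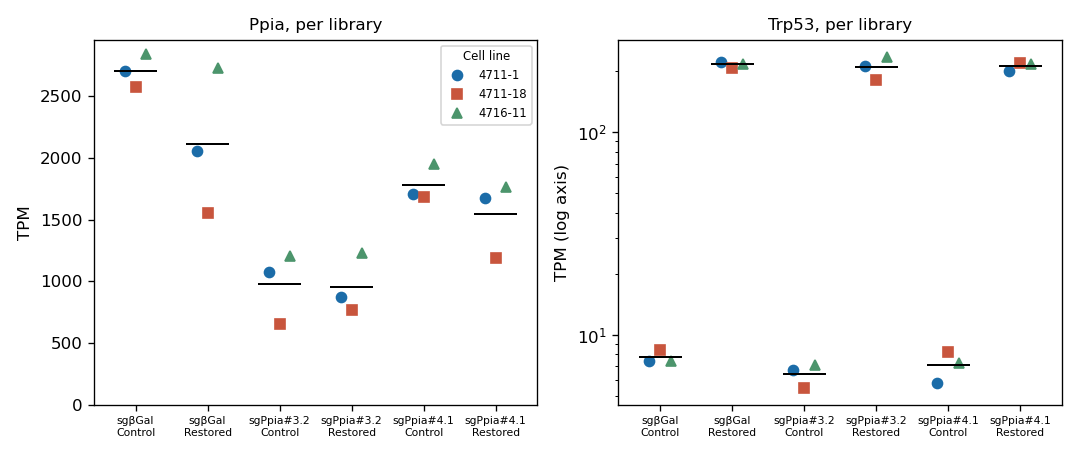
TPM of Ppia (left, linear axis) and Trp53 (right, log axis) in each of the 18 samples. Each symbol is a cell line and each horizontal bar is the mean of 3 cell lines. The samples with sgPpia#3.2 lie below those with sgPpia#4.1 of the same line and state, and Trp53 separates the Control from the Restored samples.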

Interestingly, CRISPR-targeting of CypA alone reduced the enrichment of Hallmark p53 Pathway genes and significantly depleted the expression of Module 5 genes after p53 restoration (Fig. 6k, l, Supplementary Fig. 18). These data indicate that p53 transcriptional output, and not target gene binding, requires the additional activity of cyclophilins, specifically in Type D SCLC. Moreover, p53 can transactivate a unique subset of genes (Module 5) specifically in Type D SCLC that are likely required for p53-mediated cell death in SCLC.

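Of the 102 genes listed for Module 5, 100 were among the genes tested. GSEA was run on genes ranked by the signal-to-noise ratio of TPM between Restored cells with a Ppia sgRNA and Restored cells with sgBgal, with 10000 permutations of the genes. The normalized enrichment score (NES) of Module 5 was -1.56 for sgPpia#3.2 (permutation p = 0.00294) and -1.56 for sgPpia#4.1 (permutation p = 0.00321). After Benjamini-Hochberg adjustment over the 8 comparisons of Modules 5 and 1 in Restored and Control cells, both permutation p-values were 0.00564. The leading edges held 34 and 45 genes, of which 28 were shared. Genes were also ranked by the moderated t of a limma fit of the compared samples alone, with the cell line as a replicate block. The NES was then -1.62 and -1.79. A running-sum weight of 0 moved the scores most, to -2.39 (permutation p = 0.000403) and -2.19 (permutation p = 0.00222). Leaving out 1 cell line gave an NES between -1.69 and -1.02 for sgPpia#3.2, the latter without 4711-18 (permutation p = 0.429), and between -1.58 and -1.10 for sgPpia#4.1, the latter without 4711-1 (permutation p = 0.316).

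Permuting genes treats them as independent, and their mean correlation within Module 5 after removal of the condition means was 0.27. The camera test of limma, which allows for this correlation, gave p = 0.567 for sgPpia#3.2 and p = 0.448 for sgPpia#4.1, and with the replicate block p = 0.625 and p = 0.505. All of these were in the direction of lower expression with the Ppia sgRNA. The sgRNA labels could be swapped within cell lines in 4 distinct ways, the real one included. For sgPpia#3.2, 4 of these 4 gave an absolute NES at least as large as the real labels, and for sgPpia#4.1, 2 of 4 did. The swaps use a ranking without pairing, and scores above and below 0 are scaled separately. With 4 arrangements no share can fall below 0.25, so the swaps cannot decide for or against an effect.

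The mean log2 difference of the Module 5 genes from sgBgal in Restored cells was -0.19 ± 0.19 (SD, n = 3 cell lines) for sgPpia#3.2 and -0.20 ± 0.14 for sgPpia#4.1. It was negative in 3 of 3 cell lines for both sgRNAs, and a two-sided exact sign-flip test over cell lines gave p = 0.25, the smallest that 3 lines allow. For sgPpia#3.2 this difference was about the size of the spread between cell lines, and for sgPpia#4.1 it was larger than the spread. The average fold change was below 0 for 85 of the 100 genes with sgPpia#3.2 and for 83 with sgPpia#4.1. The median log2 fold change of all genes tested was also below 0, at -0.09 and -0.07, and after TPM were rescaled by median-of-ratios factors the mean difference of Module 5 was -0.09 and -0.13. In Control cells it was 0.09 ± 0.30 for sgPpia#3.2 and -0.03 ± 0.12 for sgPpia#4.1.

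**Figure D2:**
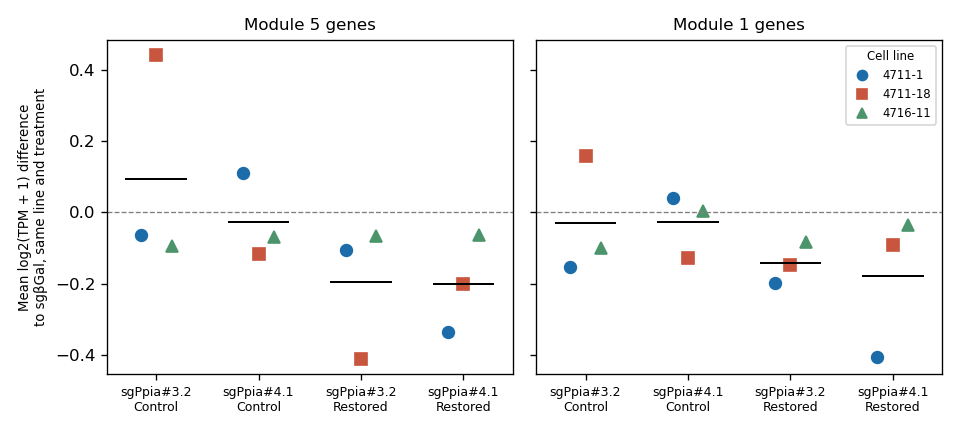
Mean log2(TPM + 1) difference between each Ppia sgRNA and sgBgal in the same cell line and treatment, over the 100 genes of Module 5 (left) and the 240 genes of Module 1 (right) that were tested. Each symbol is a cell line and each horizontal bar is the mean of 3 cell lines. In Restored cells every line lies below 0 in both panels, and in Control cells the lines lie on both sides of 0.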

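Restoration of p53 changed 980 genes in cells with sgBgal (701 up, 279 down; limma adjusted p under 0.05 and absolute log2 fold change of at least 1). It changed 738 genes with sgPpia#3.2 (570 up, 168 down) and 781 with sgPpia#4.1 (552 up, 229 down). The replicate block raised these numbers to 1414, 1105 and 1177. Without a minimum fold change the count for sgPpia#3.2 was 1284, and without 4716-11 it was 229. The median log2 fold change of all genes tested was 0.19 with sgBgal. Rescaling by median-of-ratios factors brought it to 0.02 and the counts for sgBgal to 496 up and 373 down. The rescaled counts were 433 up and 232 down with sgPpia#3.2, and 423 up and 286 down with sgPpia#4.1. Of the 980 genes, 652 were also called with sgPpia#3.2 and 726 with sgPpia#4.1, each in the same direction, and 607 were called with all 3 sgRNAs. The fold changes of 978 and 980 of them had the same sign with sgPpia#3.2 and sgPpia#4.1. Across all genes tested, which are not independent replicates, the fold changes with sgBgal correlated with those under sgPpia#3.2 at r = 0.93 and under sgPpia#4.1 at r = 0.96.

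The difference between the responses with a Ppia sgRNA and with sgBgal was itself tested as an interaction in limma. No gene passed an adjusted p of 0.05 for either sgRNA (0 of 12828 each), and 31 genes for sgPpia#3.2 and 18 for sgPpia#4.1 had an unadjusted p under 0.05. With the replicate block there were also 0 genes, and 175 and 80 at an unadjusted p under 0.05. In the direct comparison of Restored cells with a Ppia sgRNA against Restored cells with sgBgal, 0 genes were changed for both sgRNAs (154 and 68 at an unadjusted p under 0.05). With the replicate block 1 gene was changed for sgPpia#3.2, which was Ppia itself, and 0 for sgPpia#4.1 (1108 and 424 at an unadjusted p under 0.05).

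Cdkn1a rose by a log2 fold change of 4.35 with sgBgal (standard error 0.43, limma adjusted p = 1.82e-05), 3.84 with sgPpia#3.2 (adjusted p = 6.07e-05) and 4.06 with sgPpia#4.1 (adjusted p = 4.09e-05), in 3 of 3 cell lines each. The smallest rise, 2.91 in 4711-18 with sgPpia#3.2, started from 369 TPM in the Control sample, against 99.4 to 171 TPM in the other 8 Control samples. Atg9b, one of the genes with the largest rise in cells with sgBgal, had log2 fold changes of 5.26, 4.80 and 4.68 in the same order. From the lower enrichment of the Hallmark p53 Pathway and of Module 5 in the Restored cells with a Ppia sgRNA, and from the weaker induction of p53 targets with CsA while p53 still bound them, the paper reasons that in Type D SCLC specifically cyclophilins are required for the transcriptional output of p53 and not for its binding to target genes.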

## Discussion

Our study provides key insight into the persistent selective requirement for p53 inactivation and the potential therapeutic responses to p53 reactivation in SCLC. Previous studies using mouse models with reversible p53 expression in distinct cancer contexts report a uniform response to p53 reactivation, with tumors either undergoing a senescence response followed by immune-mediated tumor clearance or apoptotic cell death^15–20^. We demonstrate that p53 reactivation limits SCLC disease progression by inducing one of two distinct tumor suppressive programs in individual, clonally-derived neoplasms, with approximately half experiencing a cellular senescence response not associated with a major immune reaction, and the rest undergoing cyclophilin-dependent necrotic cell death.

Cyclophilins are a class of peptidyl-proline isomerases (PPIAses) that are part of a protein superfamily composed of cyclophilins, parvulins, and FK506-binding proteins^45^. PPIases canonically regulate protein function by inducing conformational changes after catalyzing the isomerization of proline residues^46,47^. However, further structural and functional analysis of cyclophilin family members have identified non-canonical cyclophilin functions such as RNA-binding, spliceosome regulation, and U-box ubiquitin ligase activity^34,48–51^. Unsurprisingly, this breadth of functions have implicated cyclophilins in the regulation of a plethora of biological processes and made them attractive therapeutic targets in the context of disease^33,52–54^. Previous studies establish that p53 can directly interact with Cyclophilin D (CypD encoded by *Ppif)* and Cyclophilin A (CypA encoded by *Ppia)* to potentiate mitochondrial permeability pore (mPTP) opening and necrosis, or regulate cell cycle and apoptosis function, respectively^33,35^. Our data implicate cyclophilins as key regulators of p53-mediated transcription and subsequent cell death program specifically in Type D SCLC cells. p53-mediated cell death in this context is non-apoptotic and dependent on CypA and CypE for its execution. While it remains unclear how these cyclophilin family members impact p53 transcriptional output, CypA directly interacts with p53 in the nucleus and this interaction is abolished by CsA. Moreover, CypA-p53 interactions were observed ~10-fold more frequently in Type D cells. Interestingly, CypE did not interact with p53 directly in our analysis, suggesting a possible indirect mechanism for CypE to modulate p53-mediated death. Although we do not understand how these cell contexts influence the propensity of cyclophilin-p53 interactions, we speculate that the PPIase activity of cyclophilins may directly alter the efficiency of p53 transactivation or the recruitment of specific factors that promote expression of key regulators needed to execute the cell death program. Future studies are required to determine how each of these cyclophilins modulate p53 function, and how they cooperate with each other or interact with cellular factors to potentiate cell death.

Comparative analysis of Type D and Type V SCLC with human SCLC gene expression datasets revealed a possible link between SCLC molecular subtype and the cellular contexts that dictate the ultimate response to p53 activity. By examining the basal transcriptional programs present in senescing (Type V) and dying (Type D) tumor-derived cells, we determined that Type D and Type V cells have gene expression programs that resemble *ASCL1* and *NEUROD1* molecular subtypes of human SCLC, respectively. Consistent with this finding, re-introduction of wild-type p53 in ASCL1-high or NEUROD1-high human SCLC cell lines induced cell death predominantly in the ASCL1 subtype, while no measurable decrease in cell viability was observed in NEUROD1+ cells. These lineage-defining transcription factors have been shown to regulate distinct genetic programs in SCLC and disparately regulate the expression of distinct oncogenic genes to drive tumor heterogeneity^55,56^. Tumor initiation in our model was driven by adenoviral CMV-Cre, which can potentiate formation of SCLC tumors from distinct cells of origin that influence tumor evolution and metastatic mechanisms^10^. Thus, our findings warrant further investigation into the impact of cell-of-origin and driver mutations on p53-mediated tumor suppression in SCLC. These insights could identify context-dependent regulators of p53 function.

Cellular context influences the ability of p53 to induce specific tumor suppressive programs^36–39^. Moreover, p53 restoration in distinct cancer types was recently described to induce cancer type-specific p53 binding and transcriptional outputs that were likely responsible for differential induction of apoptosis in mouse lymphoma models, or senescence in sarcoma and lung adenocarcinoma models^40^. We profiled p53 binding and transcriptional output in Type D and Type V SCLC cells and observed that while global p53 binding was similar, p53 distinctly regulated a subset of genes between SCLC subtypes. Interestingly, although Module 5 genes are associated with diverse biological processes (e.g. vesicular trafficking, cell growth), they were enriched for some genes specifically involved with canonical forms of apoptosis (e.g. *Apaf1* and *Perp*) which may suggest some mechanistic overlap. However, the precise mechanism of p53-mediated cell death does not neatly fit into any defined cell death programs. That p53-mediated Type D SCLC cell death is abolished by cyclosporin A, and that cyclosporin A or CypA knockout similarly abolishes the induction of a distinct set of genes specifically induced in Type D SCLC, strongly suggests p53 orchestrates a deliberate program of cell death. However, the program is not associated with mitochondrial dysfunction, activation of caspases, or extensive fragmentation of DNA, and is not inhibited by small molecules targeting established determinants of major forms of programmed cell death. 

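The induction of Module 5 was measured in the CRISPR-targeted Type D cells as the mean log2(TPM + 1) difference between Restored and Control cells over the same genes. It was 1.673 ± 0.329 (SD, n = 3 cell lines) with sgBgal, 1.384 ± 0.164 with sgPpia#3.2 and 1.498 ± 0.443 with sgPpia#4.1, and positive in 3 of 3 cell lines with each sgRNA (exact sign-flip test, p = 0.25, the smallest that 3 lines allow). Of the 100 Module 5 genes, 97, 92 and 94 rose in all 3 cell lines. Those called up by limma at the thresholds numbered 68, 47 and 55 in the same order. For the 240 Module 1 genes the calls were 199, 190 and 189. On this log2 scale, the induction of Module 5 with sgPpia#3.2 was 82.7% of that with sgBgal, and with sgPpia#4.1 it was 89.6%. The targeted cells kept part of their Ppia RNA, so these are not values for a complete loss of CypA. The paired difference from sgBgal was -0.29 ± 0.49 for sgPpia#3.2 and -0.17 ± 0.24 for sgPpia#4.1, each negative in 2 of 3 cell lines (two-sided exact sign-flip test, p = 0.5 each), and neither was larger than the spread between cell lines. For sgPpia#3.2 the difference was -0.85 in 4711-18, -0.04 in 4711-1 and 0.03 in 4716-11. In 4711-18 the level of Module 5 with sgPpia#3.2 differed from sgBgal by 0.44 in the Control and -0.41 in the Restored sample. The lower induction there thus came in part from a higher level before restoration. For sgPpia#4.1 it was -0.45 in 4711-1, -0.08 in 4711-18 and 0.01 in 4716-11. Leaving out 4711-18 moved the difference for sgPpia#3.2 most, to -0.01.

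Apaf1 rose by a log2 fold change of 2.17 with sgBgal (standard error 0.34, limma adjusted p = 0.000746), 2.08 with sgPpia#3.2 (adjusted p = 0.00113) and 1.99 with sgPpia#4.1 (adjusted p = 0.00159), in 3 of 3 cell lines each. Perp rose by 2.45, 2.44 and 2.51 in the same order (limma adjusted p = 0.000605, 0.000677 and 0.000551), also in 3 of 3 lines. The level of Apaf1 differed from sgBgal by -0.35 with sgPpia#3.2 and -0.41 with sgPpia#4.1 in Restored cells (exact permutation test, p = 0.4 and 0.2). In Control cells it differed by -0.25 and -0.23, and it was lower in 3 of 3 lines each time. For Perp the Restored differences were 0.03 and -0.04, with lines on both sides of 0. Arap2, one of the Module 5 genes with the largest rise in cells with sgBgal, rose by 3.09, 2.64 and 2.77.

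**Figure D3:**
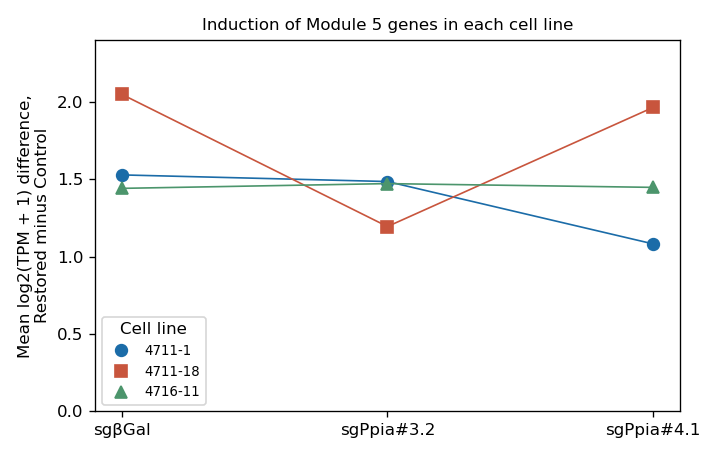
Mean log2(TPM + 1) difference between Restored and Control cells over the 100 Module 5 genes tested, for each sgRNA. Each symbol and line is a cell line. All values lie between 1.08 and 2.05, and the cell line with the lowest value differs between the Ppia sgRNAs.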

Elucidating the molecular underpinnings of p53-mediated Type D SCLC will be a major focus of future work that may identify novel therapeutic targets to activate this latent form of cell death in SCLC.

In summary, our study shows that p53 reactivation in SCLC identifies two tumor subtypes (Type V, Type D) that either undergo senescence or a cyclophilin-dependent cell death, and identifies cyclophilins as context-dependent regulators of p53-mediated transcription (Fig. 7).

**Fig. 7:**
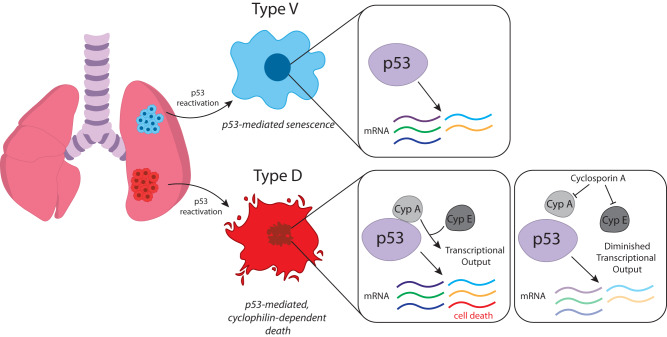
Model: p53 induces cyclophilin-dependent cell death or senescence in distinct SCLC tumor subtypes. Reactivation of p53 in small cell lung cancer identifies two tumor subtypes that are suppressed by induction of distinct p53-mediated tumor suppressive programs. Type V tumors undergo senescence after p53 reactivation whereas, Type D tumors undergo a form of p53-mediated, cyclophilin-dependent cell death. p53 controls the expression of widely similar genes between tumor subtypes; however, p53 reactivation in Type D cells specifically induces the expression of select genes (Module 5) that are associated with cell death but whose induction is dependent on the activity of cyclophilin. Cyclophilins may potentiate p53 transcriptional output in a direct (Cyclophilin A) or indirect manner (Cyclophilin E). Cyclosporine A (CsA) blocks p53-mediated death likely by abrogating CypA-p53 interactions and inhibition of CypE function, each of which are required for efficient induction of p53-mediated cell death in Type D small cell lung cancer.

## Methods

### Ethics statement

The research conducted in this study was conducted ethically and complies with all relevant guidelines and regulations. Animal studies were performed under strict compliance with Institutional Animal Care and Use Committee (IACUC) at University of Pennsylvania (#804774).

### Animal studies and treatment

*Kras*^*LSL-G12D*^^57^, *Trp53*^*flox/flox*^^58^, *Trp53*^*XTR/XTR*^^21^, *Rb1*^*flox/flox*^, *p130*^*flox/flox*^ (*p130* is also known as *Rbl2*)^22^ and *Rosa26*^*FlpO-ER*^ mice^24^ have previously been described. Mice are mixed B6J/129S4vJae. Mice were transduced with 1.0 × 10^8^ plaque-forming units (PFUs) of Ad:CMV-Cre obtained from University of Iowa Viral Vector Core^59^. Tumors were initiated before mice reached 20 weeks of age. For *Trp53* restoration, mice were treated with tamoxifen on two consecutive days with 200 μl of a 20 mg ml^−1^ solution dissolved in 90% sterile corn oil and 10% ethanol by oral gavage. Weekly treatment with tamoxifen was administered for long-term experiments. For cyclophilin inhibition, mice were treated with Cyclosporine A with 200 μl of a 15 mg/kg solution dissolved in 90% sterile corn oil and 10% DMSO. The acquisition of micro-computed tomography (μCT) was performed on μCT setup (MI Labs) with Acquisition 11.0 software. Image reconstruction and visualization was performed with MI Labs REC-11.01. Individual and total tumor volumes were determined by constructing three-dimensional tomograms within ITK-SNAP v3.8 (*itksnap.org*)^60^. Mice in survival studies were monitored for lethargy, labored breathing and weight loss, at which time animals were euthanized. The size of each animal cohort was determined by estimating biologically relevant effect sizes between control and treated groups and then using the minimum number of animals that could reveal statistical significance using the indicated tests of significance. All animal studies were randomized in ‘control’ or ‘treated’ groups. However, all animals housed within the same cage were generally placed within the same treatment group. Animal sex was randomized at the time of treatment group assignment. Mice were housed in a vivarium with regulated light-dark cycles (12 h), ambient temperatures (20–24 ^o^C), and relative humidity (45–65%).

### Allograft studies

SCLC cells were subcutaneously injected into the flanks of NCR^Nude^ mice (Taconic). Tumor volumes were estimated using Vernier calipers and animals were stratified into control or tamoxifen treatment groups when tumors reached a size of ~100 mm^3^. Tumor volumes were recorded bi-weekly through duration of experiment and never allowed to reach a combined tumor volume of 1 cm^3^.

### Immunohistochemistry and immunofluorescence

Lung and tumor tissues were dissected into 10% neutral-buffered formalin overnight at room temperature before dehydration in a graded alcohol series. Paraffin-embedded, H&E, and/or Trichrome stained histological sections were produced by the Penn Molecular Pathology and Imaging Core. Immunostaining for cleaved Caspase 3 (1:200,Cell Signaling 9661), ASCL1 (1:200, BD Biosciences 556604), UCHL1 (1:200, Sigma Aldrich HPA005993), CGRP (1:200, Sigma Aldrich C8198), F4/80 (1:500, Novus Biological NB600-404), GFP (1:1000, Abcam 13970), and Ki67 (1:1000, Vector VP-RM04) were performed after citrate-based antigen retrieval. Cleaved Caspase 3, UCHL1, CGRP, F4/80, and ASCL1 staining was assessed by immunohistochemistry using ABC reagent (Vector Laboratories, PK-4001) and ImmPACT DAB (Vector Laboratories, SK-4105) according to manufacturer instructions. GFP and Ki67 staining was assessed by immunofluorescence using a biotinylated anti-Rabbit secondary (Vector Laboratories, PK-4001), anti-chicken-Alexa594 (1:200, Jackson Immunoresearch), and a streptavidin-conjugated Alexa488 antibody (1:200, Thermo Fisher, S-32354).

Immunohistochemistry and immunofluorescence were both performed on paraffin-embedded sections following the same antigen-retrieval protocol. Sections were incubated in primary antibody overnight at 4 °C, secondary antibody for 1 h at room temperature, and for immunofluorescence Streptavidin-conjugated fluorophore for 1 h at room temperature in the dark.

For TUNEL staining, tissues were deparaffinized and then permeabilized with 0.1% sodium citrate and 0.1% Triton-X in PBS for 8 min. TMR Red-conjugated TUNEL labeling mix (Millipore Sigma, 12156792910) was added to permeabilized tissue sections and incubated for 1 h at 37 °C in the dark. For all immunofluorescence staining, nuclei were stained using 5 mg/ml DAPI at a 1:1000 dilution for 10 min, and then slides were mounted with Fluoro-Gel (EMS, 17985-50). All photomicrographs were captured on a Leica DMI6000B inverted light and fluorescence microscope, or a Leica M80 is a compact stereomicroscope.

### Senescence-associated beta galactosidase (SA-βGal) staining

SA-βGal staining conducted as previously described at pH 5.5 for mouse cells and tissue^61^. Frozen sections of lung tissue (14 μM) or adherent cells were fixed with 0.5% glutaraldehyde in PBS for 15 min washed with PBS supplemented with 1 mM MgCl^2^ and stained for at least 8 h at 37 °C in PBS containing 1 mM MgCl^2^, 1 mg/ml X-Gal, 5 mM potassium ferricyanide and 5 mM potassium ferrocyanide. Tissue sections were counterstained with eosin.

### Histological quantification

ImageJ software v1.51 was used to determine the frequency of cells that were positive for specified antigens (Ki67) as a fraction of total tumor cells. Data points represent individual tumors for Ki67 staining. For SA-βGal and TUNEL a binary staining score for each tumor was determined based on staining intensity scored from 0 (minimal staining) to 1 (ubiquitous staining). For Trichrome staining, a similar staining scoring system was applied where individual tumors were scored from 0 (minimal necrosis or fibrosis), to 1 (ubiquitous necrosis or fibrosis). Data points represent either individual animals or tumors, as indicated.

### Cell lines

Primary mouse tumors were mechanically separated using scissors under sterile conditions and cultured in high-glucose DMEM supplemented with 10% fetal bovine serum, GlutaMAX and antibiotics at 37 °C and 5% CO_2_ until cell line establishment. Cell lines were authenticated for genotype. The p53^XTR/XTR^ allele was validated via three-primer PCR reactions using purified genomic DNA as a template to detect *XTR*, *TR*, *R* and *WT* alleles. Primers used were as follows: (1) 5′- cttggagacatagccacactg -3′, (2) 5′- caactgttctacctcaagagcc −3′ and (3) 5′- cttgaagaagatggtgcg −3′. Cell lines were further validated for the expected, genotype-associated protein expression patterns by western blot. KP^Restorable^ cell lines used in senescence experiments were derived from *Kras*^*LA2/+*^*;Trp53*^*LSL/LSL*^*;Rosa26*^*CreERT2/CreERT2*^ adenocarcinomas as previously described (Feldser, et al. 2010). All cell lines were tested for mycoplasma using MycoAlert detection kits (Lonza) as per manufacturer instructions. Cell lines are available upon request.

Cell number was counted using a Beckman Coulter Z2 Cell and Particle Counter. 4-Hydroxytamoxifen (4-OHT) dissolved in ethanol was administered once at the time of cell plating at a final concentration of 500 nM. AdCre or AdFlpO was purchased from the University of Iowa Gene Vector Core and administered to adherent cells at time of cell plating. Proliferation of cell lines was determined by plating the indicated cell number and analysed by Coulter Counter cell counts at the indicated time points. Photomicrographs were captured on a Leica DM IL LED inverted light and fluorescence microscope. For live cell imaging, photomicrographs were obtained in a 37 °C humidified chamber every 15 min for 4 days using a Leica DMI6000B microscope.

HEK293FT cells that were used for lentivirus production were obtained from Invitrogen. HEK293FT cells were cultured in DMEM containing 10% Bovine Serum.

HEK293FT cells were validated by verifying that high-titer virus production was possible. Lentivirus production was performed as described previously^62^.

Human SCLC cell lines were acquired from ATCC (H69, H2081, H2195) or UT Southwestern’s SCLC cell line repository (HCC2433, HCC4004). H69, HCC2433, and HCC4004 were cultured in RPMI supplemented with 5–10% FBS, H2081 and H2195 were cultured in DMEM/F12 supplemented with 5% FBS and HITES (10 nM hydrocortisone, Insulin-Transferrin-Selenium (Gibco), and 10 nM beta-estradiol). For wild-type p53 reintroduction, AdGFP and Adp53-GFP were purchased from the University of Iowa Gene Vector Core or Vector Biolabs and administered to the cells at time of cell plating.

### Immunoblot analysis

Cells were lysed in RIPA buffer, resolved on NuPage 4–12% Bis-Tris protein gels (Thermo Fisher) and transferred to polyvinylidene fluoride (PVDF) membranes. Blocking, primary and secondary antibody incubations were performed in Tris-buffered saline (TBS) with 0.1% Tween-20. Atg5 (1:5000, Cell Signaling, 12994 S) Bcl2 (1:2000, Abcam, ab182858), CDKN2A/p19ARF (1:200, Santa Cruz, sc-32748), GFP (1:1000, Cell Signaling Technology, 2956 S) Human p53 (1:200, Santa Cruz, sc-126), mouse p53 (1:2500, Leica Biosystems, P53-PROTEIN-CM5), p21 (1:500, Santa Cruz, sc-6246), Cleaved Caspase-8 (1:1000,Cell Signaling Technology, 8592 S), Cleaved Caspase-3 (1:1000,Cell Signaling Technology, 9661 S), Cleaved PARP (1:1000,Cell Signaling Technology, 9548 S), RB (1:1000, Abcam, ab181616), ASCL1 (1:1000, BD Biosciences 556604), PPIE (Cyclophilin E, 1:500, Novus, H00010450-M02), PPIF (Cyclophilin D, 1:1000, Abcam, ab110324), PPIA (Cyclophilin A, 1:1000, Cell Signaling Technology, 2175 S), β-actin (1:10000,Sigma Aldrich, A2066), HSP90 (1:10000, BD Transduction Laboratories, 610418), GAPDH (1:10000,Cell Signaling Technology, 2118 S), COXV (1:4000,Cell Signaling Technology, 11967 S), H3 (1:10000, Abcam ab1791), Vinculin (1:8000, Santa Cruz, sc-73614) were assessed by western blotting. HSP90, GAPDH, β-actin, COXIV, Vinculin, and H3 were used as loading controls. Protein concentration was determined using a BCA protein assay kit (Pierce).

### Flow cytometry

For in vitro experiments, single cell suspensions were prepared from SCLC cells after collection by passing specimens through a 100-μM cell strainer. Cells were resuspended in FACS buffer. Equal cell numbers of cells were plated and stained for flow cytometry analysis. Cell cycle analysis was performed according to the manufacturer’s instructions for the APC BrdU Flow Kit (BD Pharmingen). TUNEL staining was performed according to the manufacturer’s instructions for the In Situ Cell Death Detection Kit, TMR red (Millipore Sigma, 12156792910). For cell viability assays, cells were resuspended in FACS buffer containing DAPI at a 1:1000 dilution. For all in vitro experiments, flow cytometry was performed using an Attune NxT flow cytometer (Thermo Fisher). Data were analyzed using FlowJo v10.8. Data points represent replicates, or means from independent experiments, as indicated.

For in vivo experiments, tumors were microdissected directly from the lungs of *RP*^*X*^*R2* mice and individually placed in 500 μl of tumor digestion buffer consisting of PBS containing 10 mM HEPES pH 7.4, 150 mM NaCl, 5 mM KCl, 1 mM MgCl_2_, and 1.8 mM CaCl_2_, along with freshly added Collagenase 4 (Worthington 100 mg/ml solution, 20 μl per ml of digestion buffer) and DNase I (Roche 10 mg/ml solution, 4 μl per ml of digestion buffer). Tumors were manually dissociated using scissors, and then placed in a 4 °C shaker for 1 h at 250 rpm. Digested tumors were then filtered into strainer-cap flow tubes (Corning, 352235) containing 1 ml of horse serum (Thermo Fisher, 16050122) to quench the digestion reaction. Cells were spun down at 200 g for 5 min with the cap in place to obtain all cells. The supernatant was aspirated, cells were washed once with PBS and resuspended in FACS buffer. Cells were labeled with the following antibodies: PD-1 FITC (1:50, Biolegend), NKp46-PE (1:50, Biolegend), CD103-PETR (1:100, Biolegend), CD3-PE/Cy5 (1:100, Biolegend), CD8-PE/Cy7 (1:100, Biolegend), CD44-APC (1:100, Biolegend), CD45-AF700 (1:400, Biolegend), F4/80-APC/Cy7 (1:100, Biolegend), CD11b-PerCP/Cy5.5 (1:200, BD Biosciences), CD11c-QD605 (1:100, Biolegend), CD45-BV570 (1:100, Biolegend), CD4-BV650 (1:50, Biolegend), Live/Dead Aqua (1:600, Invitrogen). For all in vivo experiments, flow cytometry was performed using a BD LSR II flow cytometer (BD Biosciences). Data were analyzed using FlowJo v10.8. Data points represent individual tumors.

### Drugs, cell death inhibitors

Drugs or cell death inhibitors are used at the following concentrations: Necrostatin-1s (10 μg/mL, Selleck Chemicals), Ferrostatin-1 (2 μM, XcessBio), Liproxstatin-1 (2 μM, Sellek Chemicals), Vitamin E (125 μM, Sigma Aldrich), Cyclosporin A (1 μM, Sigma Aldrich), ZVAD-FMK (20 μM, Abcam), NIM-811 (1 μM, MedChem Express), FK506 (1 μM, ApexBio), Nutlin-3a (10 μM, ApexBio). Cell death inhibitors were added to cells at time of plating for the duration of the experiment.

### CRISPR design and production

Validated sgRNAs targeting *Atg5* were obtained from Genscript. All remaining sgRNAs used were designed using the Sanjana Lab CRISPR Cas9 library design tool (http://guides.sanjanalab.org), or Benchling, using the CRISPR Design Tool. sgRNAs targeting *βgal* and *Trp53* were used as experimental controls^63^. All sgRNA duplexes were Golden Gate-cloned into BsmBI sites of the LentiCRISPRv2-Puro or LentiCRISPRv2-mCherry vectors^62,64,65^. The sgRNA sequences used for targeting Cas9 are detailed in Supplementary Table 1. CRISPR vectors used in this study are available upon request.

### Transfection-mediated gene transfer

HEK293T cells were transfected with plasmids using polyethylenimine (PEI) (Polysciences, #24765). 4.0 μg total plasmid DNA was transfected for 48 h.

### Immunoprecipitation and immunoblot

Cells were lysed in NP-40 buffer (0.1% NP-40, 15 mM Tris–HCl pH7.4, 1 mM EDTA, 150 mM NaCl, 1 mM MgCl2, 10% Glycerol) containing protease inhibitors (Sigma, #11697498001) and the lysates were incubated with anti-FLAG M2 Affinity Gel (Sigma, #A2220) at 4 °C for 2 h. After five washes with NP-40 buffer, the anti-FLAG Gel was mixed with Laemmli buffer and boiled at 95 °C for 5 min. After SDS–PAGE electrophoresis and transfer, primary antibodies and HRP-linked secondary antibodies were incubated with the membrane for 2 h at room temperature and overnight at 4 °C, respectively. After washing with PBS-T three times and PBS once, the membrane was detected by the chemiluminescence system (Thermo Fisher Scientific, #32106). Where indicated, Cyclosporin-A was included during lysis, anti-FLAG Gel incubation, and subsequent washes. The following antibodies were used: anti-FLAG (Sigma, #F7425, 1:6,000), anti-HA (Cell Signaling Technology, #3724, 1:2,000), and anti-Rabbit IgG-HRP (GE Healthcare, #NA934V, 1:10,000).

### Proximity ligation assays

Protein-protein interactions were assessed using the PLA Duolink in situ starter kit (Sigma-Aldrich) following the manufacturer’s protocol. In brief, cells were grown on eight-well chamber slides (Lab-Tek), and were left untreated or treated with 4-OHT and/or CsA for 48 h. Cells were fixed in 4% paraformaldehyde (Electron Microscopy Sciences) for 10 min, followed by 3 washes in 1X PBS and permeabilization with 0.25% Triton X-100 (Millipore Sigma) for 5 min. Cells were incubated in blocking solution (Sigma-Aldrich) in a humidified chamber for 1 h at 37 °C, followed by incubation in a humidified chamber for 1 h at 37 °C with the following primary antibodies: p53 (1:1000, 1C12, Cell Signaling #2524), p53 (1:200,Leica Biosystems, P53-PROTEIN-CM5), Cyclophilin A (1:250,Thermo, #PA1-025), Cyclophilin D (5 ug/mL, Abcam, ab110324), Cyclophilin E (10 ug/mL, Novus, H00010450-M02), Tomm20 (1:400, D8T4N, Cell Signaling #42406). Cells were then incubated with PLA Probes (Sigma-Aldrich) 1 h at 37 °C, followed by ligation (30 min) and amplification (100 min) at 37 °C. Cells were mounted with media containing DAPI and images were captured using a Leica TSC SP5 confocal microscope.

### Plasmids

pcDNA3.1 + C-HA Trp53 (OMu22847) and pcDNA3.1 + C-FLAG *Ppia* (OMu14516), pcDNA3.1 + C-FLAG *Ppie* (OMu11106) plasmids used in mammalian over-expression experiments were purchased from Genscript. pMSCV-*Bcl2-*IRES mCherry plasmid used in mammalian over-expression experiments in Type D cells was generated by cloning *Bcl2* cDNA PCR amplified from tetO-Bcl2-IRES-tdtomato (Addgene Plasmid #117857) into pMSCV-IRES-mCherry FP (Addgene Plasmid #52114) using NEBuilder HiFi DNA Assembly (New England Biolabs #E2621S). Plasmids used in this study are available upon request.

### Seahorse XF cell mito stress analysis

Oxidative respiration was measured using XF Cell Mito Stress Test Kit (Agilent Technologies, 103015-100). 1 × 10^4^ cells per well were seeded on an XF96 Cell Culture Microplate. Each cell line was split into two groups: control (EtOH) or restored (4-OHT) and 6 replicates were plated. Microplate was incubated for 24 h at 37 C. Seahorse XF96 FluxPak sensor cartridge was hydrated with 200 μl of Seahorse Calibrant in a non-CO2 incubator at 37 C overnight. After 24 h, cells were incubated with base medium (Agilent Technologies, 102353-100) containing 2 mM L-glutamine, 1 mM sodium pyruvate, and 10 mM glucose in a non-CO2 incubator at 37 C for 45 min prior to assay. Oxygen consumption rate (OCR) was measured by XFe96 extracellular flux analyzer with sequential injections of 1 μM oligomycin, 1 μM FCCP, and 0.5 μM rotenone/antimycin A. After the run, cells were lysed with 15 μl RIPA buffer and protein concentration was quantified using BCA Protein Assay Kit (Thermo Scientific). OCR measurements were normalized to the protein concentration in each well.

### Cellular protein fractionation

For mitochondrial fractionations, cells were processed using Pierce Mitochondria Isolation Kit for Cultured Cells (Thermo Scientific) as per the manufacturer’s instructions.

### RNA isolation and RNA-sequencing

3 Type D and 3 Type V SCLC tumor-derived cell lines were treated with either vehicle (EtOH), 4-OHT, and/or CsA for 3 days and RNA was isolated using the RNeasy Mini Kit (Qiagen) as per the manufacturer’s instructions. RNA concentrations were measured using the Qubit RNA Assay Kit (Invitrogen) and sample quality was determined using the RNA 6000 Nano Kit on a 2100 BioAnalyzer (Agilent). Sequencing libraries were prepared using the TruSeq Stranded mRNA Library Prep Kit (Illumina) as per the manufacturer’s instructions and library quality was determined used the Agilent DNA 1000 Kit on a 2100 BioAnalyzer. Validated libraries were subjected to 75-bp single-end sequencing on the Illumina NextSeq 500 platform. For RNA-sequencing of CRISPR-targeted Type D cells (*BGal,Ppia)*, 3 cell lines per sgRNA were treated with either vehicle or 4-OHT for 3 days. RNA was isolated using the RNeasy Mini Kit (Qiagen) as per the manufacturer’s instructions and samples were submitted to Azenta Life Sciences for quality control, library preparations, sequencing reactions and initial bioinformatics analysis.

Fastq files for each sample were aligned against the mouse genome mm10 (GRCm39) using the Kallisto pseudoaligner v0.46.2, or HISAT2 v2.2.1. Differential expression analysis was carried out with the Limma tool v3.44.3 in R, or DeSeq2 v1.38.3. For volcano plot data, differentially enriched genes were defined as genes with a false-discovery rate adjusted *P* value less than 0.05 and log_2_-normalized fold change in expression greater than ± 1. Geneset enrichment analysis was done using the GSEABase v1.60.0 and msigdbr v7.5.1 packages in R, or using the GSEA v4.2.2 software provided by the Broad institute (https://www.gsea-msigdb.org/gsea/index.jsp). ‘Type D’ and ‘Type V’ gene signatures were defined as genes with a false-discovery rate adjusted *P* value less than 0.05 and log_2_-normalized fold change in expression greater than 1 (109 genes were differentially regulated in Type D cells, 57 genes were differentially regulated in Type V cells). Human SCLC datasets for SCLC-ASCL1 and SCLC-NEUROD1 signature enrichment were obtained from CellMiner-SCLC (https://discover.nci.nih.gov/SclcCellMinerCDB/)^44^. Single sample GSEA was performed using the GSVA package v1.46.0 in R. Gene ontology analysis was performed using the gProfiler2 package v0.2.1 in R, or the g:Profiler web tool (https://biit.cs.ut.ee/gprofiler/gost). Visualization of gene expression patterns (heatmaps) and GSEA data was performed using the gplots package v3.1.3 in R. Other visualization and statistical analysis were performed using Prism 9.

### Chromatin immunoprecipitation (ChIP)

3 Type D and 3 Type V SCLC tumor-derived cell lines were treated with either vehicle (EtOH) or 4-OHT for 2 days for ChIP. 1 × 10^7^ SCLC cells were harvested and cross-linked at room temperature by resuspending in PBS containing 1% formaldehyde for 2.5 min. The reaction was quenched by addition of glycine to a final concentration of 0.125 M. After washing with cold 1X PBS, cells were lysed in 1 mL sonication buffer (0.25% Sarkosyl, 1 mM DTT, and protease inhibitors into RIPA buffer). Cell suspension was sonicated using a Covaris S220 Focused Ultrasonicator until chromatin was sheared to a size range of around 200 bp. Lysates were centrifuged 18k × *g* for 5 min and supernatant was collected. After saving 10% for an input sample, 20 uL of anti-p53 antibody (CM5, Leica Biosystems was added to lysate and incubated overnight. 200uL of a bead slurry prepared from Protein A/G Magnetic Beads (Thermo Scientific) were added to lysates and incubated in a rotator at 4 °C for 4 h. Chromatin-bound beads were washed three times with low-salt wash buffer (0.1% SDS, 1% Triton X-100, 1 mM EDTA pH 8.0, 50 mM Tris-HCl at pH 8.0, 150 mM NaCl), high-salt wash buffer (0.1% SDS, 1% Triton X-100, 1 mM EDTA pH 8.0, 50 mM Tris-HCl pH 8.0, 500 mM NaCl), and LiCl wash buffer (150 mM LiCl, 0.1% SDS, 0.5% deoxycholic acid sodium salt, 1% NP-40, 1 mM EDTA pH 8.0, 50 mM Tris pH 8.0). After washing the beads once with TE buffer containing 50 mM NaCl, the beads were resuspended in ChIP elution buffer (1% SDS, 200 mM NaCl, 10 mM EDTA pH 8.0, 50 mM Tris pH 8.0) and eluted for 30 min at 65 °C. Bead solution was spun down for 1 min at 16 g and 200uL of the supernatant were transferred to a new tube. 10% input was diluted to 200uL using ChIP elution buffer. Diluted input and experimental samples were reverse cross-linked overnight at 65 °C. All samples were treated with RNAse A and incubated at 37 °C for an hour, followed by Proteinase K treatment and incubated for an hour at 55 °C. DNA was recovered by PCR Purification Kit (QIAGEN) and eluted into 50uL of molecular biology grade water. Chromatin-immunoprecipated DNA was validated for p53 target enrichment by qPCR using SYBR Green Power Up (Thermo Fisher) and ViiA7 Real-Time PCR System (Thermo Fisher). Sequencing libraries were prepared using the NEBNext Ultra II DNA Library Prep kit for Illumina (New England Biolabs) size selection, as per the manufacturer’s instructions, with the following conditions: 30 uL ChIP sample or 5 uL input sample used when end prepping, adaptor was diluted 10-fold for ChIP samples but not diluted for input, 200 bp bead based size selection used for all samples, 14 cycles used for PCR enrichment of ChIP samples and 7 cycles for input samples. Library quality was determined used the Agilent DNA 1000 Kit on a 2100 BioAnalyzer (Agilent). Validated libraries were subjected to 75-bp single-end sequencing on the Illumina NextSeq 500 platform.

### ChIP-sequencing

p53 ChIP-seq data was aligned to mouse genome mm10 (GRCm39) by bowtie2 v2.4.5 with default parameters. Peak calling was performed by MACS2 with a *p*-value threshold of 1E-10. ChIP-seq signal in a specific region was calculated by the normalized RPM. Briefly, ChIP-seq reads aligning to the region were extended by 100 bp and the density of reads per bp was calculated using featureCounts v2.0.2. The density of reads in each region was normalized to the total number of million mapped reads, producing read density in units of reads per million mapped reads per bp (RPM per bp). Differential p53 binding analysis between Type D and Type V cells was carried out using the DiffBind v3.1 tool in R. Differential regions were identified with fold change and *p*-value cutoffs, as indicated. The nearest gene of specific p53 peak was treated as the associated gene of p53, which was identified by the HOMER v4.11 module annotatePeaks.pl.

### Statistics and reproducibility

All analyses were performed in the Graphpad Prism 9 software package. For survival studies, log-rank (Mantel–Cox) tests were performed to determine significance. For SA-βGal contingency analysis, Fisher’s exact test was performed. For cyclophilin and ferroptosis inhibition experiments, one-way ANOVA followed by Dunnett’s multiple comparison tests were performed. For proximity ligation assay experiments, one-way ANOVA followed by Tukey’s multiple comparison tests were performed. For all remaining experiments, unpaired Student’s *t*-tests were performed to determine significance, as indicated. No statistical method was used to predetermine sample size. No data were excluded from the analyses. Allocation of mice into experimental groups was randomized. Other experiments were not randomized. Researchers were not blinded to sample identity and group except for histopathological assessments of necrosis, fibrosis, and senescence. For Fig. 1c, f, the experiments were conducted once on at least 3 separate mice per experimental group, with similar results. For Fig. 1h, the experiment was conducted once on 3 separate mice, with similar results. For Fig. 3d, the experiment was conducted at least 2 times on independent cell lines per SCLC subtype, with similar results. For Fig. 3h, the experiment was conducted 2 times on 3 independent cell lines, with similar results. For Fig. 3i, the experiment was conducted once on 2 independent cell lines per SCLC subtype, with similar results. For Fig. 3j, the experiment was conducted once on 3 independent cell lines, with similar results. For Fig. 3k, the experiment was conducted once on 2 independent Type D cell lines, with similar results. For Fig. 3l, the experiment was conducted three times, with similar results. For Fig. 4g, h, the experiments were conducted once. For Figs. 5k–o, the experiments were conducted once. For Supplementary Fig. 1, experiment was conducted once. For Supplementary Fig. 2a, experiment was conducted once in 8 *RP*^*TR*^*R2* independent cell lines, with similar results. For Supplementary Fig. 2b, experiment was conducted once with at least two independent cell lines per experimental group, with similar results. For Supplementary Fig. 2e, experiment was conducted once in 8 *RP*^*TR*^*R2* independent cell lines, with similar results. For Supplementary Fig. 4e, the experiment was conducted once on 2 independent cell lines per SCLC subtype, with similar results. For Supplementary Fig. 4f, the experiment was conducted once on 3 independent cell lines, with similar results. For Supplementary Fig. 5d, experiment was conducted once on 2 independent cell lines, with similar results. For Supplementary Fig. 6d, experiment was conducted two times, with similar results. For Supplementary Fig. 10d, the experiment was conducted once on 3 independent cell lines, with similar results. For Supplementary Fig. 11a, experiment was conducted once. For Supplementary Fig. 11b, experiment was conducted once on 3 independent cell lines, with similar results. For Supplementary Fig. 12f, experiment was conducted once on 2 independent Type D cell lines, with similar results. For Supplementary Fig. 13a, experiment was conducted once. For Supplementary Fig. 14a, experiment was conducted once on 3 independent cell lines per SCLC subtype, with similar results. For Supplementary Fig. 14b, the experiment was conducted once on 2 independent cell lines per SCLC subtype, with similar results. For Supplementary Fig. 14c, experiment was conducted once. For Supplementary Fig. 18a, experiment was conducted once.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Info

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Data 1

## Data Availability

RNA and ChIP sequencing data associated with this study have been deposited in the Gene Expression Omnibus (GEO) under accession number: GSE231705. There are no restrictions on these data. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: p53 restoration in small cell lung cancer identifies a latent cyclophilin-dependent necrosis mechanism
**Source:** Nat Commun. 2023 Jul 21;14:4403. doi: 10.1038/s41467-023-40161-9
**Supplement:** Supplementary file 1 — Supplementary Info

# **p53 restoration in small cell lung cancer identifies a latent cyclophilin-dependent necrosis mechanism**

Jonuelle Acosta<sup>1,2</sup>, Qinglan Li<sup>1</sup>, Nelson F. Freeburg<sup>1,2</sup>, Nivitha Murali<sup>1</sup>, Alexandra Indeglia<sup>3</sup>, Grant P. Grothusen<sup>1,2</sup>, Michelle Cicchini<sup>1</sup>, Hung Mai<sup>1</sup>, Amy C. Gladstein<sup>1,2</sup>, Keren M. Adler<sup>1,2</sup>, Katherine R. Doerig<sup>1,2</sup>, Jinyang Li<sup>1</sup>, Miguel Ruiz-Torres<sup>1</sup>, Kimberly L. Manning<sup>1</sup>, Ben Z. Stanger<sup>2,4</sup>, Luca Busino<sup>1,2,4</sup>, Maureen Murphy<sup>2,5</sup>, Liling Wan<sup>1,2,4</sup>, David M. Feldser<sup>1,2,4,\*</sup>

**Supplementary Figures 1-18**

**Supplementary Table 1**

## Supplementary Figure 1

a

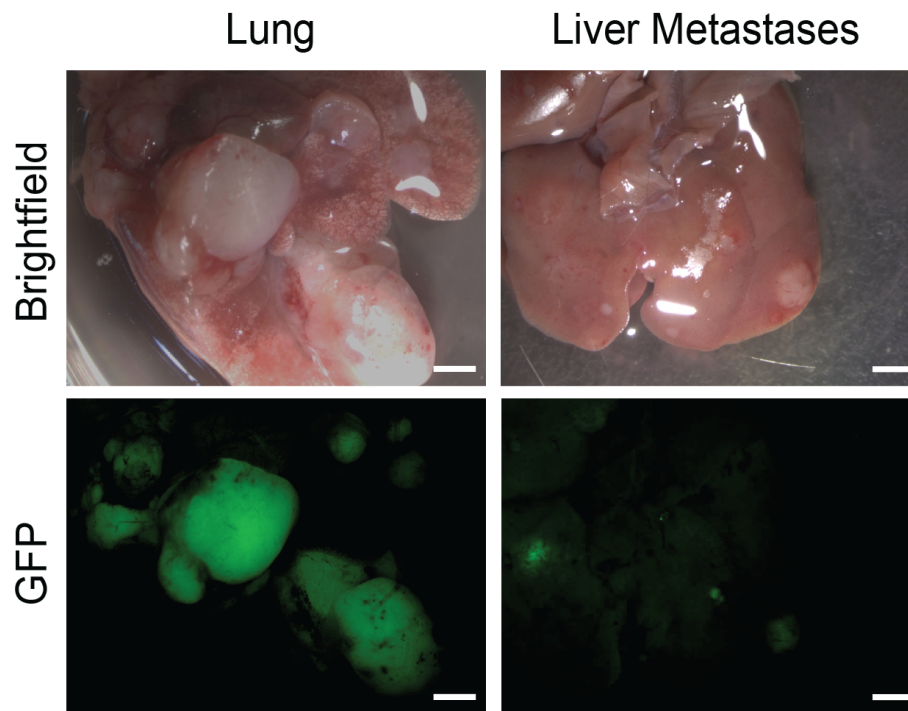

**Supplementary Fig. 1. *RP<sup>R</sup>R2* animals succumb to rare *RP<sup>TR</sup>R2* GFP+ cells that escape tamoxifen-induced p53 restoration. (A)** Brightfield and fluorescent micrographs of lungs and liver metastases from *RP<sup>R</sup>R2* mouse treated with tamoxifen for 14 weeks. Scale bars: 4.4mm.

## Supplementary Figure 2

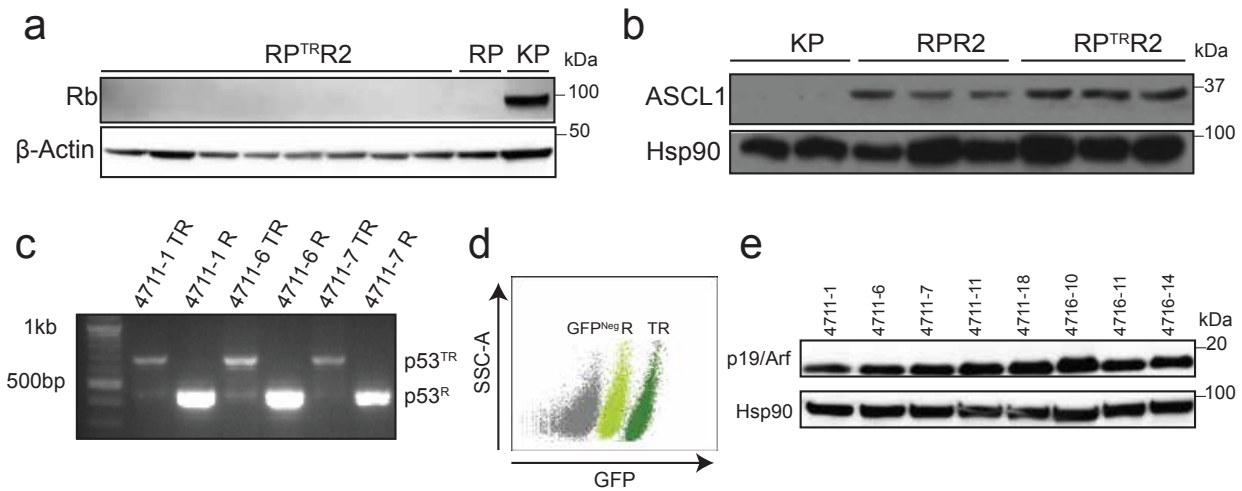

**Supplementary Fig. 2. RP<sup>TRR2</sup> cell lines recapitulate features of SCLC and express p19/Arf.** (A) Immunoblot analysis for Rb in RP<sup>TRR2</sup> tumor-derived cell lines. RP and KP cell lines used as negative and positive controls for Rb expression, respectively. β-actin used as loading control. (B) Immunoblot analysis for expression of the neuroendocrine marker, ASCL1, in RP<sup>TRR2</sup> tumor-derived cell lines. KP and RPR2 cell lines used as negative and positive controls for ASCL1 expression, respectively. Hsp90 used as loading control. (C) PCR-based detection of p53<sup>TR</sup> and p53<sup>R</sup> alleles in RP<sup>TRR2</sup> cell lines (n=3) after 24hrs of 4-OHT treatment. (D) Detection of GFP reporter expression from TR alleles in RP<sup>TRR2</sup> cell lines by flow cytometry analysis. KP cell line used as GFP<sup>neg</sup> control. Representative of n=8 cell lines. (E) Immunoblot analysis for p19/Arf in RP<sup>TRR2</sup> tumor-derived cell lines. Hsp90 is loading control. Source data are provided as a Source Data file.

Supplementary Figure 3

a

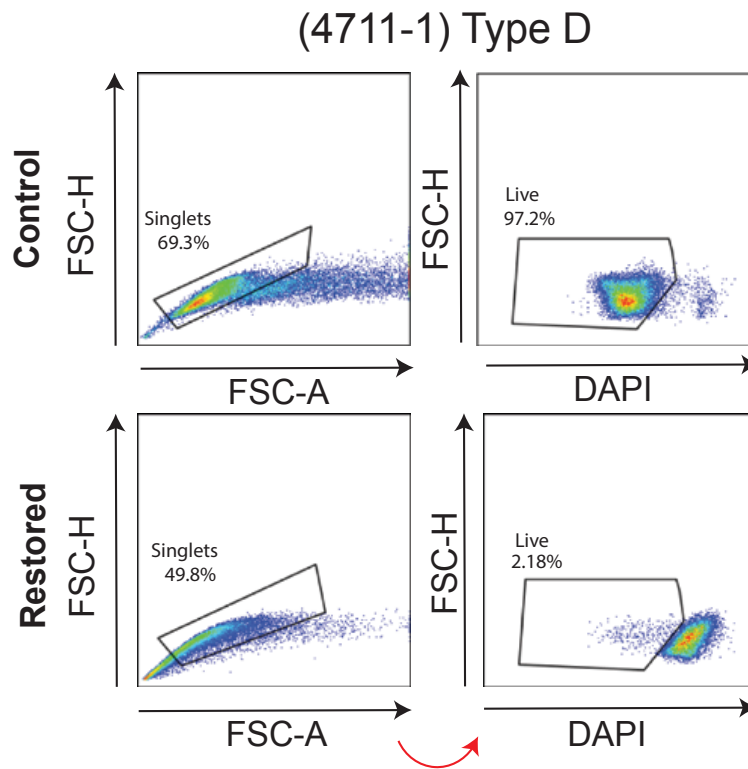

b

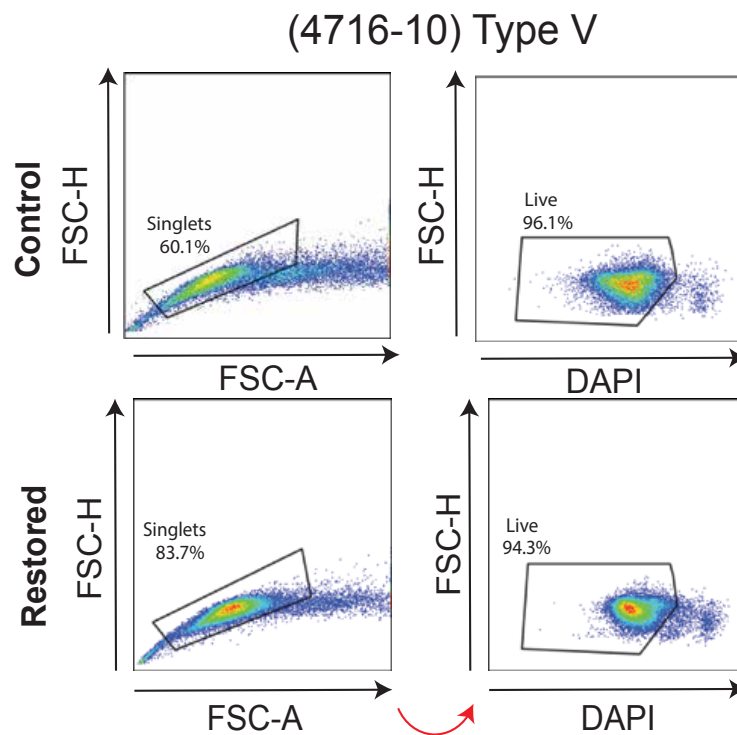

**Supplementary Fig. 3. Gating scheme for cell viability assays.** (A,B) Gating strategy for determining cell viability after p53 reactivation in Type D (4711-1) and Type V (4716-10) cells. Doublets are excluded based on FSC properties. DAPI-negative cells indicate percentage of live cells.

Supplementary Figure 4

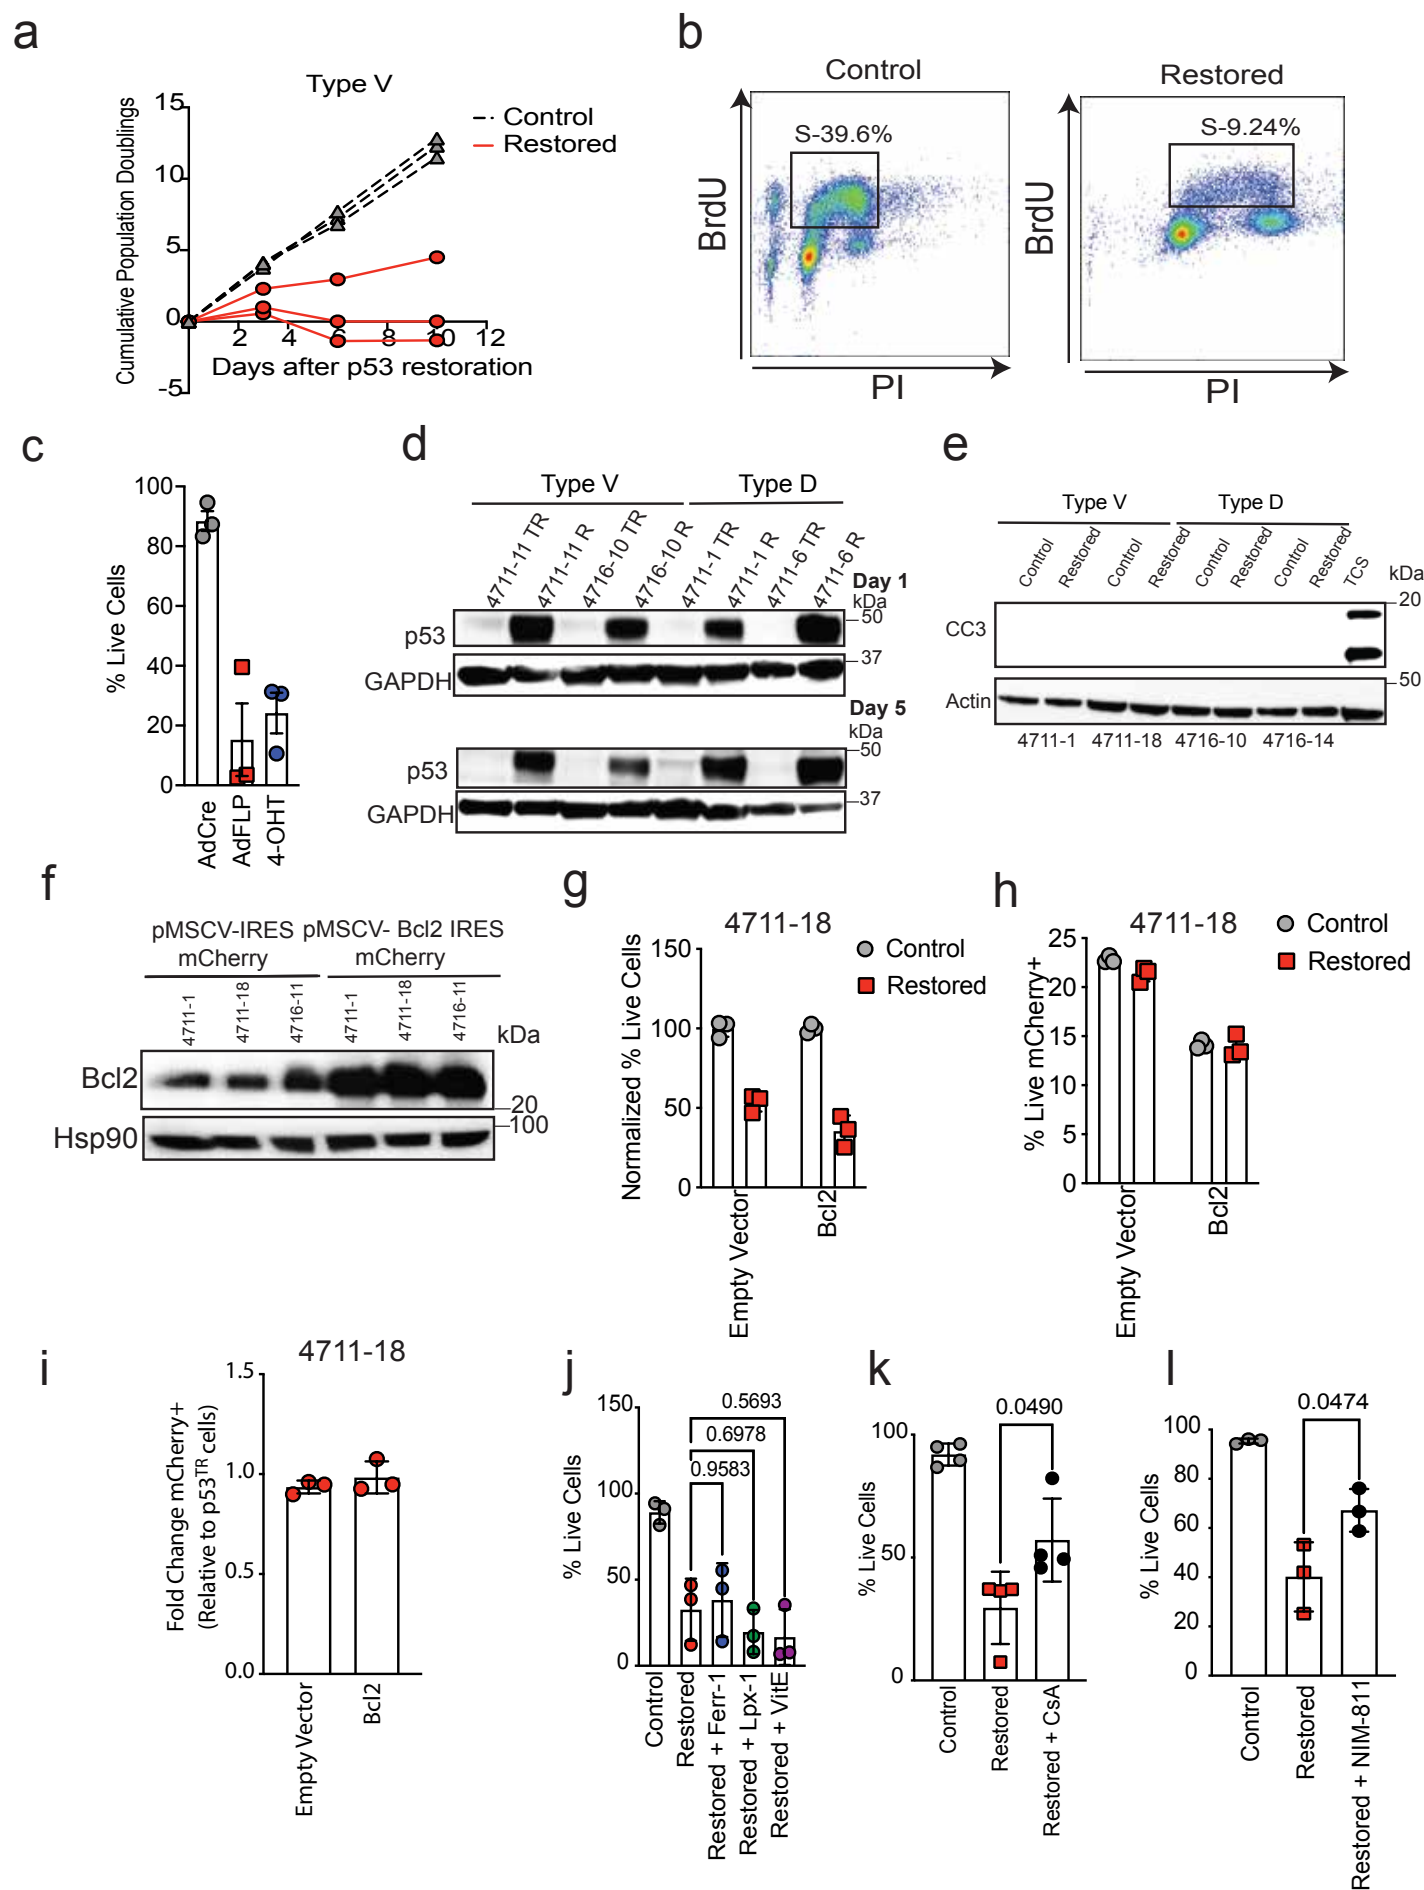

**Supplementary Fig. 4. p53-reactivation induces cyclophilin-mediated death or senescence in tumor-derived SCLC cell lines.** (A) Cumulative population doublings of Type V (4711-11, 4716-10, 4716-14) cells in **Fig.3F**. 150,000 cells plated for n=3 Type V cell lines at t=0 hrs. 150,000 cells were re-plated at t=3 days and t=6 days. Each symbol represents the mean of n=3 technical replicates per Type V cell line. (B) Flow cytometry plots of BrdU incorporation in Type V cells in **Fig.3G**. Percentage of cells in S-phase (BrdU+) was calculated in Type V cells (n=3) 72hrs after 4-OHT treatment. (C) Flow cytometry-assisted cell viability assay in Type D cells 4 days after 4-OHT treatment, or Ad:FlpO treatment. Ad:CMV-Cre treatment used as a negative control for p53 reactivation. Each symbol represents the mean of n=3 technical replicates from a Type D cell line. Distinct Type D cell lines (4711-1, 4711-6, 4716-11) were used as biological replicates. Error bars represent mean  $\pm$  SEM. (D) Immunoblot analysis for expression of p53 in Type V (4711-11, 4716-10) and Type D (4711-1, 4711-6) cell lines one or five days after 4-OHT treatment. n=2 representative cell lines used per cell line. GAPDH used as loading control. (E) Immunoblot analysis for apoptosis markers in Type V (4716-10, 4716-14) and Type D (4711-1, 4711-18) cells 24 hours after 4-OHT treatment. Positive control (TCS) treated with TNF- $\alpha$  (1 $\mu$ g/mL), Smac mimetic (SM-164; 100nM), and cyclohexamide (10 $\mu$ g/mL) for 8 hours. Actin is loading control. (F) Immunoblot analysis for Bcl2 from Type D (4711-1, 4711-18, 4716-11) cells transduced with pMSCV-IRES mCherry or pMSCV-Bcl2 IRES mCherry. Hsp90 is loading control. (G) Flow cytometry-assisted cell viability assay in representative Type D (4711-18) cell line overexpressing Bcl2 after 3 days of 4-OHT treatment. Live cell percentage determined by quantification of DAPI negative population; n=3 replicates. Error bars represent mean  $\pm$  s.d. Experiment was conducted in n=2 independent Type D cell lines. (H,I) Percentage (h) and fold change (i) in the proportion of mCherry-positive live cells shown in (g). (J) Type D cells were treated with 4-OHT and ferroptosis inhibitors for 4 days. Percentage of live cells was determined using flow cytometry by quantification of DAPI negative population. Each symbol represents the mean of n=3 technical replicates from a Type D cell line. Distinct Type D cell lines (4711-6, 4711-18, 4716-11) were used as biological replicates. Statistical significance was determined by one-way ANOVA followed by Dunnett's multiple comparison test. Error bars represent mean  $\pm$  s.d (K) Type D cells were treated with 4-OHT and CsA for 3-5 days. Percentage of live cells was determined using flow cytometry by quantification of DAPI negative population. Each symbol represents the mean of n=3 technical replicates from a Type D cell line. Distinct Type D cell lines (4711-1, 4711-6, 4711-18, 4716-11) were used as biological replicates. Statistical significance was determined by two-tailed Student's *t*-test. Error bars represent mean  $\pm$  s.d. (L) Type D cells were treated with 4-OHT and NIM-811 for 3 days. Percentage of live cells was determined using flow cytometry by quantification of DAPI negative population. Each symbol represents the mean of n=3 technical replicates from a Type D cell line. Distinct Type D cell lines (4711-1, 4711-18, 4716-11) were used as biological replicates. Statistical significance was determined by two-tailed Student's *t*-test. Error bars represent mean  $\pm$  s.d. Source data are provided as a Source Data file.

Supplementary Figure 5

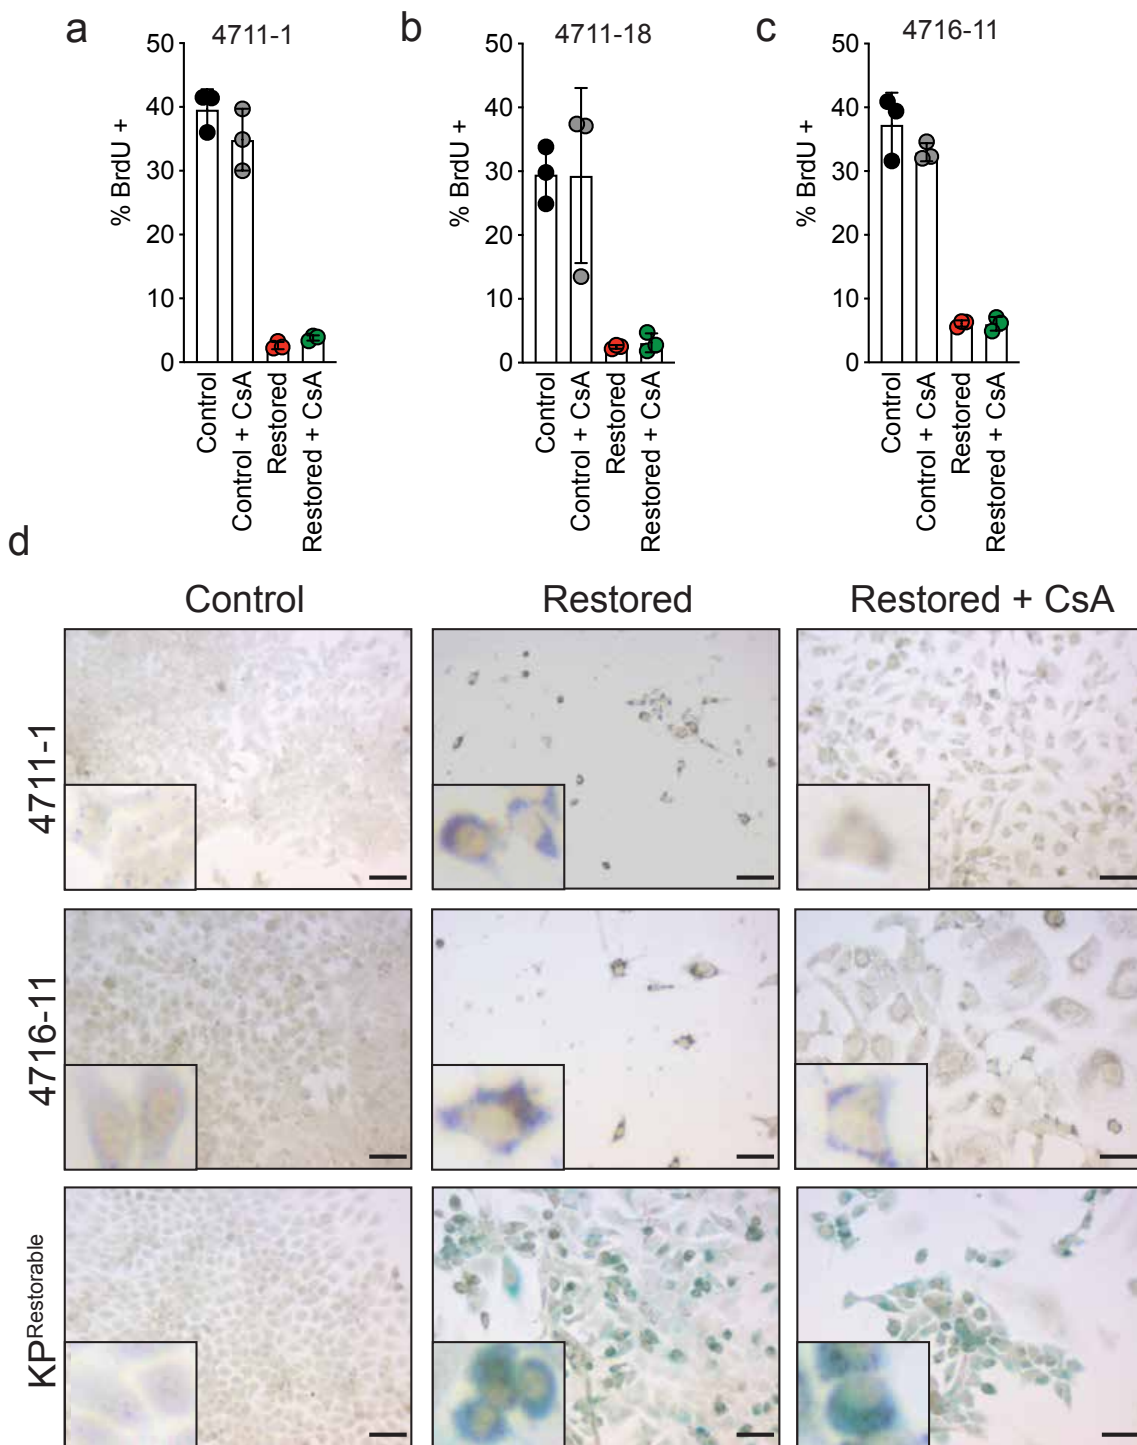

**Supplementary Fig. 5. Cyclophilin inhibition does not promote cell proliferation in Type D SCLC.** (A-C) Quantification of BrdU+ cells 72 hours after 4-OHT and CsA treatment in Type D cell lines (4711-1, 4711-18, 4716-11). Each symbol represents a technical replicate (n=3). Error bars represent mean  $\pm$  s.d. (D) Brightfield photomicrographs of SA- $\beta$ -Gal stained Type D (4711-1, 4716-11) cells after 4-OHT and CsA treatment. KP<sup>Restorable</sup> cell line used as a positive control for SA- $\beta$ -Gal staining. Scale bars, 25 $\mu$ m; insets are magnified 5 $\times$ . Source data are provided as a Source Data file.

Supplementary Figure 6

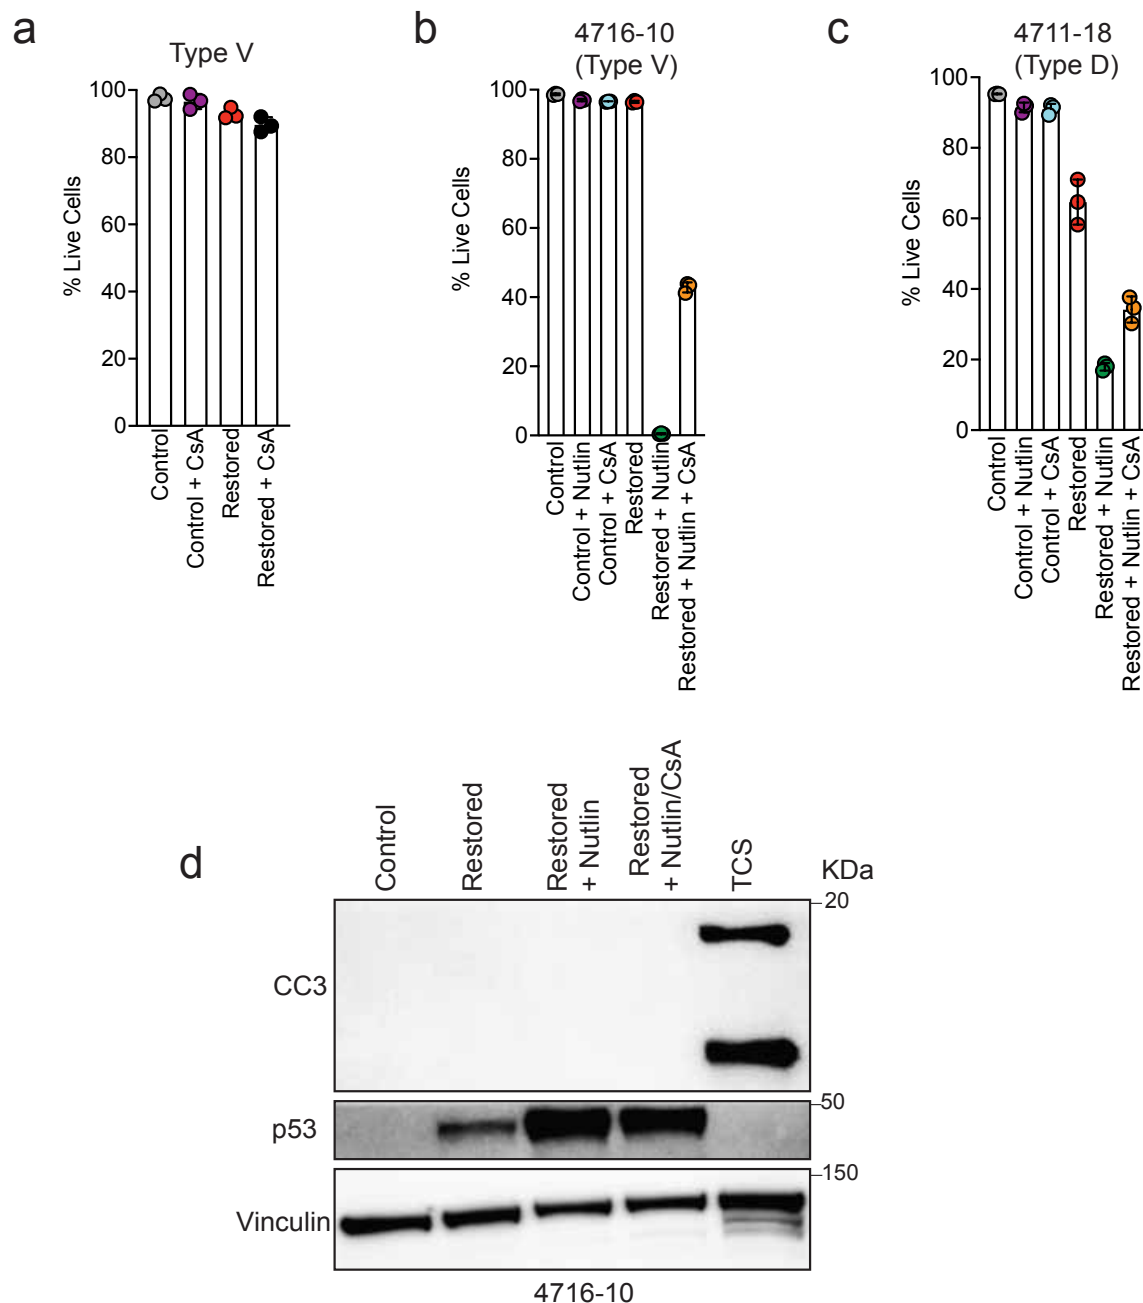

**Supplementary Fig. 6. Nutlin-3a sensitizes SCLC cells to p53-mediated death.** (A) Type V (4711-11, 4716-10, 4716-14) cells were treated with 4-OHT and CsA for 3 days. Percentage of live cells was determined using flow cytometry by quantification of DAPI negative population. Each symbol represents a biological replicate of n=3 Type V cell lines. Error bars represent mean  $\pm$  s.d. (B,C) Representative Type V (4716-10) and Type D (4711-18) cells were treated with 4-OHT, CsA, and/or Nutlin-3a for 3 days. Percentage of live cells was determined using flow cytometry by quantification of DAPI negative population; n=3 technical replicates. Error bars represent mean  $\pm$  s.d. Experiment was conducted twice per SCLC subtype. (D) Immunoblot analysis for apoptotic marker and p53 in representative SCLC cell line treated with 4-OHT, Nutlin-3a, and/or CsA for 48hrs. Vinculin is loading control. Source data are provided as a Source Data file.

Supplementary Figure 7

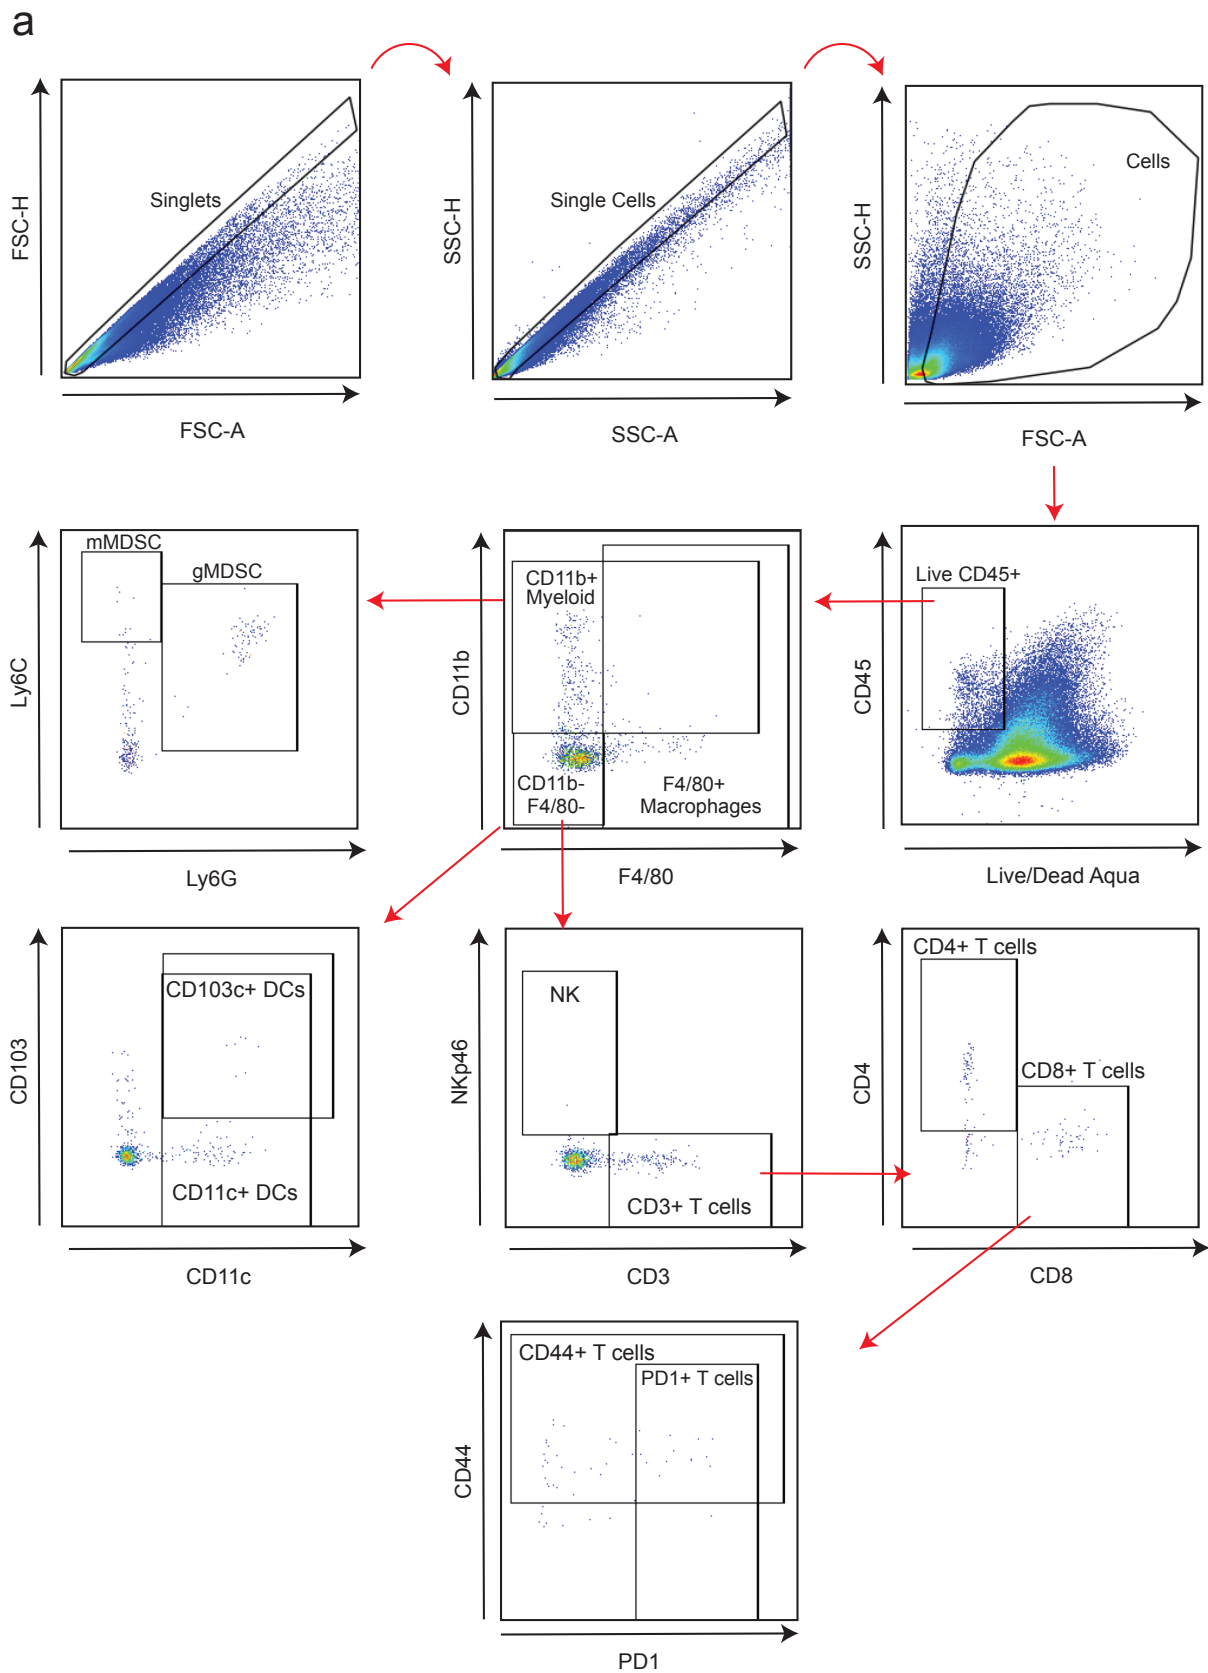

**Supplementary Fig. 7. Gating scheme for *in vivo* immune infiltration. (A)** Gating strategy for quantifying immune cell infiltration 72 hrs after p53 reactivation in *RP<sup>TR</sup>R2* mice. Doublets and debris are excluded based on FSC and SSC properties. Live immune cells are identified based on CD45+ and Live/Dead Aqua -. Immune cell populations are classified as follows: F4/80+ Macrophages (CD45+F480+), CD11b+ Myeloid cells (CD45+CD11b+), granulocytic Myeloid-derived suppressor cells (gMDSC: CD45+CD11b+ Ly6G+Ly6C+), monocytic Myeloid-derived suppressor cells (mMDSC: CD45+CD11b+ Ly6G-Ly6C+), CD11c+ Dendritic Cells (DCs: CD45+CD11b-F480-CD11c+), CD103+ DCs (CD45+CD11b-F480-CD11c+CD103+), Natural Killer cells (NK: CD45+CD11b-F480-CD3-NKp46+), CD3 T cells (CD45+CD11b-F480-CD3+NKp46-), CD4 T cells (CD45+CD11b-F480-NKp46-CD3+CD4+), CD8 T cells (CD45+CD11b-F480-NKp46-CD3+CD8+), CD44+ CD8 T cells (CD45+CD11b-F480-NKp46-CD3+CD8+CD44+), PD1+ CD8 T cells (CD45+CD11b-F480-NKp46-CD3+CD8+PD1+).

Supplementary Figure 8

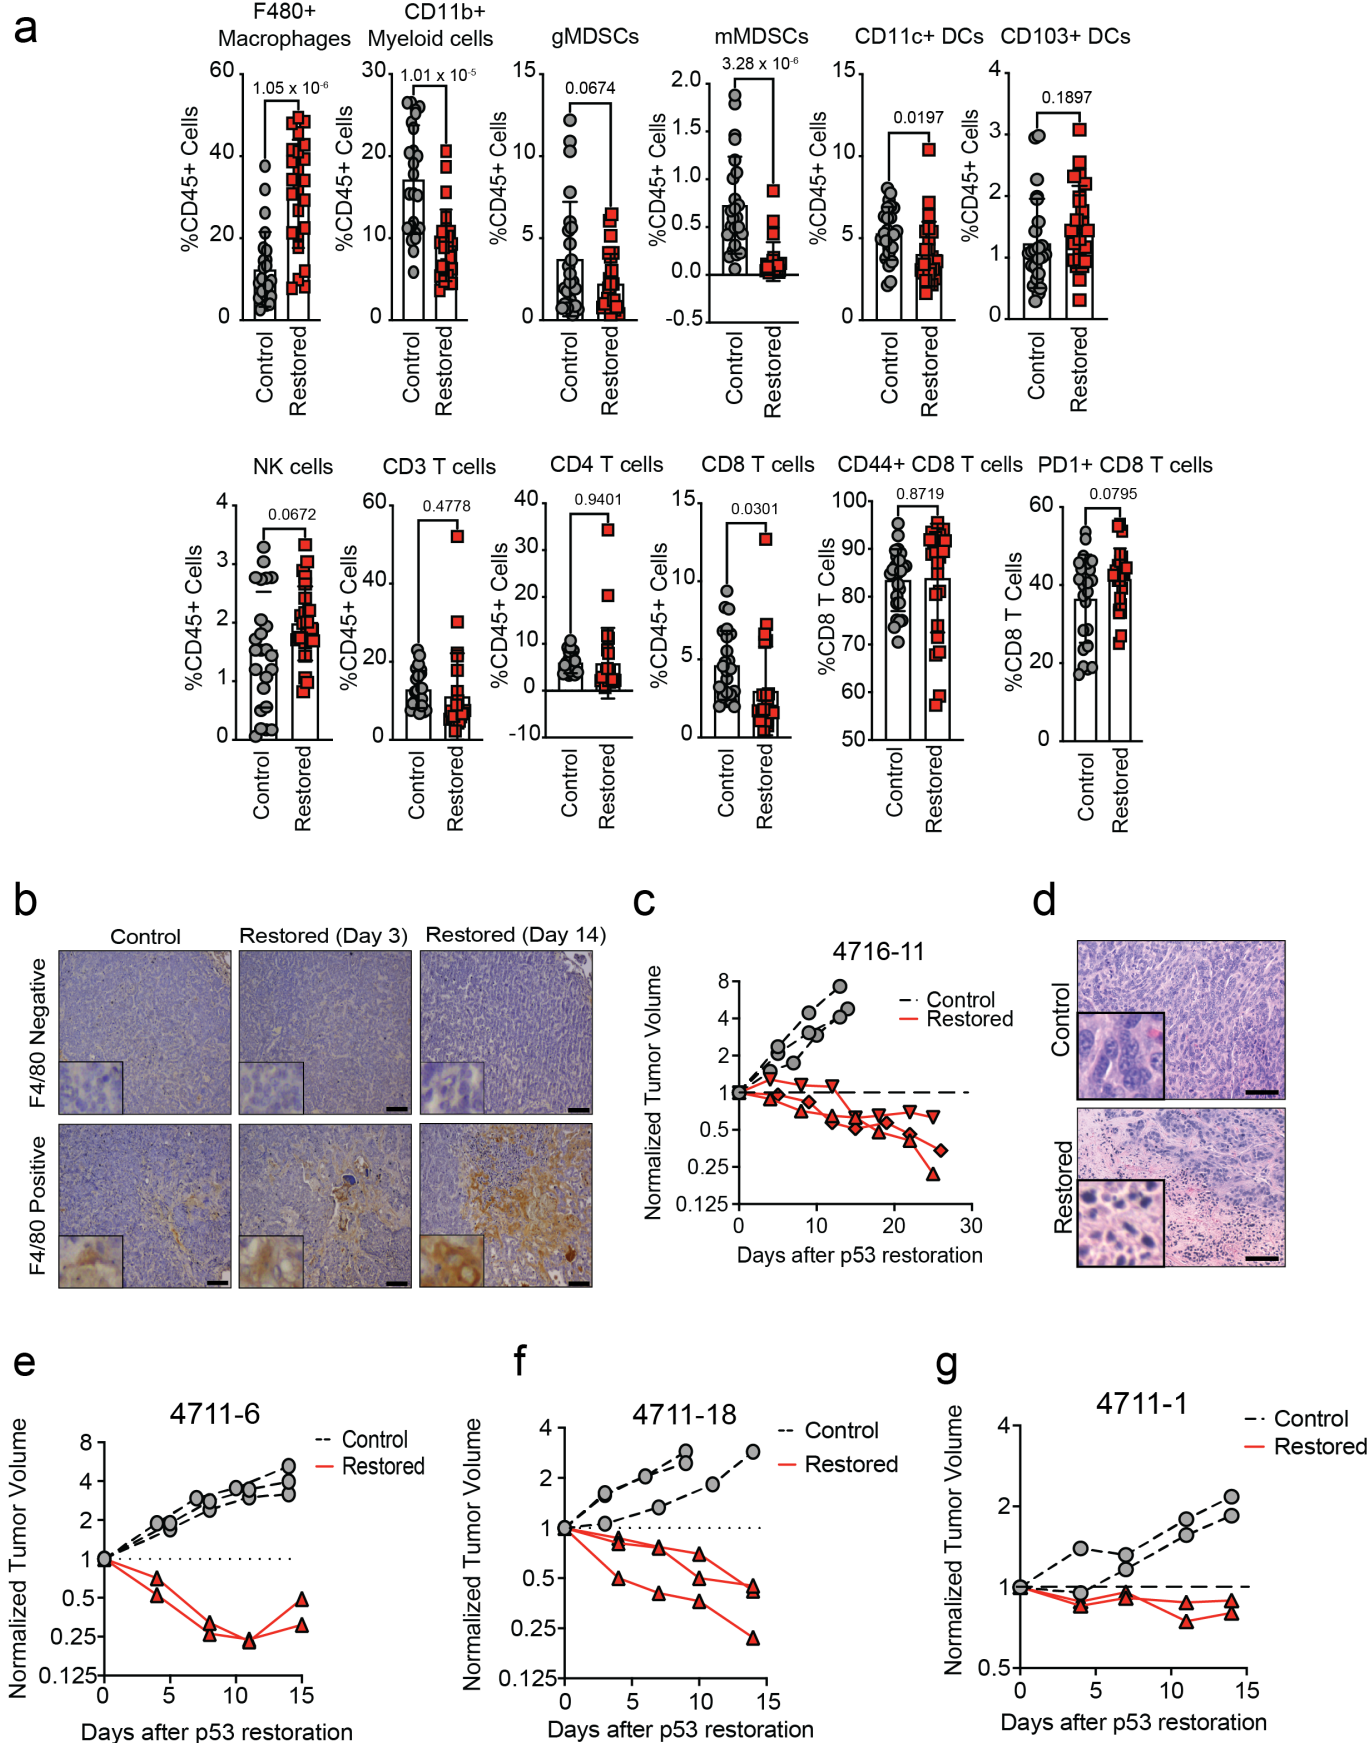

**Supplementary Fig. 8. p53 reactivation per se does not induce widespread immune inflammation to mediate Type D cell death.**(A) Flow cytometry analysis of macrophage, myeloid-derived suppressor cells (MDSCs), dendritic cells (DC), natural killer cells (NK), and T-cell infiltration in *RP<sup>TR</sup>R2* tumors 3 days after vehicle (Control) or tamoxifen (Restored) treatment. n=24 tumors from 4 Control mice, n= 24 tumors from 3 Restored mice. Statistical significance was determined by two-tailed Student's *t*-test. Error bars represent mean  $\pm$  s.d. (B) Representative photomicrographs for F4/80 IHC in Control or Restored *RP<sup>TR</sup>R2* tumors. Scale bars, 25 $\mu$ m; insets are magnified 5 $\times$  (C) Representative growth curve from Type D (4716-11) allograft tumor(s). Each line represents allograft tumors (n=3) of one Type D cell line. (D) Brightfield photomicrographs of allograft tumors generated from Type D cell line used in (c) 7 days after tamoxifen treatment. Each condition had n=2 tumors. Scale bars, 25 $\mu$ m. (E-G) Growth curve analyses from additional Type D (4711-6, 4711-18, 4711-1) allograft tumors. Experiment was conducted in n=3 Type D cell lines with at least n=2 tumors per treatment group. Source data are provided as a Source Data file.

Supplementary Figure 9

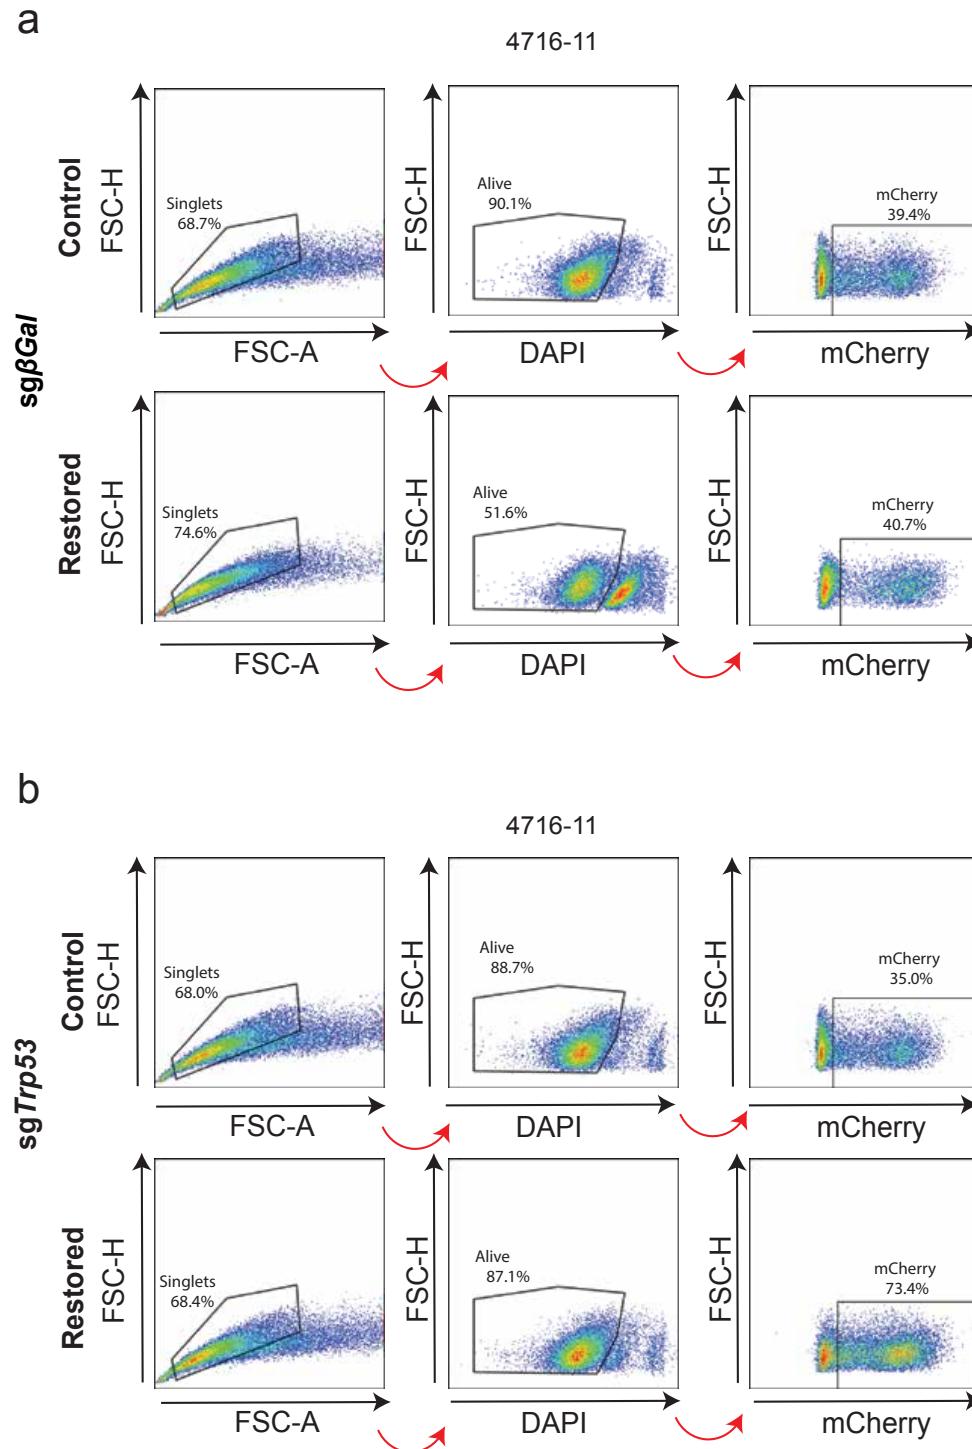

**Supplementary Fig. 9. Gating scheme for LentiCRISPRv2-mCherry CRISPR Screen. (A,B)** Gating strategy for enrichment for mCherry positive cells after p53 reactivation in Type D (4716-11) cells transduced with LentiCRISPRv2-mCherry constructs targeting  $\beta$ Gal (**a**) and *sgp53* (**b**). Doublets are excluded based on FSC properties. Dead cells are excluded based on DAPI staining. Percentage of mCherry positive cells from DAPI-negative population is calculated in control and restored samples to determine fold change in the proportion of mCherry-positive cells.

## Supplementary Figure 10

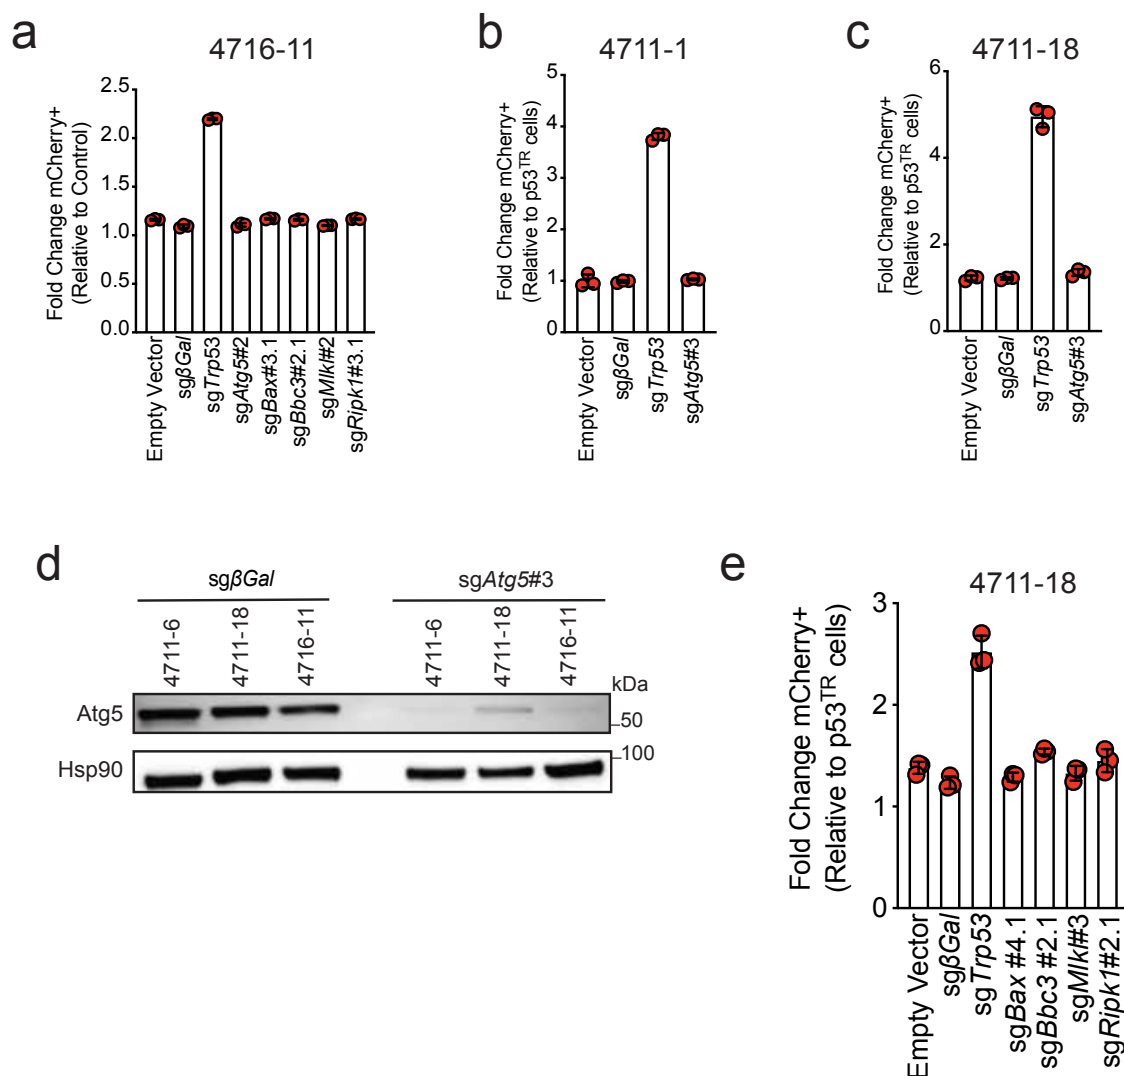

**Supplementary Fig. 10. CRISPR-mediated knockout of critical regulators of autophagy, apoptosis, and RIPK1-mediated necroptosis does not block p53-mediated death in Type D cells.** (A) Fold change in the proportion of mCherry-positive cells 72hrs after 4-OHT treatment in a Type D (4716-11) cell line expressing sgRNAs targeting distinct autophagy (*Atg5*), apoptosis (*Bax*, *Bbc3*) and necroptosis (*Mlk1*, *Ripk1*) regulators. Empty Vector, β-Gal, and a p53 targeting sgRNA used as controls. Each symbol represents a technical replicate (n=3). Error bars represent mean ± s.d. (B,C) Fold change in the proportion of mCherry-positive cells 4 days after 4-OHT treatment in two additional Type D (4711-1, 4711-18) cell lines expressing an sgRNA targeting *Atg5*. Empty Vector, β-Gal, and a p53 targeting sgRNAs used as controls. Each symbol represents a technical replicate (n=3). Error bars represent mean ± s.d. (D) Immunoblot analysis for *Atg5* in three distinct Type D (4711-6, 4711-18, 4716-11) cell lines expressing β-Gal or an *Atg5* targeting sgRNA. Hsp90 is loading control. (E) Fold change in the proportion of mCherry-positive cells 4 days after 4-OHT treatment in additional Type D (4711-18) cell line expressing sgRNAs targeting *Bax*, *Bbc3*, *Mlk1*, and *Ripk1*. Empty Vector, β-Gal, and a p53 targeting sgRNAs used as controls. Each symbol represents a technical replicate (n=3). Error bars represent mean ± s.d. Source data are provided as a Source Data file.

## Supplementary Figure 11

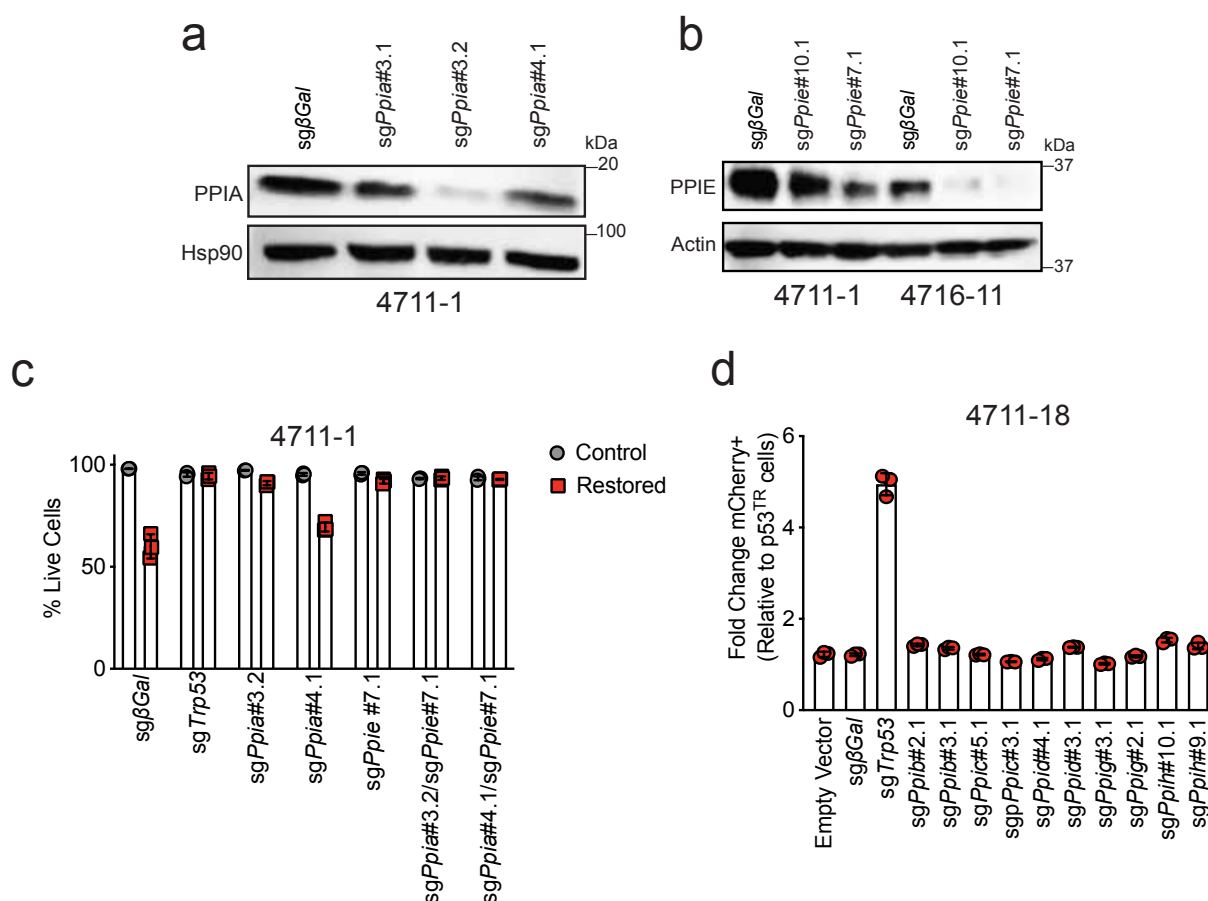

**Supplementary Fig. 11. Cyclophilins A and E are effectors of p53-mediated Type D cell death.** (A,B) Immunoblot analysis for cyclophilin A (a) and cyclophilin e (b) in Type D (4711-1,4716-11) cell lines expressing sgRNAs targeting  $\beta$ -Gal, *Ppia*, or *Ppie*. Hsp90 and actin are loading controls. (C) Flow cytometry-assisted cell viability assay in Type D (4711-1) cell line expressing sgRNAs targeting cyclophilin A, cyclophilin E, or both, 4 days after 4-OHT treatment. Live cell percentage determined by quantification of DAPI negative population.  $\beta$ -Gal, and a p53 targeting sgRNA used as controls. Each symbol represents a technical replicate (n=3). Error bars represent mean  $\pm$  s.d. (D) Fold change in the proportion of mCherry-positive cells 4 days after 4-OHT treatment in additional Type D (4711-18) cell line expressing sgRNAs targeting distinct cyclophilins. Empty Vector,  $\beta$ -Gal, and a p53 targeting sgRNA used as controls. Each symbol represents a technical replicate (n=3). Error bars represent mean  $\pm$  s.d. Source data are provided as a Source Data file.

Supplementary Figure 12

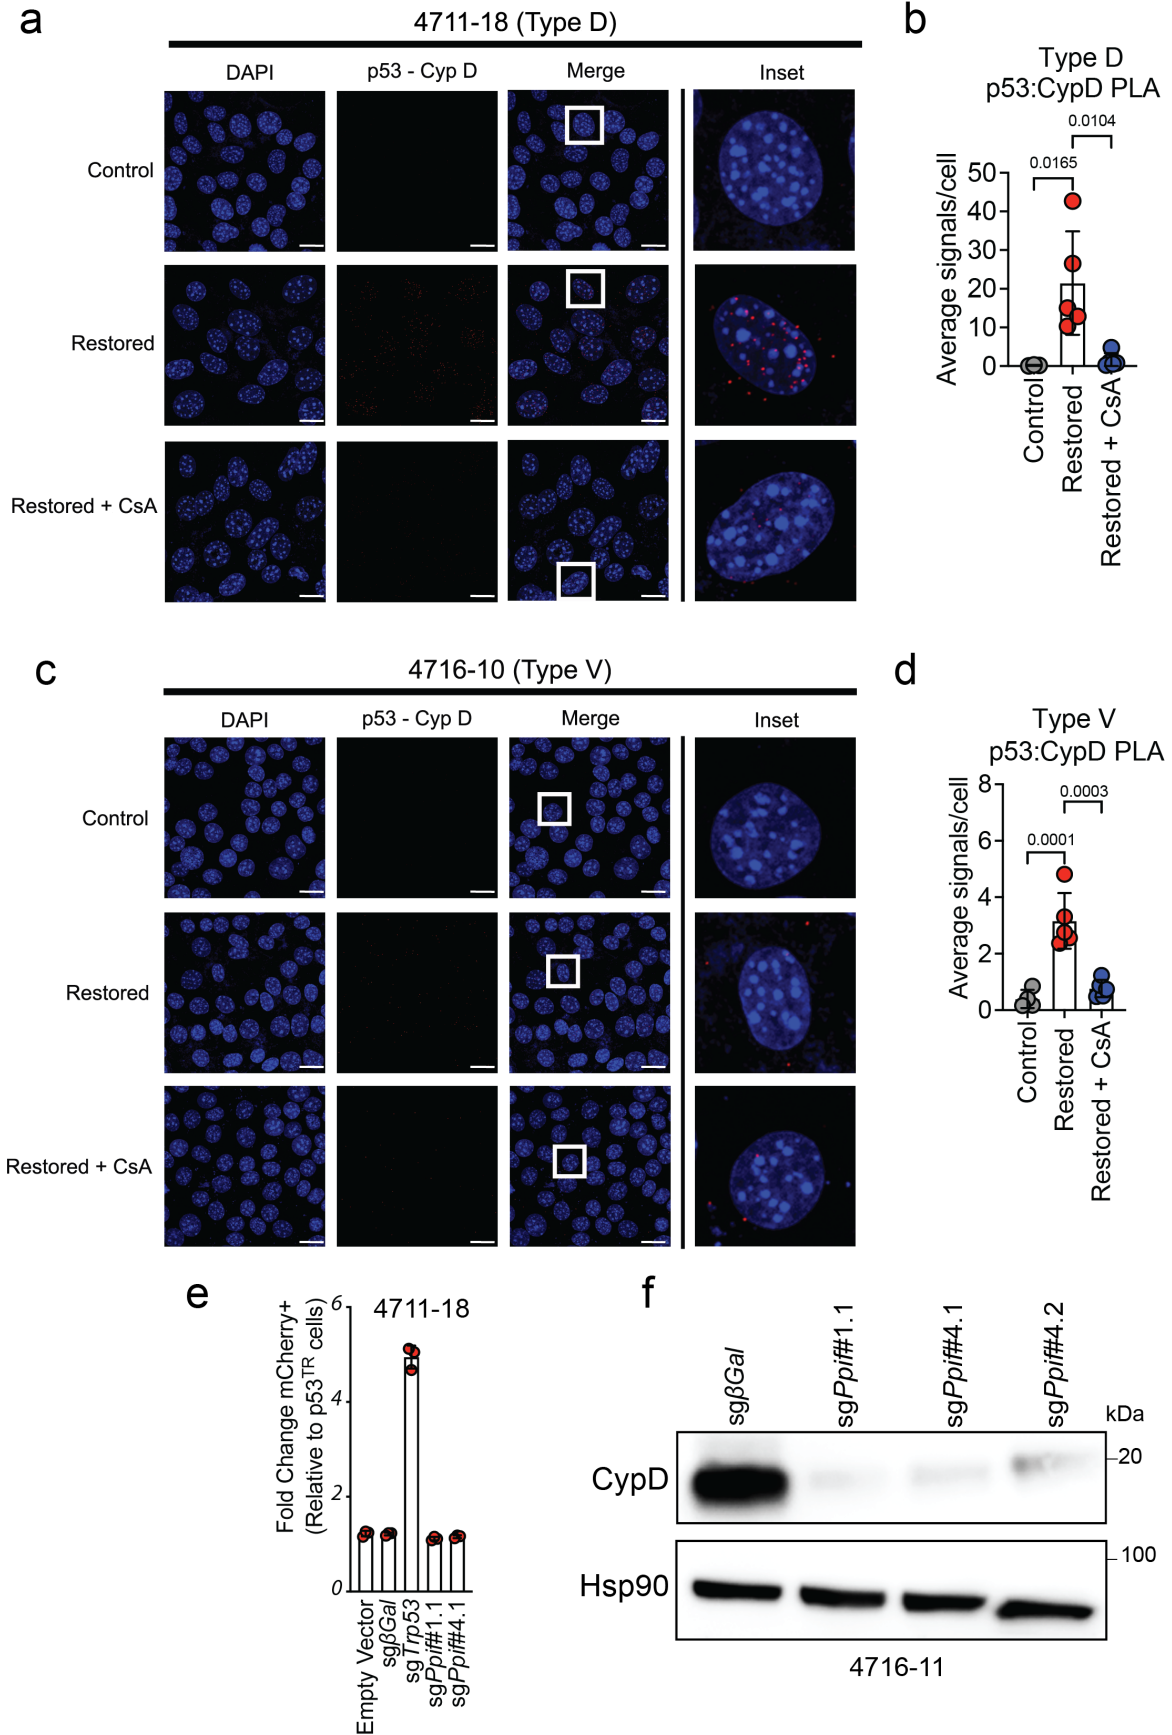

**Supplementary Fig. 12. Cyclophilin D is not required for p53-mediated death in Type D SCLC. (A-D)** Type D (4711-18) (a) and Type V (4716-10) cells (c) were treated with 4-OHT and CsA for 48 hours and p53-Cyclophilin D (CypD) interactions were assessed using proximity ligation assay. Representative images are shown for each condition (scale bar, 30µm). White boxes denote the enlarged insets. Quantification of the average number of PLA signals per cell shown in (b,d). Values are expressed as mean  $\pm$  SD.  $n = 3$ -5 random fields of view ( $>100$  cells). Statistical significance was determined by one-way ANOVA followed by Tukey's multiple comparisons test. (E) Fold change in the proportion of mCherry-positive cells 4 days after 4-OHT treatment in a representative Type D (4711-18) cell line expressing sgRNAs targeting exons 1 and 4 of the *Ppif* gene. Empty Vector,  $\beta$ -Gal, and a p53 targeting sgRNA used as controls. Each symbol represents a technical replicate ( $n=3$ ). Error bars represent mean  $\pm$  s.d. Conducted in  $n=2$  independent Type D cell lines. (F) Immunoblot analysis for cyclophilin D (CypD) in a Type D (4716-11) cell line expressing  $\beta$ -Gal or three distinct *Ppif* targeting sgRNAs. Hsp90 is loading control. Source data are provided as a Source Data file.

Supplementary Figure 13

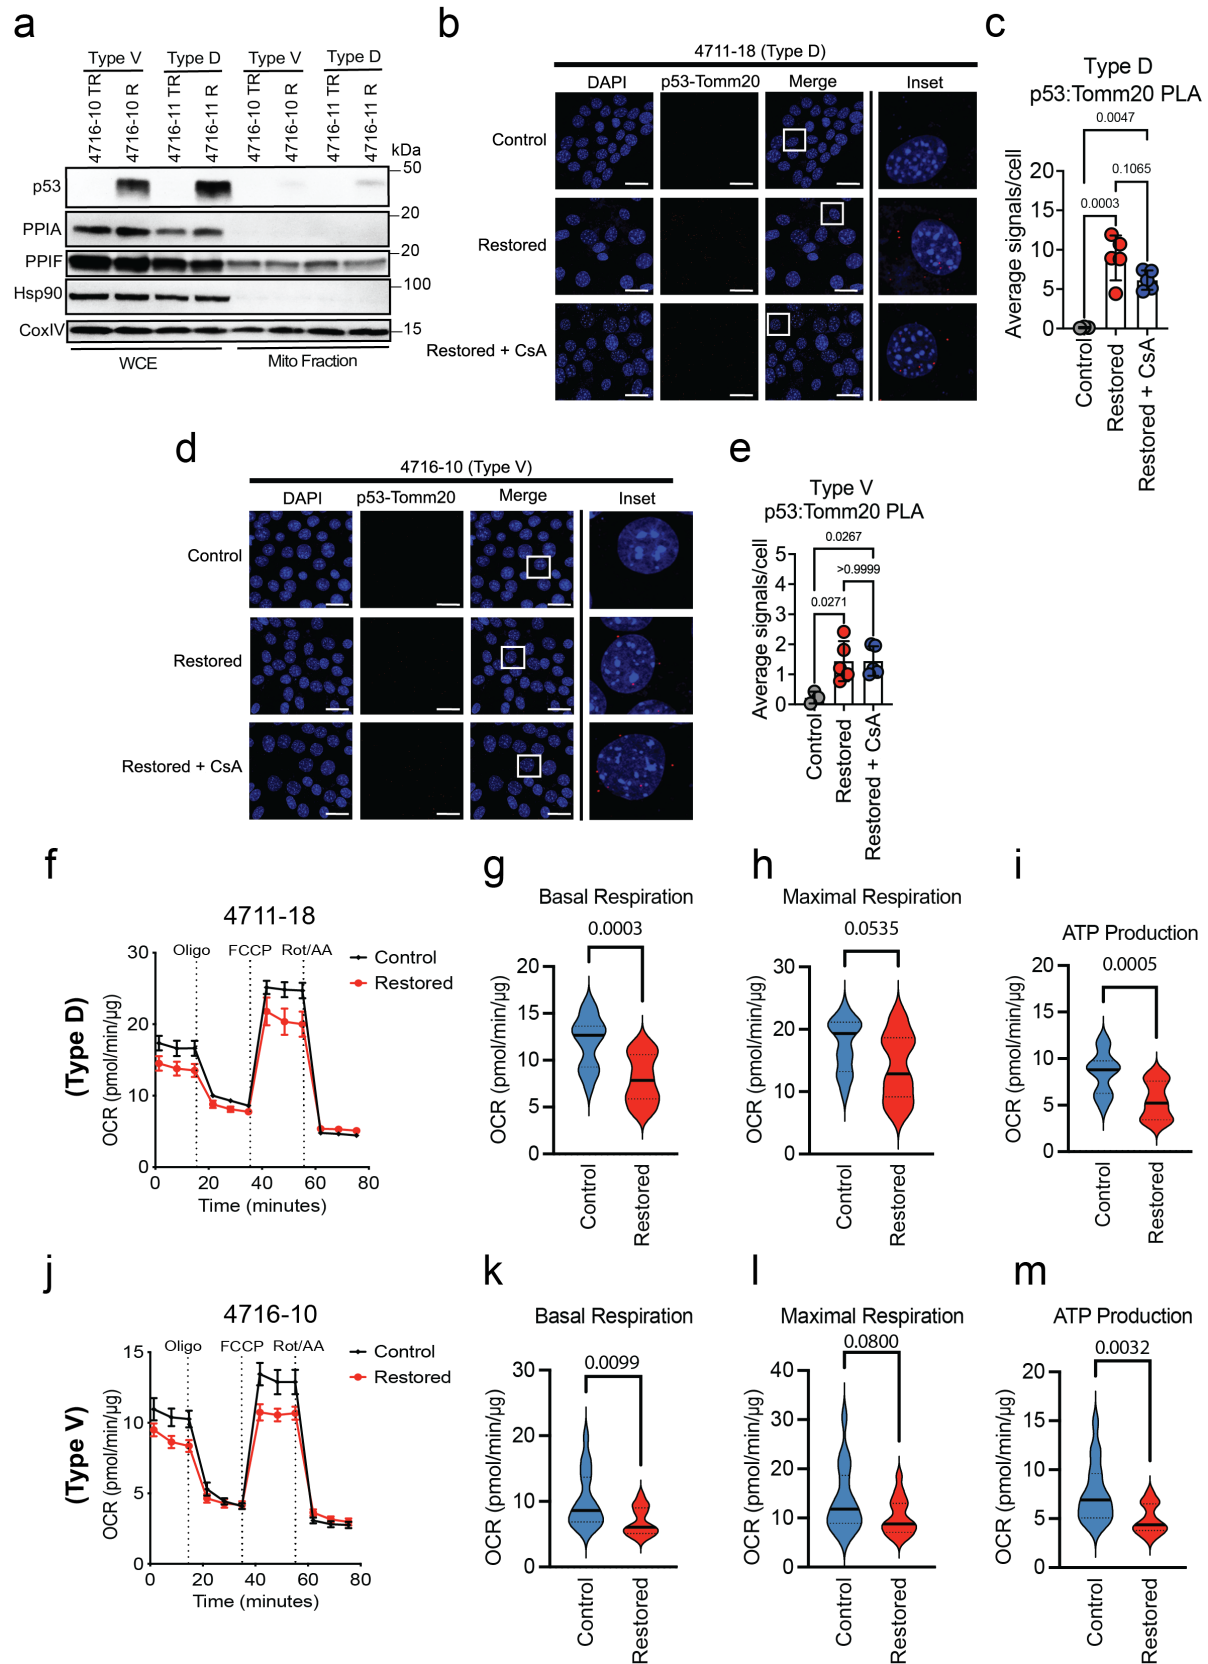

**Supplementary Fig. 13. p53 does not prominently associate with the mitochondria and mitochondria are not dysfunctional during Type D SCLC cell death.** (A) Immunoblot analysis from a Type D (4716-11) or Type V (4716-10) cell line for PPIA, PPIF, and p53 expression in whole cell extracts (WCE) and mitochondrial fractions after 4 days of 4-OHT treatment. Hsp90 used as loading control for WCE; COXIV used as a loading control for mitochondrial fraction. (B-E) Type D (4711-18) (b) and Type V (4716-10) cells (d) were treated with 4-OHT and CsA for 48 hours and p53-Tomm20 interactions were assessed using proximity ligation assay. Representative images are shown for each condition (scale bar, 30µm). White boxes denote the enlarged insets. Quantification of the average number of PLA signals per cell shown in (c,e). Values are expressed as mean  $\pm$  SD.  $n = 3-5$  random fields of view ( $>100$  cells). Statistical significance was determined by one-way ANOVA followed by Tukey's multiple comparisons test. Seahorse XF cell mitochondrial stress test assay performed in Type D (F) and Type V (J) cells after treatment with vehicle or 4-OHT. (F,J) OCR profile plots. (G,K) Basal respiration. (H,L) Maximal respiration. (I,M) ATP production. Relative oxygen consumption rate was normalized to protein abundance. Each symbol in OCR profile plots represents the mean of at least  $n=4$  technical replicates of three reading cycles. Statistical significance was determined by two-tailed Student's  $t$ -test. Error bars represent s.d. Experiment was conducted in  $n=3$  cell lines per subtype (Type D: 4711-6, 4711-18, 4716-11. Type V: 4711-7, 4716-10, 4716-14). Source data are provided as a Source Data file.

## Supplementary Figure 14

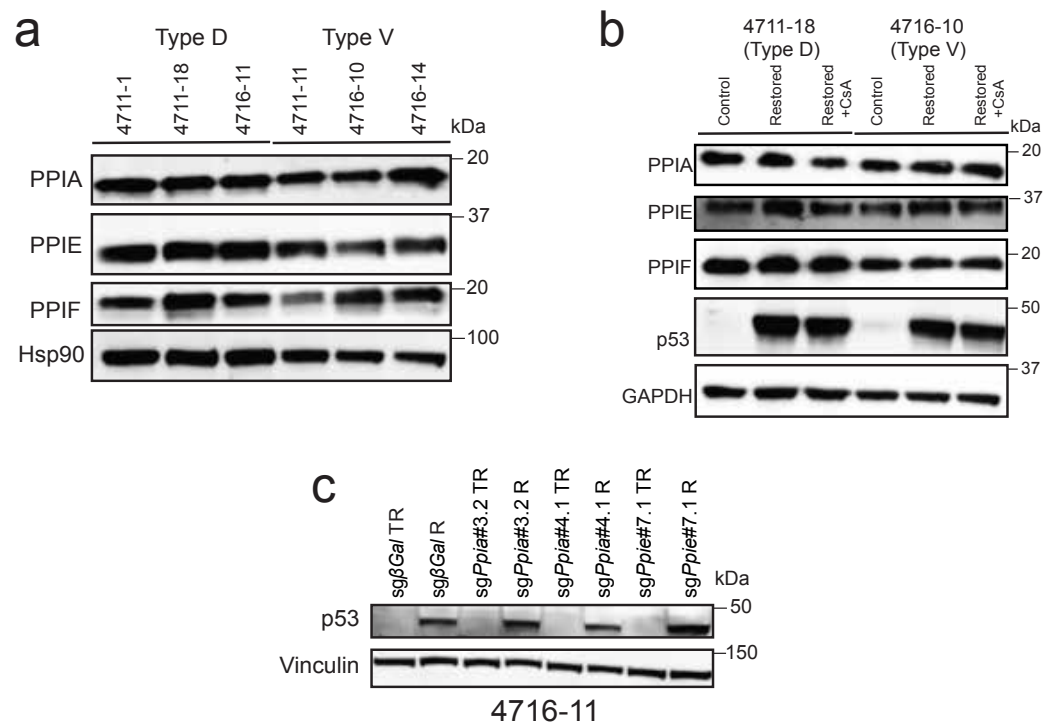

**Supplementary Fig. 14. Cyclophilins are similarly expressed across SCLC subtypes and do not prominently alter p53 stability.** (A) Immunoblot analysis for distinct cyclophilins in three distinct Type D (4711-1, 4711-18, 4716-11) or Type V cell lines. Hsp90 is loading control. (B) Immunoblot analysis for distinct cyclophilins and p53 in Type D (4711-18) or Type V (4716-10) cell lines 24hrs after 4-OHT and CsA treatment. GAPDH is loading control. (C) Immunoblot analysis for p53 in Type D (4716-11) cell line expressing sgRNAs targeting  $\beta$ -Gal, *Ppia*, or *Ppie* 72 hours after 4-OHT treatment. Source data are provided as a Source Data file.

Supplementary Figure 15

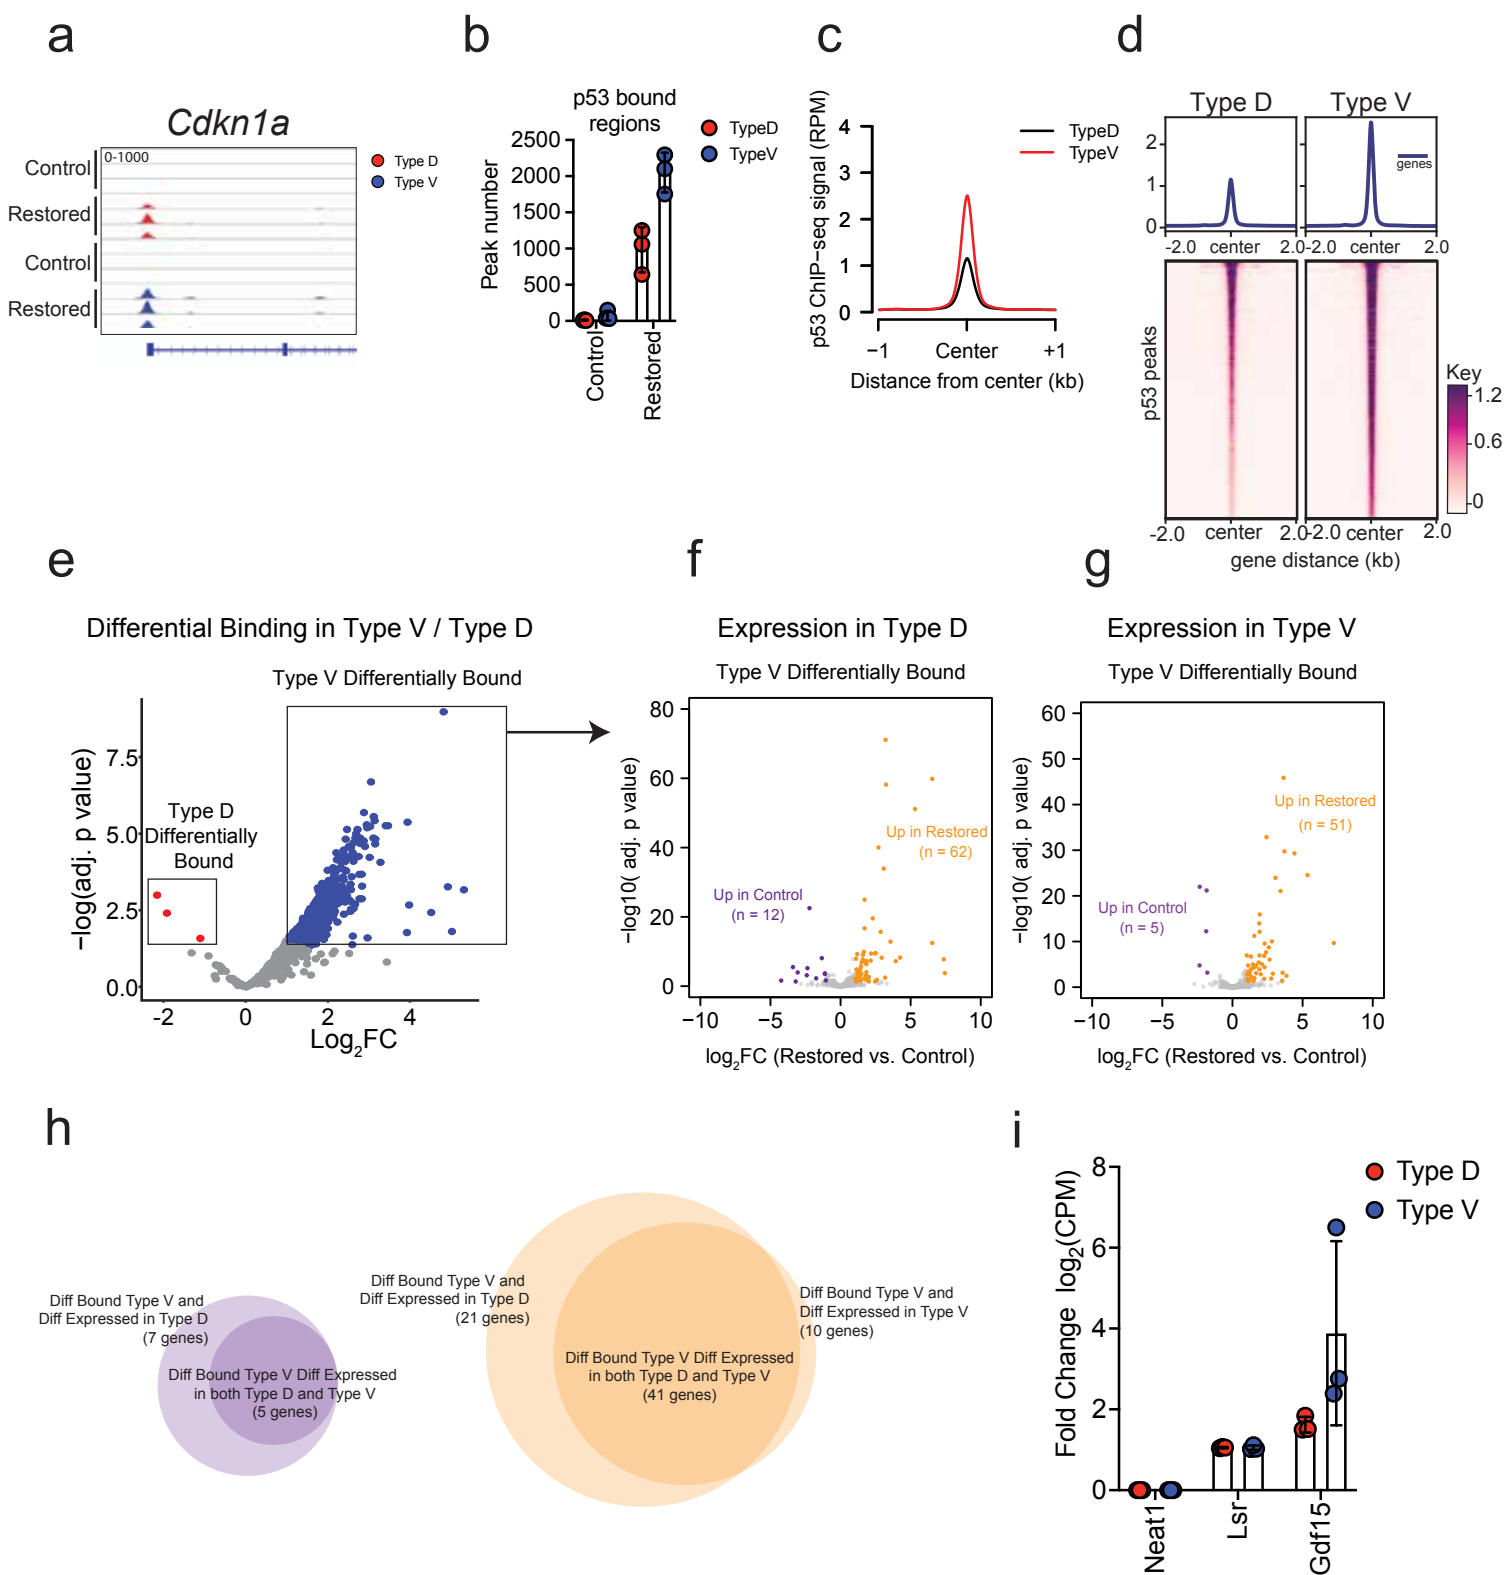

**Supplementary Fig. 15. p53 binding does not identify subtype-specific transcriptional programs.**

(A) Genome browser view of p53 ChIP-seq signal at a canonical p53-target gene, *Cdkn1a*. (B) Quantification of p53 bound regions in Control and Restored cells. n=3 for both Type D (4711-1, 4711-18, 4716-11) and Type V (4711-11, 4716-10, 4716-14) cells. (C) Comparison of p53 ChIP-seq signal between Type D and Type V cells. Data are centered on p53 bound peaks across a  $\pm 1$ kb window. (D) Heatmap representation of p53 bound chromatin peaks 48hrs after 4-OHT treatment in Type D (n=3) and Type V cells (n=3). Heatmaps are centered on p53-bound peaks across a  $\pm 2$ kb window. (E) Volcano plot of differentially p53 bound regions in Type V (n=1032 genomic regions; blue) and Type D (n=3 genomic regions; red) cells. (F,G) Volcano plots of RNA-sequencing gene expression from Type D (f) and Type V (g) cells of Type V differentially bound p53 regions identified in (e). Colored dots represent genes that are differentially enriched ( $\log_2$  fold-change greater-than 1 and false discovery rate (FDR)-adjusted *P*-value less-than 0.05) in Restored (orange) or Control (purple). (H) Venn diagrams comparing differentially bound Type V genes and their differential expression in Control (purple) or Restored (orange) cells. (I) Quantification of  $\log_2$  fold change in counts per million (CPM) of Type D differentially bound genes identified in (f) in Type D (n=3) and Type V (n=3) cells. Error bars represent mean  $\pm$  s.d. Source data are provided as a Source Data file.

Supplementary Figure 16

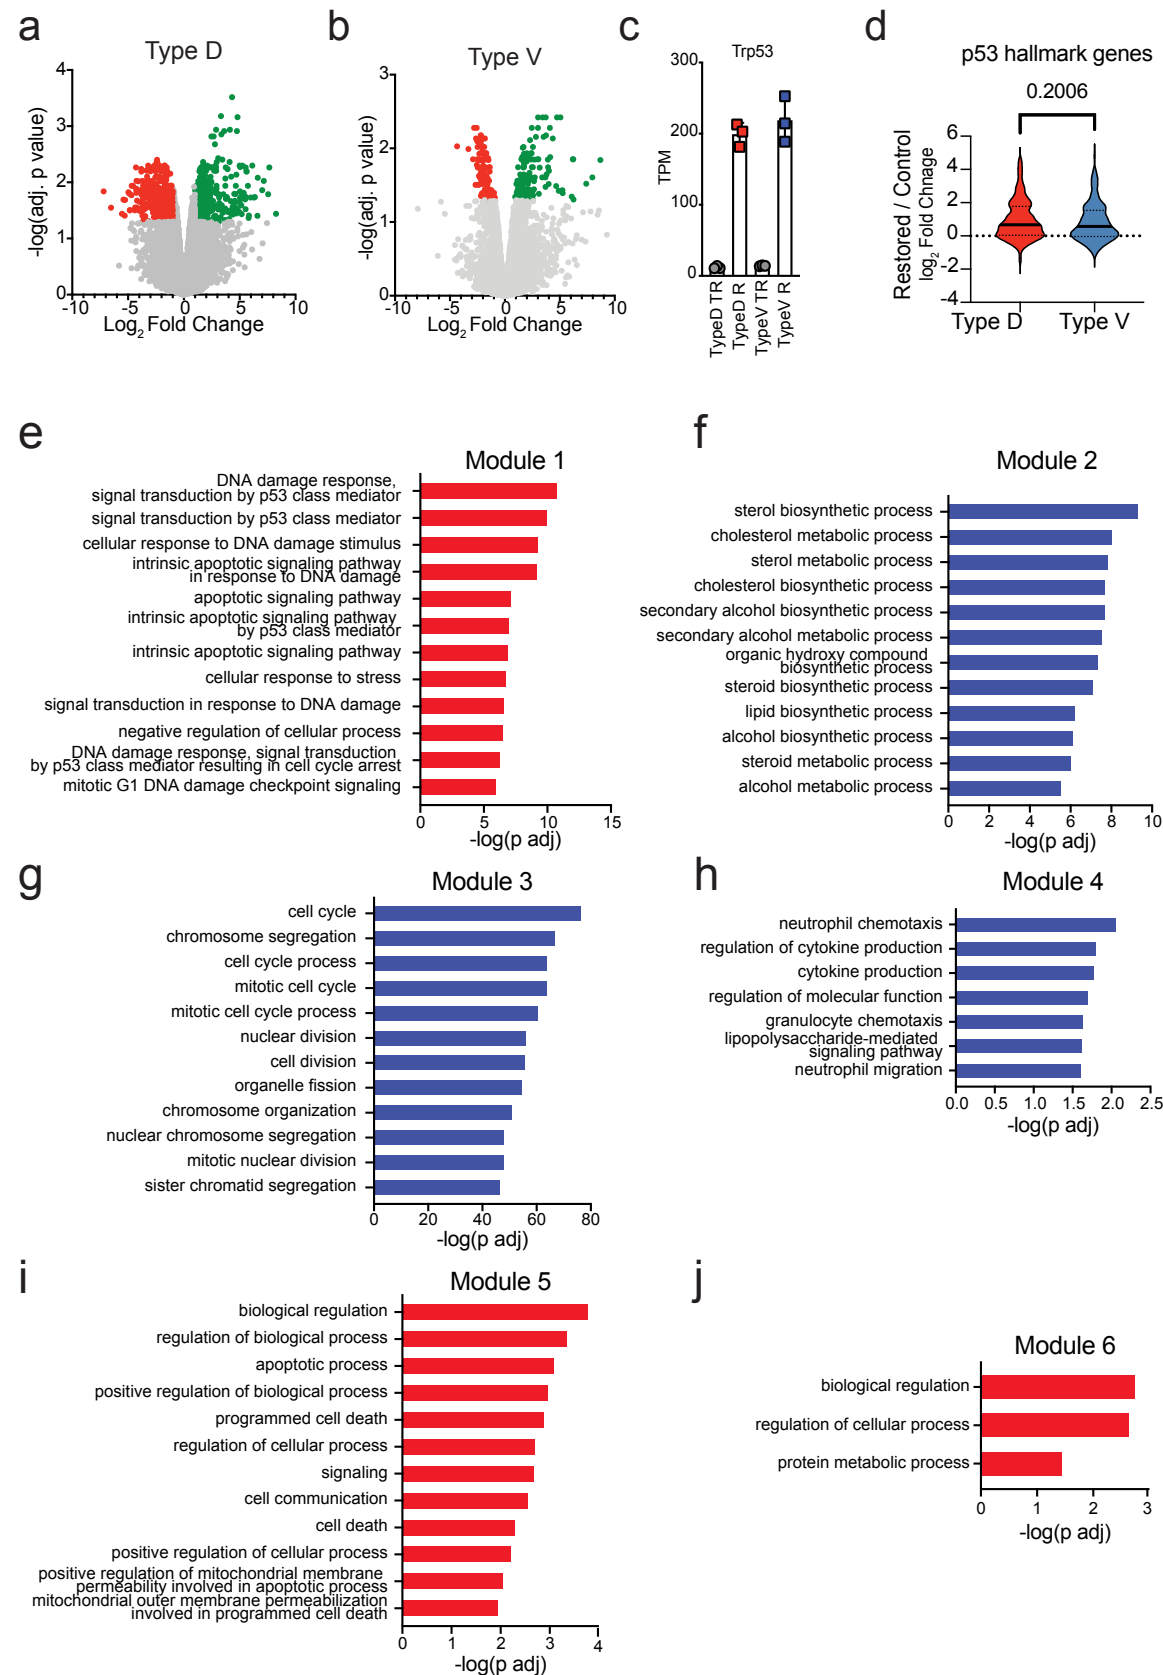

**Supplementary Fig. 16. p53 reactivation modulates diverse biological processes in SCLC. (A,B)**

Volcano plots of RNA-sequencing data in Type D (a) and Type V (b) cells. Colored dots represent genes that are differentially enriched ( $\log_2$  fold-change greater than 1 and false discovery rate (FDR)-adjusted  $P$ -value less-than 0.05) in Restored (n=401, green) or Control (n=363, red) cells. n=3 for both Type D (4711-1, 4711-18, 4716-11) and Type V (4711-11, 4716-10, 4716-14) cells. (C) Quantification of transcripts per million (TPM) for *Trp53* in Control and Restored Type D (n=3) and Type V (n=3) cell lines. Error bars represent mean  $\pm$  s.d. (D) Violin plots indicating  $\log_2$  fold-change in expression of canonical p53 targets from the GSEA gene set 'HALLMARK\_P53\_PATHWAY' in Restored Type D (n=3) and Type V (n=3) cells. Statistical significance was determined by two-tailed Student's  $t$ -test. (E-J) Bar plots indicating  $-\log(\text{adj. } p \text{ value})$  of top GO: Biological Processes signatures associated with gene expression modules 1-6 identified in (Figure 6A). Gene ontology analysis was conducted using the g:Profiler web tool. Adjusted p-value was calculated using Fisher's one-tailed test by g:Profiler web tool. Red bar graphs represent genes enriched in Restored cells after p53 reactivation, while blue bar graphs represent genes enriched in Control cells. Source data are provided as a Source Data file.

Supplementary Figure 17

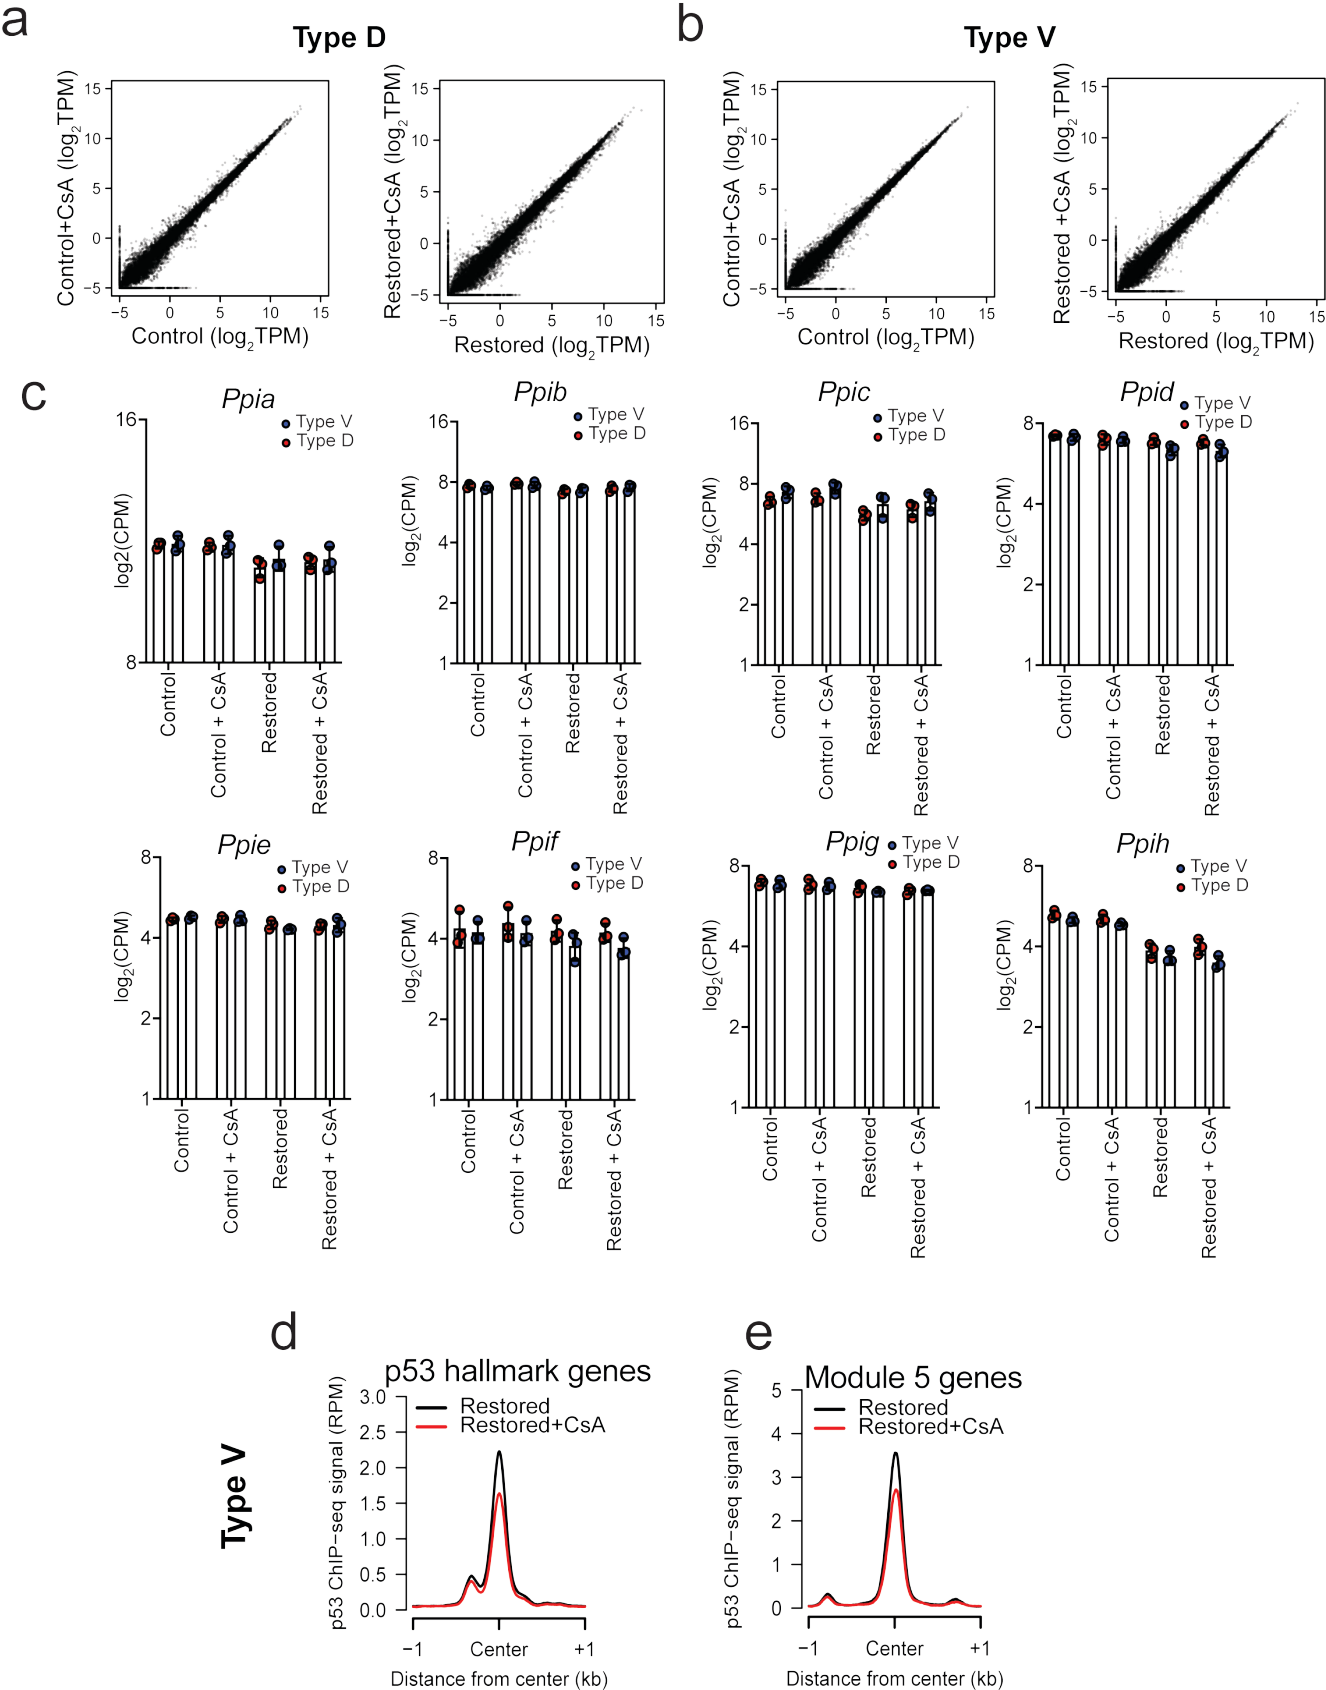

**Supplementary Fig. 17. CsA does not influence individual gene transcription or p53 binding. (A,B)** Dot plot analysis of gene expression 72hrs after CsA treatment in Control and Restored Type D (4711-1, 4711-18, 4716-11) (**a**) and Type V (4711-11, 4716-10, 4716-14) (**b**) cells. Mean expression from n=3 cell lines ( $\log_2$  TPM ) per gene represented. (**C**) Quantification of  $\log_2$  counts per million (CPM) of cyclophilin family member transcripts in Control, Restored, Restored + CsA Type D (n=3) and Type V (n=3) cells. Error bars represent mean  $\pm$  s.d. (**D,E**) Comparison of p53 ChIP-seq signal between Restored and Restored + CsA Type V (n=3) cells for p53 hallmark genes (**d**) and Module 5 genes (**e**). Data are centered on p53-bound peaks across a  $\pm 1$ kb window. Source data are provided as a Source Data file.

Supplementary Figure 18

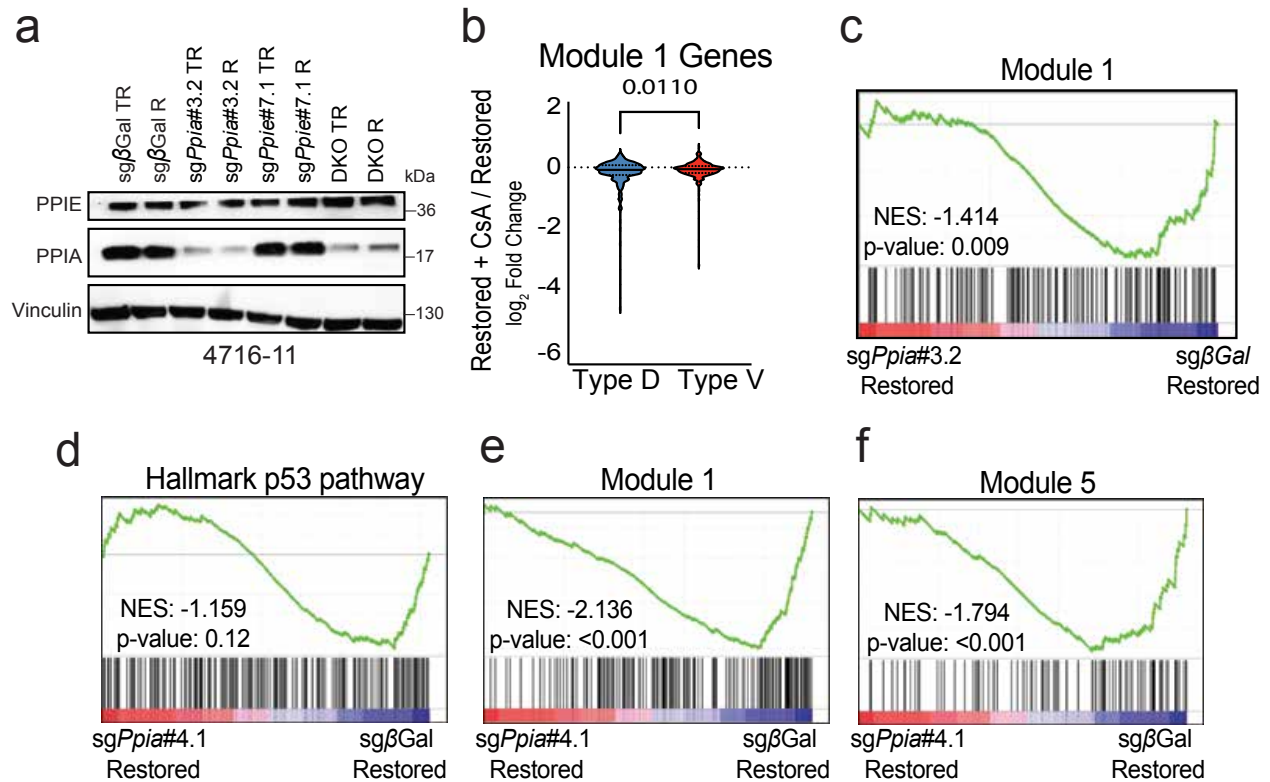

**Supplementary Fig. 18. Cyclophilin A knockout decreases expression of p53-regulated genes in Type D cells.** (A) Immunoblot analysis for cyclophilin A and cyclophilin E in Type D (4716-11) cell line expressing sgRNAs targeting β-Gal, *Ppia*, and/or *Ppie* 72 hours after 4-OHT treatment. Vinculin is loading control. Experiment was conducted at least 2 weeks after antibiotic selection and/or cell sorting of CRISPR-targeted cells. (B) Violin plots indicating log<sub>2</sub> fold-change expression of Module 1 genes in Restored and Restored + CsA Type D (4711-1, 4711-18, 4716-11) and Type V (4711-11, 4716-10, 4716-14) cells. Statistical significance determined by two-tailed Student's *t*-test. (C-F) GSEA of Module 1 (c,e), "HALLMARK\_P53\_PATHWAY" (d), and Module 5 genes (f) in Type D (4711-1, 4711-18, 4716-11) cells expressing sgRNAs targeting β-Gal or exons 3 (c) and 4 (d,e,f) of the *Ppia* gene 72hrs after 4-OHT treatment. Nominal p-value calculated by permutation test using GSEA software. No adjustments were made since only one geneset was tested. Source data are provided as a Source Data file.

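Module 1 lists 252 genes, of which 240 were tested. In the GSEA of Restored cells its NES was -1.39 with sgPpia#3.2 (permutation p = 0.00352) and -1.57 with sgPpia#4.1 (permutation p = 2e-04). Adjusted over the same 8 comparisons as Module 5, the permutation p-values were 0.00564 and 0.00161. Ranking by the moderated t of a paired fit of the compared samples alone, with the cell line as a replicate block, gave -1.56 and -1.67. Without 4711-1 they were -0.86 (permutation p = 0.816) and -0.67 (permutation p = 0.988), and with a running-sum weight of 0 they were -1.83 and -3.12. The sgRNA labels were also swapped within cell lines, in 4 arrangements with the real one included. An absolute NES as large was given by 2 of 4 for sgPpia#3.2 and by 4 of 4 for sgPpia#4.1. The ranking was without pairing and no share can fall below 0.25, so these swaps cannot decide.

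The mean log2 difference of the Module 1 genes from sgBgal in Restored cells was -0.14 ± 0.06 (SD, n = 3 cell lines) with sgPpia#3.2 and -0.18 ± 0.20 with sgPpia#4.1, below 0 in 3 of 3 cell lines for both (exact sign-flip test, p = 0.25). After median-of-ratios rescaling it was -0.04 and -0.11, below 0 in 2 of 3 lines for both. The induction of Module 1 by p53 was 2.04 ± 0.11 with sgBgal, 1.93 ± 0.12 with sgPpia#3.2 and 1.89 ± 0.37 with sgPpia#4.1. These values for the Ppia sgRNAs were 94.5% and 92.6% of that with sgBgal. The paired differences of -0.11 ± 0.17 and -0.15 ± 0.26 were smaller than the spread between cell lines. Leaving out 4711-18 moved the difference for sgPpia#3.2 to -0.02, and leaving out 4711-1 moved that for sgPpia#4.1 to -0.002.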

**Supplementary Table 1: Mouse sgRNA sequences used in study**

| <b>Target Gene</b> | <b>Sequence</b>      |
|--------------------|----------------------|
| sg $\beta$ gal     | CACGTAGATACGTCTGCATC |
| sgTrp53            | AGGAGCTCCTGACACTCGGA |
| sgAtg5#2           | TATCCCCTTTAGAATATATC |
| sgAtg5#3           | AAGAGTCAGCTATTTGACGT |
| sgBax #3.1         | TCATCCAGGATCGAGCAGGG |
| sgBax #4.1         | CCCGGAAGAAGACCTCTCGG |
| sgBbc3 #2.1        | ACCTCAACGCGCAGTACGAG |
| sgMlk#2            | GACTTCATCAAAACGGCCCA |
| sgMlk#3            | AACCCCCAGGCCGAAAGTGT |
| sgRipk1 #3.1       | TGTGAAAGTCACGATCAACG |
| sgRipk1 #2.1       | CAGACTGAGACACAGTCGAG |
| sgPpia #3.1        | TGGAATAATTCTGTGAAAGG |
| sgPpia #3.2        | GCTCTGAGCACTGGAGAGAA |
| sgPpia #4.1        | ACACGCCATAATGGCACTGG |
| sgPpib #2.1        | CAAATTGGAGATGAATCTGT |
| sgPpib #3.1        | TTCACCAGGGGAGATGGCAC |
| sgPpic #5.1        | ACTGTTGACGATGGTGCAGT |
| sgPpic #3.1        | TCATGAAGTCCTTGATGACA |
| sgPpid #4.1        | GGTCATAAAAGGACTAGGTG |
| sgPpid #3.1        | TCAAATCAGAATGGGACAGG |
| sgPpie #10.1       | TCACATGTACTCTCCACAGT |
| sgPpie #7.1        | TGGGCACCACATCAGACCGT |
| sgPpif #1.1        | TGGACAGCCGCTCGGCCGCG |
| sgPpif #4.1        | ACCACAATGGCACAGGAGGG |
| sgPpig #3.1        | TCTCTTTCATAGAGTTGTCA |
| sgPpig #2.1        | GCGAAAGTTCTCACACGTTT |
| sgPpih10.1         | CAATAAGCCCAAAGTCCAG  |
| sgPpih #9.1        | GCTTGAAGTCTCTTTCCCAA |

# Supplementary material for: p53 restoration in small cell lung cancer identifies a latent cyclophilin-dependent necrosis mechanism
**Source:** Nat Commun. 2023 Jul 21;14:4403. doi: 10.1038/s41467-023-40161-9
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## DESCRIPTION OF ADDITIONAL SUPPLEMENTARY FILES

**File name:** Supplementary Movie 1

**Description:** p53 reactivation induces necrotic death in Type D tumor-derived SCLC cell lines. Live cell imaging of a Type D (4711-18) cell line. Images were acquired every 15 min for 4 days.

**File name:** Supplementary Movie 2

**Description:** p53 interacts with cyclophilin A in the nucleus. Movie of confocal 3D micrographs of p53-Cyp A interaction (red) using proximity ligation assay in Type D (4711-18) cells treated with 4-OHT for 48 hours. Nucleus is stained with DAPI (blue). Results were similar between the cross section and longitudinal section of the Type D cells. Scale bars, 10 $\mu$ m.

**File name:** Supplementary Data 1

**Description:** Differentially regulated genes in Type V and Type D SCLC cells.

How the deposited data were processed for this re-analysis (not part of the article)

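RNA-sequencing data of the CRISPR-targeted Type D cells were used: 18 samples from 3 cell lines, each with sgBgal, sgPpia#3.2 or sgPpia#4.1 and each treated with vehicle (Control) or 500 nM 4-OHT (Restored) for 72 h. Conditions were taken from the sample labels, and the dose, time and targeted exon from the paper's methods and the legend of Supplementary Fig. 18. The other RNA-sequencing and ChIP-sequencing experiments of the paper were not analysed here.

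The authors deposited TPM for 25239 genes in 1 column per sample. The columns are not whole numbers, and all columns have the same sum. The paper names Kallisto or HISAT2 for alignment and limma or DESeq2 for differential expression, without naming which of them served these samples, and it calls the mouse genome mm10 as well as GRCm39. The counter, the annotation and any filter on genes are not named in the paper's text. TPM hold no total count, so absolute depth is unknown and no interval for counting error was computed. Relative depth came from the smallest steps between the low values of the same genes in different samples. It shows how many times deeper a sample was than the shallowest, not how many reads it had.

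The reported test was limma 3.58.1 (lmFit and eBayes, R 4.3.3) on log2(TPM + 1), with 1 mean for each of the 6 conditions, so that all samples shared an estimate of the spread. Fold changes are on this scale, which understates the change of low genes. Genes with at least 1 TPM in at least 3 of the 18 samples were tested, 12828 in all. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper, and for the interaction at the adjusted p alone. The pairing comes from the cell line, which the sample labels give. The paper does not state a block, so the fit without one is given first and the fit with the cell line as a replicate block beside it.

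The gene lists were those of Supplementary Data 1. A symbol missing from the deposited table was replaced by the gene that RefSeq lists it as a synonym of, where there was exactly 1 such gene. For Module 5, 100 genes were found by symbol and 1 by synonym. GSEA was computed in Python 3.11.15 with numpy 2.4.6 on the signal-to-noise ratio of TPM with the standard deviation floored at 0.2 of the mean, a running-sum weight of 1 and 10000 permutations of the genes. The paper names the GSEA software and a permutation test and states neither the ranking metric nor whether genes or samples were permuted. With 3 samples against 3, permuting samples gives 10 splits and no p below 0.1, so genes were permuted. The smallest p is set by the number of permutations with a score of the same sign, and is about 1e-04 for most comparisons. Where genes were ranked by a moderated t instead, it came from a limma fit of the compared samples alone. The Hallmark p53 Pathway panels were not recomputed, because the list of its genes was not used here. The camera test of limma was run on Module 5 with its estimated correlation between genes. Means over 3 cell lines were tested by an exact sign-flip test, which cannot go below p = 0.25. Single genes were also compared by an exact permutation test with scipy 1.17.1.

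The calculations were tested on simulated data. With 200 genes changed in the 12828, limma recovered 68% of them without the block and 92% with it, with 0 and 11 false calls. For the interaction it recovered 53.5% and 85%. The simulated changes were log2 changes of at least 1, with noise drawn independently for each gene. These shares therefore do not show how often the smaller differences of the modules would be found. Random gene sets had a permutation p under 0.05 in 6% of cases. Their genes were simulated as independent, so this share does not hold for sets of correlated genes.

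Genes named in the text were drawn from the cyclophilins and p53 targets that the paper names. Up to 3 genes with the largest fold change in each comparison that moved the same way in all cell lines were added. So were the 5 Module 5 genes with the largest rise in cells with sgBgal. Not all of these genes are printed. Gclm is named because the guides match a transcript of it. Guide sequences were searched for exact matches in the annotated transcripts of GENCODE M21 (GRCm38). The alternatives were a pseudocount of 0.1, median-of-ratios rescaling, other filters on low values, the replicate block, a fit on the compared groups alone, eBayes with trend and robust estimates, other ranking metrics and weights for GSEA, and leaving out each cell line. Enrichment scores read from the paper's figures carry no replicate error, so a score was taken to differ when it lay further from the figure's value than the figure could be read. This rule was set after the scores had been computed. The spread between scores that each left out a cell line was also considered as the error and would have called fewer differences. The design, the tests of Modules 5 and 1 and of the genes, and the alternatives were chosen before the data were examined. Scoring of the other gene lists was added later. Some other genes whose expression was examined are not reported here.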

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

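The tests of expression level with gene length and of scaling in this part, and the label swaps for all lists other than Modules 5 and 1, were chosen only after the scores had been seen. The paper reports GSEA of Modules 1 and 5 in the Restored cells of this experiment. All 6 modules and the Type D and Type V signatures were scored here in Restored and in Control cells, which makes 32 comparisons with sgBgal. The results below concern lists or cells that the paper does not report and had an adjusted p under 0.05, over the 32 comparisons or, for Module 1, over the 8 comparisons of Modules 5 and 1. The p-values come from permuting genes and take genes as independent. The number of label swaps within cell lines (4, the real labels included) can give no share below 0.25, so none of these results can be told apart from an effect of the particular cell lines and samples.

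In Control cells, where p53 had not been restored, the lists that fall with p53 restoration had lower scores with a Ppia sgRNA than with sgBgal. Module 3 had an NES of -2.57 with sgPpia#3.2 and -2.61 with sgPpia#4.1 (permutation p = 1e-04 for both, the smallest that the permutations can give; adjusted p = 0.000927). Its mean log2 difference was -0.38 ± 0.51 (SD, n = 3 cell lines) and -0.18 ± 0.09, below 0 in 3 of 3 cell lines for both sgRNAs. With sgPpia#3.2 it was -0.97 in 4711-18 and -0.06 and -0.11 in the other lines, and with the labels of 4711-18 swapped the NES was 3.67, so this score rests mostly on 1 cell line. Module 4 had an NES of -2.23 (adjusted permutation p = 0.000927) and -1.77 (adjusted permutation p = 0.00183), with mean differences of -0.43 and -0.14, below 0 in 3 of 3 lines. Module 2 had an NES of -2.04 (adjusted permutation p = 0.000927) and -1.53 (adjusted permutation p = 0.0276), with mean differences of -0.27 ± 0.28 and -0.08 ± 0.02, also below 0 in 3 of 3 lines. With sgPpia#3.2 it was -0.60 in 4711-18 and -0.10 and -0.12 in the other lines. The mean difference was compared with random lists matched on mean expression and exonic length. It lay at percentile 0 for all of these modules apart from Module 2 with sgPpia#4.1, where it lay at percentile 0.8. The matched lists had smaller mean differences, from -0.067 to -0.025. These percentiles take genes as independent, so they do not show how far the modules stand out. After median-of-ratios rescaling, the share of the mean difference that remained was 0.763 and 0.778 for Module 3, 0.795 and 0.72 for Module 4, and 0.67 for Module 2 with sgPpia#3.2. For Module 2 with sgPpia#4.1 it was 0.482, so that less than 0.5 of the difference remained. An absolute NES as large was given by 4 of 4 label swaps for Module 3 and 4 of 4 for Module 2 with sgPpia#3.2, by 2 of 4 for Module 3 with sgPpia#4.1, and by 1 of 4, the real labels alone, for Module 4 with both sgRNAs and Module 2 with sgPpia#4.1. The Control samples with a Ppia sgRNA had a median relative depth of 1.71 and 1.56, against 1.28 with sgBgal. In 4711-18, however, both were shallower than the sgBgal sample (1.18 and 1.07 against 1.28). In 4716-11 the sample with sgPpia#4.1 was not deeper than that with sgBgal (1.56 against 1.57). A lower expression of these lists upon loss of CypA may be a candidate explanation, and it remains a hypothesis.

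Module 5 had an NES of 2.11 in Control cells with sgPpia#3.2 (permutation p = 0.00136, the smallest that the permutations can give here; adjusted p = 0.00482). The mean log2 difference was 0.09, and it was above 0 in 1 of 3 cell lines, 4711-18, where it was 0.44. Without that line the NES was -1.08. The mean difference lay at percentile 100 of the matched random lists, whose own mean was -0.08, and 1.84 times the difference was present after rescaling. Neither expression level with gene length nor scaling therefore gave a difference of this sign. An absolute NES as large was given by 4 of 4 label swaps. Module 1 had an NES of 1.201 in the same comparison (permutation p = 0.0351; adjusted p = 0.0468 over 8 comparisons and 0.066 over 32). Its mean log2 difference had the opposite sign, -0.03, and was above 0 in 1 of 3 cell lines, again 4711-18. After rescaling the mean difference changed sign, with a ratio of -1.42 to the value before, which gave it the sign of the NES. The NES was not recomputed on rescaled values. The percentile among matched lists was 99.96, and 4 of 4 label swaps gave a score as large. Before rescaling, both mean differences were above 0 in 4711-18 alone. After rescaling, that of Module 5 was below 0 in 1 of 3 lines and that of Module 1 in 2 of 3.

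The Type D signature had an NES of -1.65 in Control cells with sgPpia#3.2 (permutation p = 0.000756; adjusted p = 0.00302), with a mean log2 difference of -0.13, below 0 in 2 of 3 cell lines. Its percentile among matched lists was 1.66. A share of 0.318 of the difference remained after rescaling, so most of it was part of a shift common to the genes tested. Whether the scaling of TPM caused that shift was not tested. A score as large was given by 2 of 4 label swaps.

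In Restored cells, Module 6, which rises with p53 restoration, had an NES of -1.52 with sgPpia#3.2 (adjusted permutation p = 0.0192) and -1.49 with sgPpia#4.1 (adjusted permutation p = 0.0258). Its mean log2 difference was -0.16 and -0.19, below 0 in 3 of 3 cell lines for both. The percentile among matched lists was 0.53 and 0. The share remaining after rescaling was 0.400 for sgPpia#3.2 and 0.636 for sgPpia#4.1. For sgPpia#3.2 most of the difference was thus part of a shift common to the genes tested, whose cause was not tested. Of 4 label swaps, 2 and 3 gave a score as large. Module 3 had an NES of -1.52 with sgPpia#4.1 (permutation p = 0.000401; adjusted p = 0.00183), with a mean difference of -0.15, below 0 in 2 of 3 lines, at percentile 0 of matched lists. A share of 0.554 remained after rescaling, and 3 of 4 label swaps gave a score as large. Module 2 had an NES of 1.503 with sgPpia#4.1 (adjusted permutation p = 0.0276). Its mean difference was 0.03, above 0 in 3 of 3 lines, at percentile 100 of matched lists, and became 3.29 times as large after rescaling, and 1 of 4 label swaps, the real labels alone, gave a score as large.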

How the results depend on the processing

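No test in this part was chosen after its result was seen. Each of 27 results was recomputed under the alternatives, 243 values in all. Of these, 214 kept the direction and the side of the threshold, or a count within a factor of 1.5. Another 5 were weaker, 2 stronger, 8 reversed and 14 counts moved. The cause was not tested for any of these changes.

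In Restored cells the 4 scores of Modules 5 and 1 stayed below 0 with a permutation p under 0.05 under the 5 alternatives that kept all cell lines, from -2.39 to -1.50 and from -2.19 to -1.33 for Module 5 with sgPpia#3.2 and sgPpia#4.1. Across the 3 fits that each left out a cell line they ran from -1.69 to -1.02 and from -1.58 to -1.10 for Module 5, and from -1.797 to -0.86 and from -1.81 to -0.67 for Module 1, and each of the 4 results lost its p under 0.05 in 1 of these fits.

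In Control cells the scores were less stable. Without each cell line in turn, Module 5 ran from -1.08 to 2.47 with sgPpia#3.2 and from -1.24 to 1.37 with sgPpia#4.1. Module 1 ran from -1.33 to 1.56 with sgPpia#3.2 and only from -1.05 to -1.02 with sgPpia#4.1. Module 5 with sgPpia#3.2 stayed above 0, from 1.81 to 2.91, under the 5 alternatives that kept all cell lines. Module 1 with sgPpia#3.2 reversed from 1.201 to -0.73 with the moderated t without a block and to -0.83 with the cell line as replicate block, and was weaker, at 1.00, with no filter on low values. Module 5 with sgPpia#4.1 reversed from -1.13 to 0.96 on the log2 scale and to 1.75 with a running-sum weight of 0, and Module 1 with sgPpia#4.1 reversed from -0.997 to 1.53 with that weight.

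The numbers of genes changed between Restored and Control cells with sgBgal, sgPpia#3.2 and sgPpia#4.1 (980, 738 and 781) were 1773, 1284 and 1322 with no minimum fold change. With only the groups of the comparison they were 761, 367 and 416. With the replicate block the count for sgPpia#4.1 was 1177. Leaving out a cell line gave from 466 to 670, from 229 to 631 and from 280 to 684 genes. Between a Ppia sgRNA and sgBgal, the paired fits with the replicate block called 1 gene in Restored and 2 genes in Control cells for sgPpia#3.2 in place of 0. These included Ppia, whose log2 fold changes of -1.13 and -1.51 then passed, with adjusted p-values of 0.0431 and 0.00153 (over all alternatives that kept all cell lines, from 0.0431 to 1 and from 0.00153 to 1). The interaction stayed at 0 genes under every alternative run.

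The camera p for Module 5 stayed above 0.05 under every alternative run, from 0.343 to 0.971 with sgPpia#3.2 and from 0.252 to 0.799 with sgPpia#4.1. The differences in induction kept their sign under every alternative run, and their test cannot reach a p under 0.05 with 3 cell lines. Absolute depth is unknown, so how far it limits the low genes cannot be given.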

Differences from the paper's values

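The scores in the paper were read by eye from its figures. For Module 5 with sgPpia#3.2 the paper's NES is about -1.9 in Fig. 6l, and the value here was -1.56. None of the 8 alternatives set before the data were examined came within the precision of the reading, and their scores ran from -2.39 with a running-sum weight of 0 to -1.02 without 4711-18.

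For Module 5 with sgPpia#4.1 the paper's NES is about -1.8 in Supplementary Fig. 18f, and the value here was -1.56. With genes ranked by the moderated t of limma with cell line as replicate block it was -1.79, which is within the precision of the reading. The other 7 alternatives did not reach the paper's value, with scores from -2.19 to -1.10.

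For Module 1 with sgPpia#4.1 the paper's NES is about -2.1 in Supplementary Fig. 18e, and the value here was -1.57. None of the 8 alternatives came within the precision of the reading, and their scores ran from -3.12 with a running-sum weight of 0 to -0.67 without 4711-1. For Module 1 with sgPpia#3.2 the value here did not differ from the paper's.

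The paper's Discussion states that knockout of CypA abolished the induction of a distinct gene set, one that is specifically induced in Type D cells. In the samples analysed here, the mean log2 induction of Module 5 with sgPpia#3.2 was 82.7% of that with sgBgal. With sgPpia#4.1 it was 89.6%. The paper's sentence also names cyclosporin A, which was not used in these samples. The targeting was partial, since the paper reports that some CypA remained. Ppia RNA in Restored cells was 958 and 1544.5 TPM, against 2114 TPM with sgBgal. These values therefore do not show what a complete loss of CypA would do. The paper calls the depletion of Module 5 significant, with a nominal p from a permutation test in the legend of Fig. 6l. Permuting genes gave p = 0.00294 and 0.00321, while the camera test of limma, which allows for correlation between genes, gave p = 0.567 and 0.448.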

Other observations

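The tests on the library with high Cdkn1a, and the lists matched on induction averaged over the 3 sgRNAs, were chosen only after their values or those of a related test had been seen. The other tests in this part were chosen before.

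The mean log2 difference of Module 5 in Restored cells was -0.19 with sgPpia#3.2 and -0.20 with sgPpia#4.1. Random lists of 100 genes matched on mean expression and exonic length had a mean difference of -0.08 and -0.07. Expression level and gene length therefore gave a smaller difference on average. The percentile of Module 5 among 10000 such lists was 0 for both sgRNAs. This percentile takes genes as independent, whereas the Module 5 genes had a mean correlation of 0.27. After median-of-ratios rescaling, a share of 0.472 of the Module 5 difference remained for sgPpia#3.2 and a share of 0.639 for sgPpia#4.1. For sgPpia#3.2 more than 0.5 of the difference was therefore part of a shift common to the genes tested. Whether that shift came from the scaling of TPM or from a broad decrease was not tested. In Control cells the mean difference was 0.094 and -0.026, so a lower level before p53 restoration did not account for the mean over lines. For sgPpia#3.2 the Control mean rests on 0.44 in 4711-18. In 4716-11 the difference was -0.096 and -0.069 in Control cells and -0.065 and -0.063 in Restored cells. With sgPpia#3.2 in 4711-1 it was -0.063 in Control and -0.106 in Restored cells, and with sgPpia#4.1 in 4711-18 it was -0.117 and -0.202. In these 4 of 6 pairs more than 0.5 of the difference was present before restoration. Genes that were lower in all 3 cell lines made up 41% and 37% of Module 5, and 33.8% and 26.2% of all genes tested. The guide with the lower Ppia RNA had the lower Module 5 level in 2 of 3 cell lines. The loss of Ppia RNA thus did not order the guides in all lines. These data hold no CypA protein, so they do not show whether its loss would. An effect of CypA on Module 5 may be an explanation for either guide, and it remains a hypothesis, since it cannot be told apart from the grouping of the samples: 4 of 4 label swaps within cell lines gave an absolute NES as large for sgPpia#3.2, and 2 of 4 for sgPpia#4.1. For Module 1, 2 of 4 and 4 of 4 did. These swaps use a ranking without pairing. The paired Module 5 differences were below 0 in 3 of 3 lines for both guides. Their exact sign-flip test gave p = 0.25, the smallest possible, so it cannot decide either.

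Genes outside the modules that rose as much as the module genes in cells with sgBgal were used to ask whether the lower induction was particular to a module. Such matched lists also rose less with a Ppia sgRNA, by a mean difference of -0.27 for sgPpia#3.2 and -0.24 for sgPpia#4.1 when matched to Module 5. The difference of Module 5, -0.29 and -0.17, lay at percentile 30.7 and 96.87 of these lists, and that of Module 1, -0.11 and -0.15, at percentile 100 for both. These lists were chosen for their induction in the sgBgal samples that are subtracted, so they fall towards the mean with a Ppia sgRNA, whereas the modules were defined in another experiment. The comparison is therefore biased and decides nothing. Lists matched on the induction averaged over the 3 sgRNAs rose less by -0.13 for sgPpia#3.2 and -0.12 for sgPpia#4.1 when matched to Module 5. Module 5 lay at percentile 0 of these for sgPpia#3.2 and at percentile 5.45 for sgPpia#4.1, and Module 1 lay at 94.96 and 36.34. A weaker response of every induced gene could therefore account for the lower induction of Module 5 with sgPpia#4.1 and of Module 1 with both sgRNAs. For Module 5 with sgPpia#3.2 the percentile does not decide this, because the difference rests on 1 cell line. It was -0.85 in 4711-18 and -0.04 and 0.03 in the other lines, and -0.01 without 4711-18. Part of the value in 4711-18 came from its Control sample, where Module 5 differed from sgBgal by 0.44, against -0.41 in the Restored sample.

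The label swaps within cell lines give 4 splits of each 6 samples. The other 6 of the 10 splits of 3 against 3 would put samples of the same cell line in the same arm. For the genes changed between Restored and Control cells, 1 of 4 splits, the real one, gave as many genes for each of the 3 sgRNAs. For the comparisons of a Ppia sgRNA with sgBgal and for the interaction, where 0 genes were called, 4 of 4 splits gave as many. At an unadjusted p under 0.05 there were 154 and 68 genes in Restored cells, 311 and 27 in Control cells, and 31 and 18 for the interaction, for sgPpia#3.2 and sgPpia#4.1. With the replicate block there were 1108 and 424, 1628 and 162, and 175 and 80 in the same order. A camera p as small was given by 4 of 4 splits for sgPpia#3.2 and 2 of 4 for sgPpia#4.1. For the NES in Control cells, 4 of 4 splits gave a score as large for Modules 5 and 1 with sgPpia#3.2, and 3 of 4 and 2 of 4 with sgPpia#4.1. With so few splits none of these shares can fall below 0.25.

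In the Control sample of 4711-18 with sgPpia#3.2, Cdkn1a was at 369 TPM, against 154 TPM with sgBgal in the same line. A share of p53-restored cells in this sample would raise Trp53 as well. The Trp53 value of the sample gave a share of -1.67% of restored cells, against 7.91% from Cdkn1a and 35.4% from Bbc3, so a mixture with restored cells did not account for the value. The mean log2 difference of Module 1 from the sgBgal sample of the line was 0.16, above the range of -0.15 to 0.04 in the other 5 Control samples with a Ppia sgRNA. The other p53 targets examined gave shares of 0.414% (Mdm2), 0.59% (Perp), 1.82% (Apaf1) and -16.6% (Bax), so the rise did not extend to all p53 targets. The sample has no replicate of its own line, and other causes were not tested.

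The guides were searched for in the annotated transcripts of GENCODE M21. Outside Ppia, sgPpia#3.2 had exact matches followed by NGG at 19 loci on 12 chromosomes, and sgPpia#4.1 at 11 loci on 8 chromosomes. All of these loci carry an annotated pseudogene, and 8 genes were matched by both guides. The locus on chromosome 3 that both guides match also lies in a transcript of the protein-coding gene Gclm. The log2 fold change of Gclm in Restored cells was -0.48 with sgPpia#3.2 and -0.26 with sgPpia#4.1 (limma adjusted p = 1 for both). The paper's text does not mention these matches. Whether the loci were cut was not measured, and sequence outside annotated transcripts was not searched. Of these pseudogenes, 1 for sgPpia#3.2 and 0 for sgPpia#4.1 were among the genes with TPM, with at most 0.74 TPM in a sample, against 658 to 2849 TPM for Ppia.

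In the 18 samples, the 108 genes found of the Type D signature had a median between 52.5 and 79.4 TPM, with 106 to 107 of them at 1 TPM or more. The 57 genes of the Type V signature had a median between 0.983 and 3.6 TPM, with 27 to 38 at 1 TPM or more. With the replicate block, Muc1 passed the thresholds beside Ppia in Control cells with sgPpia#3.2 (log2 fold change -1.08, limma adjusted p = 0.0381), and with no block its adjusted p was 1.00. It was singled out after its values were seen.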
